# Distinct Stress‐Dependent Signatures of Cellular and Extracellular tRNA‐Derived Small RNAs

**DOI:** 10.1002/advs.202200829

**Published:** 2022-04-04

**Authors:** Guoping Li, Aidan C. Manning, Alex Bagi, Xinyu Yang, Priyanka Gokulnath, Michail Spanos, Jonathan Howard, Patricia P. Chan, Thadryan Sweeney, Robert Kitchen, Haobo Li, Brice D. Laurent, Sary F. Aranki, Maria I. Kontaridis, Louise C. Laurent, Kendall Van Keuren‐Jensen, Jochen Muehlschlegel, Todd M. Lowe, Saumya Das

**Keywords:** cellular stress, extracellular RNAs, noncoding small RNAs, RNA associated proteins, transfer RNA

## Abstract

The cellular response to stress is an important determinant of disease pathogenesis. Uncovering the molecular fingerprints of distinct stress responses may identify novel biomarkers and key signaling pathways for different diseases. Emerging evidence shows that transfer RNA‐derived small RNAs (tDRs) play pivotal roles in stress responses. However, RNA modifications present on tDRs are barriers to accurately quantifying tDRs using traditional small RNA sequencing. Here, AlkB‐facilitated methylation sequencing is used to generate a comprehensive landscape of cellular and extracellular tDR abundances in various cell types during different stress responses. Extracellular tDRs are found to have distinct fragmentation signatures from intracellular tDRs and these tDR signatures are better indicators of different stress responses than miRNAs. These distinct extracellular tDR fragmentation patterns and signatures are also observed in plasma from patients on cardiopulmonary bypass. It is additionally demonstrated that angiogenin and RNASE1 are themselves regulated by stressors and contribute to the stress‐modulated abundance of sub‐populations of cellular and extracellular tDRs. Finally, a sub‐population of extracellular tDRs is identified for which AGO2 appears to be required for their expression. Together, these findings provide a detailed profile of stress‐responsive tDRs and provide insight about tDR biogenesis and stability in response to cellular stressors.

## 1 Introduction

Cells, including unicellular organisms, have evolved sophisticated sensing mechanisms and signal transduction systems for optimal response toward changes in environmental conditions (stress) to either ensure cell survival or alternatively elimination if the cell is unable to cope with the stress.^[^ ^1^, ^2^ ^]^ Examples of cellular stress responses include: DNA repair mechanisms triggered by DNA damage during ionizing radiation^[^ ^3^ ^]^; the unfolded protein response following heat shock or exposure to chemical toxins^[^ ^4^, ^5^ ^]^; activation of autophagy in response to nutritional deprivation^[^ ^6^ ^]^; induction of mitophagy to eliminate damaged mitochondria following hypoxic stress^[^ ^7^ ^]^; and adaptive responses to oxidative stress.^[^ ^8^, ^9^ ^]^ Increasing evidence has demonstrated that biological processes associated with stress responses play pivotal roles in normal development^[^ ^10^, ^11^ ^]^ and homeostasis,^[^ ^12^ ^]^ and failure of the adaptive stress response can lead to the onset or progression of various diseases.^[^ ^13^ ^]^ These cellular adaptations to stress involve a complex reorganization of the cellular gene expression program at the level of mRNA biogenesis,^[^ ^1^ ^]^ which is influenced by the dynamic regulation of the non‐coding RNA (ncRNA) transcriptome.

As one of the most abundant RNA species in cells, the canonical function of transfer RNAs (tRNAs) in decoding the genetic code during protein translation is well established.^[^ ^14^ ^]^ More recently, it has been shown that full‐length tRNA molecules are processed into smaller regulatory fragments, variously termed tRNA fragments and tRNA halves, or tRNA‐derived small RNAs (tDRs), by stress‐activated ribonucleases, including DICER, Angiogenin (ANG), ELAC2, and RNASE1, in a regimented manner.^[^ ^15^, ^16^ ^]^ tDRs can be grouped into numerous categories. Two of the most prominent types are 1) tRNA halves that are 30–50 nucleotides (nts) long generated by specific cleavage in or near the anticodon region, and 2) tRNA‐derived fragments that are usually 12–30 nts in length derived from cleavage of either mature or premature tRNAs at various positions.^[^ ^17^ ^]^ tDRs have been shown to play versatile roles in a variety of biological processes, including gene silencing, RNA stability, protein translation, RNA‐binding protein sequestration, epigenetic regulation, and ncRNA regulation.^[^ ^18^ ^]^ However, most existing studies exploring tDR biogenesis and regulation have used either hybridization‐based methods or conventional RNA sequencing techniques, which fail to capture a significant portion of the complex tDR pool. Specifically, the presence of tRNA base modifications can hinder the reverse transcription step during small RNA library generation, leading to inaccuracies in both the quantification of tDRs and base call accuracy, especially at the ends of sequences.^[^ ^19^ ^]^ Furthermore, the lack of a widely used, uniform nomenclature system, coupled with varied computational approaches to tDR read mapping, has led to difficulty in defining reproducible tDR signatures that can be easily compared between studies.^[^ ^20^, ^21^ ^]^ Advances in RNA sequencing methodologies, especially those customized for the RNA modifications commonly seen in tRNAs and tDRs, have helped to overcome the technical challenge of acquiring high‐quality data. These techniques, including AlkB‐facilitated methylation sequencing (ARM‐seq) and demethylase‐thermostable group II intron RT tRNA sequencing (DM‐tRNA‐seq), incorporate pretreatment of the input RNA samples with the AlkB enzyme to remove the modifications such as m^1^A, m^1^G, and m^3^C on tRNAs and tDRs to minimize stalling of reverse transcriptase at modified sites.^[^ ^19^, ^22^ ^]^

As mediators of intercellular communication, extracellular RNAs (exRNAs) have emerged as promising biomarkers for the diagnosis and prognosis of various diseases from minimally invasive liquid biopsies^[^ ^23^, ^24^ ^]^ In addition to high abundance in cells, tDRs also comprise a significant proportion of the extracellular RNAome.^[^ ^25^, ^26^ ^]^ This has been documented in multiple human biofluids, including urine, serum, plasma, saliva, and cerebrospinal fluid, and in cell‐conditioned medium^[^ ^24^, ^27^, ^28^ ^]^ Recent studies suggest a large proportion of extracellular tDRs in plasma or serum, notably the 5′‐tRNA halves of certain tRNA isodecoders are associated with ribonucleoproteins.^[^ ^24^ ^]^ There is also compelling evidence of tDRs associated with EVs in other biofluids and cell culture medium^[^ ^29^, ^30^ ^]^ While the presence of full‐length tRNAs within EVs and the site of tDR biogenesis remain topics currently under investigation^[^ ^31^, ^32^ ^]^ there does appear to be a correlation between the intracellular abundance of tDRs and their presence in EVs.^[^ ^33^ ^]^ Recently, several studies have indicated that circulating tDRs could serve as potential biomarkers for cancer diagnosis, prognosis after oncological therapies, monitoring cancer progression, liver fibrosis diagnosis, and distinguishing between subtypes of acute stroke.^[^ ^24^, ^34^ ^]^ Because conventional methods for detecting tDRs may underestimate the diversity and abundance of extracellular tDRs, building the stress‐specific extracellular tDR signatures using specialized tDR sequencing techniques promises to provide new markers of cellular processes associated with disease pathogenesis.

Here, we systematically profile matched cellular and extracellular tDRs expression using ARM‐seq in a variety of human and rat cells under three common stressors, including nutritional deprivation, hypoxia, and oxidative stress. We describe the unique fragmentation pattern of extracellular tDRs and the improved discrimination among different cellular stress responses using the extracellular tDR signatures. In preliminary studies, this distinct extracellular tDR fragmentation pattern and stress‐specific extracellular tDR signature was observed in plasma exRNAs from patients on cardiopulmonary bypass (CPB), which is a clinical condition involving acute metabolic and oxidative stress. We additionally demonstrate the critical roles of ANG and RNASE1 in the stress‐modulated cellular and extracellular tDR signatures and identify extracellular tDRs associated with AGO2 by generating cell lines with genetic ablation of ANG, RNASE1, and AGO2, respectively using CRISPR/Cas9 tools. These findings provide a comprehensive landscape of the dynamics, biogenesis, and stability of cellular and extracellular tDR expression induced by common stressors and demonstrate the potential of extracellular tDR signatures as possible biomarkers for a variety of human diseases.

## 2 Results

### 2.1 The Establishment of In Vitro Stress Response Models for tDR Expression Profiling

To systematically profile the molecular signatures of tDRs under different stress conditions, we focused on three common perturbations: nutritional deprivation (glucose and serum deprivation, GSD), hypoxia, and oxidative stress. To enhance the rigor of the study and determine consistent signatures across different cell types, these three perturbations were induced in four different in vitro cell culture systems individually, including human embryonic kidney cells—HEK293 (HEK), human choriocarcinoma cells—BeWo, primary neonatal rat ventricular cardiomyocytes (CM), and primary neonatal rat ventricular cardiac fibroblasts (CF) (**Figure** **1**A).

**Figure 1:**
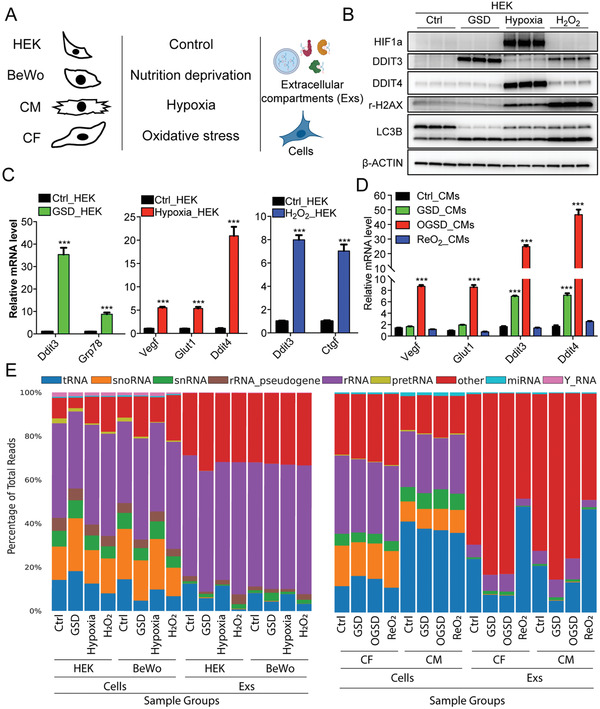
ARM‐seq reveals robust information about the cellular and extracellular tDR expression profiles during stress response. A) Schematic representation of the samples collected for ARM‐seq. B) Western blot validation of different stress responses in HEK cells: GSD induced the expression of DDIT3 and the cleavage of LC3B; hypoxia stabilized HIF1a protein and induced DDIT4 expression; H_2_O_2_ induced DDIT3 expression and increased the levels of r‐H2AX. C) qPCR validation of different stress responses in HEK cells: GSD increased the mRNA levels of Ddit3 and Grp78; hypoxia activated the transcription of Vegf, Glut1, and Ddit4; H_2_O_2_ elevated the transcript levels of Ddit4 and Ctgf. D) qPCR validation of different stress responses in CM cells: GSD activated the expression level of Ddit3 and Ddit4; OGSD induced the angiogenesis‐related genes, including Vegf and Glut1; ReO_2_ restored the levels of these genes induced by OGSD. E) ARM‐seq detects decent amount of tDRs reads from both cells and Exs in human and rat samples; “others” includes mRNA, lincRNAs, and all of the other RNA species. Data are shown as means ± SEM of at least three independent experiments. The unpaired two‐tailed Student's *t*‐test was used in (C,D). ***p < 0.001 versus the control group.

HEK and BeWo cells were exposed to each stressor for 24 h. Along with cellular RNAs and proteins, exRNAs associated with extracellular compartments (Exs) were also isolated from the conditional cell culture medium using an exoRNeasy kit. Cellular stress responses were confirmed by western blot and qPCR. As expected, GSD significantly activated autophagy and the expression of Ddit3 and Grp78^[^ ^35^ ^]^ (Figure 1B,C; Figure S1A,B, Supporting Information). Hypoxia stabilized the HIF1a protein and transactivated the expression of Vegf, Glut1, and Ddit4^[^ ^36^ ^]^ (Figure 1B,D; Figure S1A,C, Supporting Information). Oxidative stress, induced by exposure to hydrogen peroxide (H_2_O_2_), significantly induced DNA damage and activated the expression of Ddit3 and Ctgf^[^ ^37^ ^]^ (Figure 1B,E; Figure S1A,D, Supporting Information). To mimic the cardiac ischemia/reperfusion injury, CM and CF were exposed to a condition with oxygen, glucose, and serum deprivation (OGSD), for 5 h and reoxygenated for an additional 24 h.^[^ ^38^ ^]^ Strikingly, there was a rapid response upon GSD or OGSD treatment, and reoxygenation (ReO_2_) eliminated most of the OGSD‐responsive genes in both CMs and CFs (Figure 1D; Figure S1E, Supporting Information). These data provide strong support for our established in vitro stress response models to be used to profile stress‐dependent cellular and extracellular tDR signatures.

### 2.2 ARM‐seq Greatly Increases the Abundance and Diversity of tDRs Detected

Previously, we developed the ARM‐seq platform, which improves the quantification of methylated tDR abundance.^[^ ^19^ ^]^ To verify ARM‐seq improves the quantification of tDRs, small RNAs isolated from HEK cells under different stressors were treated with or without purified recombinant His‐AlkB and then subjected to deep sequencing after small RNA library preparation. Mapping, annotation, and analysis confirmed that AlkB treatment dramatically increases the proportion of small RNA sequencing reads from tRNA genes (Figure S1F, Supporting Information). Notably, reads after AlkB treatment extend through the ubiquitously modified m^1^A at position 58 of most tRNAs (Figure S1G, Supporting Information). Most importantly, ARM‐seq provides an abundance of high‐resolution information about the dynamic regulation of tDRs during the stress response, including nutrient deprivation‐elevated internal fragments of tRNA‐Phe‐GAA‐2/3 and hypoxia‐induced 5′tDRs of tRNA‐Asp‐GTC‐2 (Figure S1H, Supporting Information), which were nearly undetectable by standard small RNA‐seq. As a result, we conclude that ARM‐seq performed using our purified recombinant His‐AlkB works efficiently and facilitates the accurate and robust quantification of tDRs.

### 2.3 Overview of Intracellular and Extracellular tDR Expression During the Stress Response

A total of 96 bar‐coded small RNA libraries, including three independent replicates for each of the 32 conditions (4 cell types × 4 stressors × 2 sample types) (Figure 1A), were prepared and sequenced from our in vitro stress response models using ARM‐seq. Approximately 95.65% of the reads from human samples mapped to the human genome, and 95.57% of the reads from rat samples were mapped to the rat genome. Within these, a significant proportion of the reads from both cells and Exs correspond to tRNAs (Figure 1E). Interestingly, almost 35% of sequencing reads were aligned to tRNA genes in CMs. In comparison, this proportion was about 15% in other cell types, which could indicate CMs as having a higher relative tDR expression (Figure 1E). In addition, ReO_2_ dramatically increased the proportion of tRNA reads in both CF and CM‐derived Exs from ≈25% to ≈50% (Figure 1E), which suggests an important regulation of extracellular tDRs expression in the heart cells after ischemia/reperfusion. tRNA isotypes exhibited similar distributions amongst the different cell types, except for the CMs, which had a higher proportion of tRNA‐Phe (Figure S2A,B, Supporting Information). The extracellular tRNA isotype distributions were also similar among the Exs derived from different cell types but had higher proportions of tRNA‐Glu, tRNA‐Gly, and tRNA‐Pro, and lower proportions of tRNA‐Arg, tRNA‐Gln, and tRNA‐His, when compared with cellular tRNA isotypes (Figure S2A,B, Supporting Information).

### 2.4 Intracellular and Extracellular tDRs have Distinct Fragmentation Signatures

Increasing evidence has shown that tDRs are a major component of exRNAs and account for the majority of mapped reads in many biofluids tested^[^ ^27^, ^39^ ^]^ However, the fragmentation profiles of intracellular and extracellular tDRs have not been systematically studied. Here, we first analyzed the length distribution of tDRs amongst the 96 samples. Strikingly, the extracellular tDRs were predominantly 31–33 nts in length across the species, cell types, and stressors. Traditionally, tDRs of this length correspond to tRNA‐derived halves.^[^ ^40^ ^]^ In contrast, the intracellular tDRs had a wide range of length distribution (**Figure** **2**A–D; Figure S3A–L, Supporting Information), consistent with prior work.^[^ ^41^ ^]^ This predominance for a specific length appeared to be specific to tDRs and was not observed across other small exRNA types (Figure S4A–P, Supporting Information). To further confirm the subtypes of these specific extracellular tDRs, the per‐base read coverage across each position of the mature tRNA isodecoder was analyzed. We observe that around 70% of the extracellular tDRs correspond to 5′ halves of tRNAs, and about 20% derive from the 3′ end of the transcript, whereas the intracellular tDRs are derived explicitly from the 3′ end of tRNAs (Figure 2E–H; Figure S5A–L, Supporting Information). Looking at the termination position of read ends, we further confirmed that the extracellular 5′tDRs end at the anticodon loop, which usually generates 5′ tRNA halves (Figure 2I–L; Figure S6A–I, Supporting Information). Notably, almost all the extracellular tDRs derived from the 3′ end of tRNAs had a trimmed CCA tail ending with a single cytosine, while most of the intracellular 3′tDRs had an intact CCA tail (Figure 2I–L; Figure S6A–L, Supporting Information), suggesting that extracellular 3′tDRs may have a specific biogenesis mechanism that is distinct from their intracellular counterparts. Alternatively, the trimmed CCA tail of the 3′tDRs may confer them increased stability in the Exs, leading to increased relative expression. In summary, these data strongly demonstrate that tDRs have distinct fragmentation signatures between cells and Exs.

**Figure 2:**
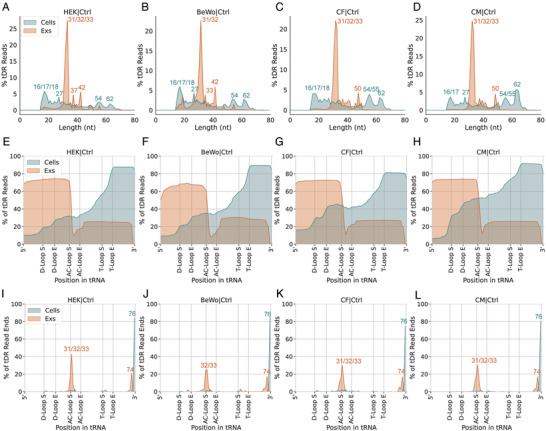
Extracellular tDRs show distinct fragmentation signatures from cellular tDRs. Extracellular tDRs are predominantly 31–33 nts in length in all profiled cell types, including A) HEK, B) BeWo, C) CF, and D) CM. Extracellular tDRs are predominantly tRNA halves and derived from both ends of tRNA genes while intracellular tDRs are mainly generated from 3′ end of tRNAs with various lengths in all cell types tested, including E) HEK, F) BeWo, G) CF, and H) CM. Extracellular tDRs end at either position 33 or 74 while most of the intracellular tDRs end at position 76 in all examined cell types, including I) HEK, J) BeWo, K) CF, and L) CM cells.

### 2.5 Extracellular tDR Expression Profiles Provide Better Discrimination between Different Stress Responses Compared to miRNAs

Extracellular miRNA expression has been extensively studied to identify biomarkers for the diagnosis and prognosis of diseases,^[^ ^42^ ^]^ whereas our knowledge of extracellular tDRs is still emerging. To evaluate the capability of tDRs to distinguish between different stress responses, we assessed the differences in the abundance levels of different small RNA species, including tDRs and miRNAs, across all profiled samples from each cell type by performing principal component analysis (PCA). Interestingly, upon visual interrogation of the 24 samples from HEK cells based on tDR signatures, cellular samples subjected to different treatments were largely overlapping, whereas different stressor‐induced EV tDR profiles were clearly distinguished from each other (**Figure** **3**A). In contrast, clustering based on extracellular miRNA expression profiles did not separate samples according to stressor exposure, while the cellular miRNA expression signatures were able to distinguish between them (Figure 3B). The unique property of extracellular tDR expression profiles to discriminate different stress responses was also demonstrated in BeWo (Figure S7A,B, Supporting Information), CM (Figure 3C,D), and CF (Figure S7C,D, Supporting Information) cells.

**Figure 3:**
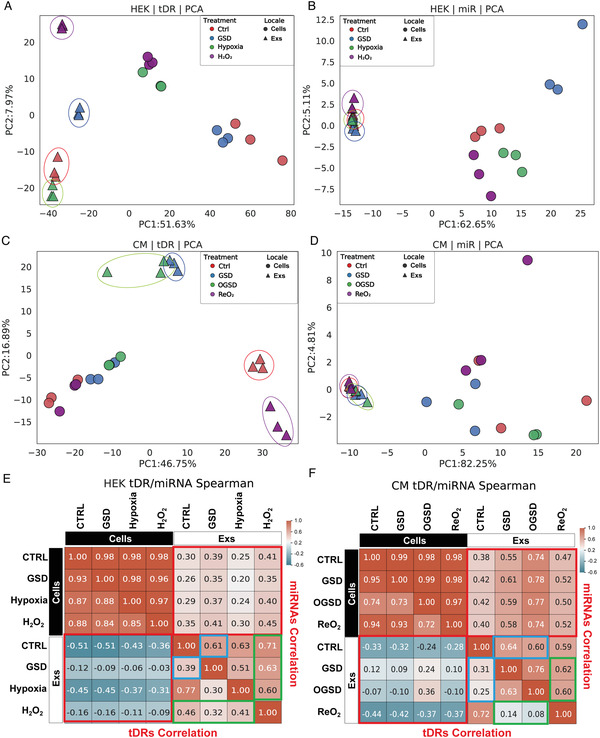
Extracellular tDR expression landscapes provide better discrimination between different stress responses compared to miRNAs. PCA analysis of A) tDR profiles provides better resolution to distinguish EV samples (circled) derived from HEK cells after different stress treatments than B) miRNA profiles. PCA analysis of C) tDR profiles provides better resolution to distinguish EV samples (circled) derived from CM cells after different stress treatments than D) miRNA profiles. E) Heatmaps of correlation coefficients (Spearman) for tDR class (left bottom) shows larger variance among different samples than miRNA class (right top) in HEK cells. F) Heatmaps of correlation coefficients (Spearman) for tDR class (left bottom) shows larger variance among different samples than miRNA class (right top) in CM cells. In (E,F), red boxes show the difference between intracellular samples and extracellular samples, blue boxes indicate the difference between each stressor and control group in Exs samples, and green boxes present the difference between different stressors in Exs samples.

We performed dimensionality reduction via Uniform Manifold Approximation and Projection (UMAP) to further support these findings. As expected, the UMAP for tDR signatures clearly delineated each stressor‐exposed exRNA sample from exRNA samples exposed to other stressors in each profiled cell type. In contrast, the extracellular miRNA expression profiles had a limited capacity to discriminate among different stress treatments (Figure S8A–H, Supporting Information). Finally, similar to the pattern observed for miRNA expression, tDR expression was highly correlated across the four different cellular samples, but showed poor correlation between cellular and extracellular samples (Figure 3E,F; Figure S9A,B, Supporting Information), indicating significant differences between cellular and extracellular small RNA expression profiles. The tDR expression profiles appeared to be more divergent between the extracellular and cellular compartments and between the different stress responses than the corresponding miRNA expression profiles (Figure 3E,F; Figure S9A,B, Supporting Information). Taken together, these data strongly suggest that the extracellular tDRs expression signatures are not simply a reflection of the stoichiometry of cellular tDR expression and provide improved discrimination between different stress responses than miRNA signatures.

### 2.6 Nutritional Deprivation‐Shaped Cellular and Extracellular tDR Signatures

Stress, especially amino acid starvation, has been shown to induce dynamic expression of tDRs.^[^ ^20^ ^]^ However, the abundance and diversity of tDRs were previously underestimated due to the technical shortcomings of conventional small RNA sequencing. To systematically study the regulation of tDRs after nutrition deprivation, we assessed differentially expressed (DE) cellular and extracellular tDRs in response to nutritional deprivation in all four cell types. By tracking the expression of each tDR in HEK cells or in Exs with or without GSD treatment, we again noted the distinct expression profiles of cellular and extracellular tDRs (Figure S10A, Supporting Information), confirming our previous conclusion that extracellular tDRs do not simply reflect the stoichiometry of cellular tDRs. Strikingly, extracellular tDRs were far more dynamically regulated after GSD treatment when compared with cellular tDRs (Figure S10A, Supporting Information). In contrast, there were fewer extracellular miRNAs expressed with or without GSD treatment, although the cellular miRNA expression levels were comparable to the level of tDRs (Figure S10B, Supporting Information). These findings were also noted in BeWo (Figure S10C,D, Supporting Information), CM (Figure S10E,F, Supporting Information), and CF cells (Figure S10G,H, Supporting Information). Together, our results demonstrate that the biogenesis or stability of extracellular tDRs (and to a lesser extent, cellular tDRs) is dynamically regulated by the cellular response to nutrient deprivation and may provide a more sensitive marker of metabolic stress than miRNAs.

In HEK cells, differential expression analysis revealed 312 upregulated and 254 downregulated cellular tDRs and 1318 upregulated and 1949 downregulated extracellular tDRs after GSD treatment (Table S1, Supporting Information). To complement our sequencing data, we validated the most abundant DE tDRs, including downregulated cellular tDR‐T1‐T31‐Arg‐CCT‐2‐1, downregulated extracellular tDR‐37:74‐Asp‐GTC‐2‐M2, and upregulated extracellular tDR‐1:36‐Asp‐GTC‐2, using northern blots (Figure S11A–E, Supporting Information). In BeWo cells, there were 121 upregulated and 1232 downregulated cellular tDRs and 624 upregulated and 1541 downregulated extracellular tDRs after GSD treatment (Table S1, Supporting Information). Notably, 40 DE cellular tDRs were common to both HEK and BeWo cells with nutritional deprivation, which are mainly derived from tRNA‐Lys and tRNA‐Glu (Figure S11F, Supporting Information). As opposed to the cellular tDRs, there were 1058 common DE extracellular tDRs upon GSD treatment, of which more than 60% were derived from tRNA‐Glu, tRNA‐Pro, tRNA‐Ser, and tRNA‐Gly (Figure S11F, Supporting Information). The top five significantly differentially abundant cellular tDRs and top nine extracellular tDRs are listed in Figure S11G, Supporting Information. Interestingly, six of these tDRs were differentially abundant in both cells and Exs in response to GSD for both cell types, including upregulated tDR‐37:75‐Glu‐TTC‐1‐M2 and downregulated tDR‐1:32‐Glu‐TTC‐2 (Figure S11F,G, Supporting Information).

In the rodent primary cells cultured in GSD, differential expression analysis identified 182 DE cellular tDRs in neonatal rat CFs, and only 36 changed cellular tDRs in CMs, of which nine were shared between the two cell types (Figure S11H, Table S2, Supporting Information). In contrast, there were 4025 and 3500 DE extracellular tDRs for CFs and CMs after GSD, respectively, of which more than 30% of these were upregulated (Figure S11H, Table S2, Supporting Information). Of the 2631 extracellular tDRs that were significantly different in both cell types, more than 50% were derived from tRNA‐Glu, tRNA‐Ser, tRNA‐Pro, and tRNA‐Gly, which is similar to the GSD‐modulated human extracellular tDRs (Figure S11H, Supporting Information). The top four significantly differentially abundant tDRs and top ten significant extracellular tDRs associated with both cell types are enumerated in Figure S11I, Supporting Information. Interestingly, we found several conserved extracellular tDRs among rat and human species that were commonly regulated by GSD across all four cell types, including the upregulated tDR‐1:36‐Gly‐CCC‐1 and tDR‐1:36‐Asp‐GTC‐2‐M2, and the downregulated tDR‐1:33‐Pro‐AGG‐1‐M5 and tDR‐42:74‐Ser‐GCT‐1 (Tables S1,S2, Supporting Information). These data suggest that there may be a “universal” extracellular tDR signature of nutritional deprivation.

### 2.7 Hypoxia‐Shaped Cellular and Extracellular tDR Signatures

The cellular response to hypoxia plays a key role in the pathogenesis of many diseases, including myocardial ischemia, metabolic disorders, chronic heart and kidney diseases, and reproductive diseases.^[^ ^43^ ^]^ To comprehensively profile the tDR signature corresponding to the cellular response to hypoxia, we compared the abundance levels of cellular and extracellular tDRs between normoxic and hypoxic conditions across the four cell types. Consistent with our findings for nutritional deprivation, RNA expression tracking plots showed more dramatic changes in the expression of extracellular tDR expression than intracellular tDR expression and more pronounced changes in tDRs than miRNAs, in all profiled cell types upon hypoxia treatment (Figure S12A–H, Supporting Information).

We observed 743 DE cellular tDRs and 1463 DE extracellular tDRs in HEK cells (Table S3, Supporting Information). We also verified the most significant DE tDRs, including decreased cellular tDR‐T1:T20‐Ser‐TGA‐1‐1, increased cellular tDR‐1:32‐Asp‐GTC‐2, and upregulated extracellular tDR‐39:74‐Glu‐TTC‐2, using northern blots (Figure S13A–H, Supporting Information). Unlike the nutritional deprivation response, alternations in tDRs abundance in response to hypoxia were less pronounced in BeWo cells with 271 DE cellular tDRs and 173 DE extracellular tDRs (Table S3, Figure S13I, Supporting Information). We noted an increase of tDR‐1:34‐Gly‐GCC‐1, which was previously reported to be induced by hypoxia in triple‐negative breast cancer cells,^[^ ^44^ ^]^ in hypoxia‐treated BeWo and HEK cells (Table S3, Supporting Information). Strikingly, 117 out of 121 cellular tDRs that were altered by hypoxia in both HEK and BeWo cells were downregulated and more than 50% of them are derived from tRNA‐Arg, tRNA‐Leu, and tRNA‐Lys (Figure S13I, Table S3, Supporting Information). There were 71 hypoxia‐regulated extracellular tDRs common to HEK and BeWo cells, among which 65% of them are derived from tRNA‐Glu (Figure S13I, Table S3, Supporting Information). The top four significantly differentially abundant cellular tDRs and top eight significant extracellular tDRs associated with both cell types are listed in Figure S13J, Supporting Information.

The differential expression analysis revealed more pronounced changes in extracellular tDRs in OGSD‐treated rat CF and CM samples, with 3931 DE extracellular tDRs associated with CF and 5259 DE tDRs associated with CMs (Figure S13K, Table S4, Supporting Information). Half of the 2456 extracellular tDRs that were changed by OGSD in both cell types were derived from tRNA‐Glu, tRNA‐Ser, tRNA‐Pro, and tRNA‐Gly (Figure S13K, Supporting Information), which is similar to the GSD treatments in both human and rat cells. However, we still identified 431 extracellular tDRs are altered explicitly by OGSD treatment but not GSD treatment (Tables S2,S4, Supporting Information). In the cells, there were 2502 DE tDRs in CM cells but only 228 tDRs were changed in CF cells after OGSD treatment (Figure S13K, Supporting Information). Of them, 51 are mainly derived from tRNA‐Glu, tRNA‐Asp, and tRNA‐Ser, which were significantly regulated by OGSD treatment in both CF and CM cells (Figure S13K, Supporting Information). The top five significantly altered cellular tDRs and top ten DE extracellular tDRs are enumerated in Figure S13L, Supporting Information. Notably, we also found some conserved extracellular tDRs among human and rat species that were downregulated by hypoxia in the Exs derived from all four cell types, including tDR‐37:74‐Glu‐CTC‐1‐M2 and tDR‐34:74‐Met‐CAT‐3 (Tables S3,S4, Supporting Information). Similar to the response of the cells to nutritional deprivation, these data suggest that the regulation of the biogenesis or stability of extracellular tDRs remains distinct from that of cellular tDRs in all the cell types examined. Furthermore, there appear to be several key “common” extracellular signatures associated with hypoxia in the rodent and human‐derived cell lines.

### 2.8 Oxidative Stress‐Shaped Cellular and Extracellular tDR Signatures

The generation of tDRs through tRNA cleavage has been shown to be a conserved response to oxidative stress in eukaryotes.^[^ ^45^ ^]^ Hence, we characterized the oxidative stress‐specific tDR signatures in the four cell types we utilized. Interestingly, most of the DE tDRs, including both cellular and extracellular tDRs, were downregulated upon H_2_O_2_ treatment in HEK and BeWo cells; in contrast, oxidative stress induced by ReO_2_ led to a significant increase of extracellular tDRs in both CM and CF cells. Cellular miRNAs or extracellular miRNAs only demonstrated minor changes during oxidative stress response (Figure S14A–H, Supporting Information).

954 cellular tDRs and 2301 extracellular tDRs were identified as significantly changed in HEK cells in response to H_2_O_2_ treatment (Table S5, Supporting Information). We also confirmed by northern blots, the top DE upregulated (cellular tDR‐39:72‐Asp‐GTC‐2‐M2) and downregulated (extracellular tDR‐1:34‐Pro‐CGG‐1‐M2) tDRs (Figure S15A–D, Supporting Information). 574 DE cellular tDRs and 1153 DE extracellular tDRs were observed in BeWo cells after H_2_O_2_ treatment (Table S5, Supporting Information). The 107 cellular tDRs that were significantly changed in both HEK and BeWo cells were generated from a variety of tRNA isotypes, including tRNA‐Leu, tRNA‐Arg, tRNA‐Tyr, and tRNA‐Lys (Figure S15E, Supporting Information). In the extracellular samples, all of the 695 DE extracellular tDRs that were altered by H_2_O_2_ treatment in both HEK and BeWo cells were significantly downregulated, and over 50% of them were derived from tRNA‐Glu, tRNA‐Pro, and tRNA‐Ser (Figure S15E, Table S5, Supporting Information). The top four cellular tDRs and top eight extracellular tDRs that were modulated by H_2_O_2_ in both cell types are shown in Figure S15F, Supporting Information.

As detailed above, to better phenocopy the oxidative stress in models of cardiac ischemia/reperfusion, our model of oxidative stress for CMs and CFs involved exposure to OGSD (0.2% O_2_ in GSD condition) for 5 h and ReO_2_ for an additional 24 h. Unexpectedly, there were no DE tDRs for CF cells but there were 18 significantly changed tDRs in CM cells after ReO_2_ (Figure S15G, Table S6, Supporting Information). In contrast to the changes noted with the HEK and BeWo cells, 2164 and 1911 extracellular tDRs from CM and CF cells were dramatically altered after ReO_2_, with most of them being upregulated (Figure S15G, Table S6, Supporting Information), consistent with the tDR expression tracing plots (Figure S13E–H, Supporting Information). 1195 overlapping extracellular tDRs were significantly modulated by ReO_2_ in both CM and CF cells and about 70% of them are derived from tRNA‐Glu and tRNA‐Pro (Figure S15G, Table S6, Supporting Information). The top four downregulated extracellular tDRs and the top eight upregulated extracellular tDRs in both cell types after the treatment of ReO_2_ are enumerated in Figure S15H, Supporting Information. Of interest, we noticed decreased expression level of tDR‐1:36‐Glu‐CTC‐1 and the increased levels of tDR‐1:30‐Glu‐CTC‐1 and tDR‐2:31‐Glu‐CTC‐1 in both CM and CF Exs in response to ReO_2_ (Table S6, Supporting Information); the distinct regulation of these tDRs derived from the same parent tRNA is suggestive of different modes of biogenesis or differential stability of these fragments. Strikingly, we also uncovered several extracellular conserved tDRs among human and rat species that are downregulated by oxidative stress, including tDR‐42:74‐Ser‐GCT‐2, tDR‐42:74‐Arg‐CCT‐4, and tDR‐39:74‐Leu‐AAG‐2 (Tables S5,S6, Supporting Information). Our data strongly suggested that the cellular context is essential for interpreting the response to oxidative stress. In the case of all the cell lines, extracellular tDRs were far more altered than cellular tDRs in response to oxidative stress. While the stress models were different between the human and rodent‐derived cells, the differences in the directionality of the changes in the extracellular tDRs were notable.

### 2.9 Specific and Shared Extracellular tDR Signatures among Three Profiled Stressors

It is well established that the levels of tDRs in human liquid biopsy can dynamically change under different diseases.^[^ ^24^ ^]^ However, knowledge of the primary variables influencing extracellular tDR levels remains unclear. To define the stressor‐specific and shared extracellular tDR signatures, an overlap of these DE extracellular tDRs identified under the three stressors in both HEK and BeWo cells was performed (**Figure** **4**A). Interestingly, about half of GSD‐altered extracellular tDRs (507 out of 1058) and half of the hypoxia‐shaped extracellular tDRs (35 out of 71) were also regulated by H_2_O_2_ (Figure 4A). 11 extracellular tDRs were downregulated in Exs by all three profiled stressors (Figure 4A). These results indicated that there are shared stress response mechanisms among nutritional deprivation, hypoxia, and oxidative stress. Notably, more than 50% of the 542 extracellular tDRs that were specifically regulated by GSD in both HEK and BeWo cells are derived from tRNA‐Glu, tRNA‐Gly, tRNA‐Ser, and tRNA‐Pro, while the majority of oxidative stress specially regulated extracellular tDRs are generated from tRNA‐His, tRNA‐Pro, tRNA‐Glu, and tRNA‐Asp (Figure 4A). There are only 27 hypoxia‐specific DE extracellular tDRs, and half of them are derived from tRNA‐Glu (Figure 4A). The top stress‐specific extracellular tDR transcripts and universal stress‐altered extracellular tDRs in human cell culture models are shown in Figure 4B.

**Figure 4:**
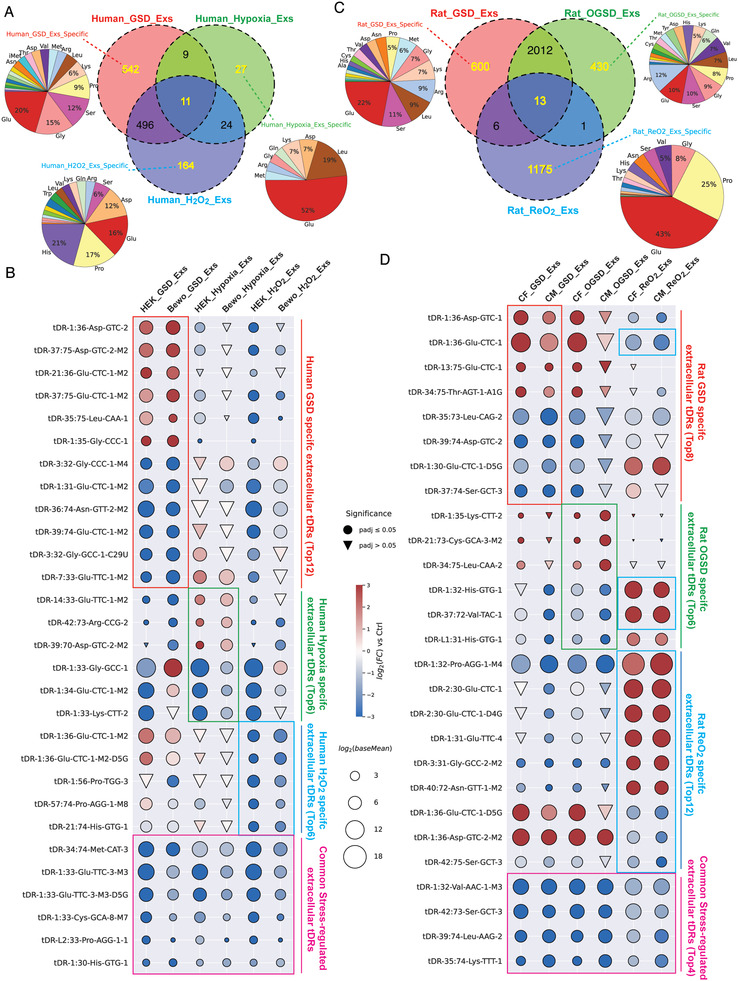
Specific and shared extracellular tDR signatures among three profiled stressors. A) Numbers of the specific and shared extracellular tDRs altered by three profiled stressors in HEK and BeWo cell‐derived Exs and their parent tRNA isotype distribution. B) The most significantly regulated extracellular tDRs that were specifically for GSD, hypoxia, and H_2_O_2_, and were shared among three stressors in HEK and BeWo cell‐derived Exs. C) Numbers of the specific and shared extracellular tDRs altered by three profiled stressors in CF and CM cell‐derived Exs and their parent tRNA isotype distribution. D) The most significantly regulated extracellular tDRs that were specifically for GSD, OGSD, and ReO_2_, and were shared among three stressors in CF and CM cell‐derived Exs.

The analysis of rodent stress‐shaped extracellular tDR signatures revealed more pronounced changes. Although the majority of GSD‐altered and OGSD‐regulated extracellular tDRs are overlapping, there are still 600 extracellular tDRs that were only altered by GSD and 430 extracellular tDRs that were only modulated by OGSD (Figure 4C). Interestingly, only a few DE extracellular tDRs from GSD and OGSD groups are also regulated by ReO_2_ treatment, indicating distinct stress responses in the three groups (Figure 4C). Unlike the GSD‐specific and OGSD‐specific extracellular tDRs that are derived from a variety of parent tRNAs, the identified 1175 extracellular tDRs that were specifically regulated by ReO_2_ are dominantly generated from tRNA‐Glu and tRNA‐Pro (Figure 4C). 12 out of the 13 extracellular tDRs significantly modulated by GSD, OGSD, and ReO_2_ treatments are downregulated. The top stress‐specific extracellular tDR transcripts and universal stress‐altered extracellular tDRs in rat cell culture models are shown in Figure 4D.

### 2.10 Patient Plasma tDR Signatures Reveal Distinct Stress Responses during Cardiac Surgery with CPB

Cardiac surgery remains one of the most commonly performed major surgeries for patients with valvular abnormalities or multivessel coronary diseases.^[^ ^46^ ^]^ During the procedure, the heart is typically arrested and connected to a CPB machine, which provides both perfusion pressure and oxygenation to support the circulation.^[^ ^47^ ^]^ During this short time period, the heart is exposed to metabolic and oxidative stress.^[^ ^48^ ^]^ As a pilot “test” case to determine the applicability of our extracellular tDR signatures to human subjects, we collected the plasma samples from human patients at the initiation (Pre‐CPB) and about 73 min of CPB (Post‐CPB). ARM‐seq was performed on RNAs isolated from these plasma EV samples. The mapping results showed that around 10% of the total reads were mapped to tRNA genes in these human plasma samples (**Figure** **5**A); this detection was far more robust than previously reported for plasma using conventional small RNA‐seq in previous studies.^[^ ^27^, ^49^ ^]^

**Figure 5:**
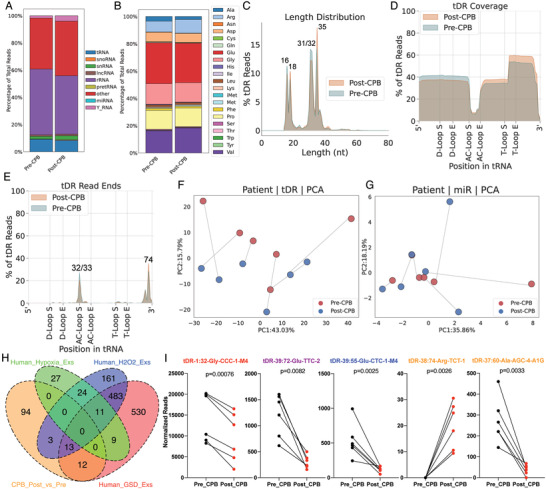
Patient plasma tDR signature reveals distinct stress responses during CPB surgery. A) About 10% total reads mapped to tRNA genes in the examined human plasma Exs samples. B) A large proportion of plasma tDRs are derived from tRNA‐Glu, tRNA‐Gly, tRNA‐Pro, and tRNA‐Val. C) Plasma tDRs are mainly 16–18 or 31–35 nts in length. D) Plasma tDRs are predominantly tRNA halves that derived from both ends of tRNA genes. E) Plasma tDRs end at position 32, 33, 72, or 74 of tRNAs. PCA analysis based on F) tDR landscapes provides better resolution to distinguish pre‐CPB from post‐CPB surgery than the one based on G) miRNA expression. H) CPB surgery‐modulated tDRs are overlapped with nutritional deprivation‐shaped and oxidative stress‐shaped extracellular tDR signatures but not hypoxia‐shaped extracellular tDR signature. I) Representative CPB surgery‐modulated tDRs that also found in GSD‐shaped extracellular tDR signatures (red), in GSD and H_2_O_2_‐regulated extracellular tDR signatures (purple), and in H_2_O_2_‐shaped extracellular tDR signatures (blue), and not found in three profiled stress‐specific extracellular tDR signatures (orange). Paired two‐tailed *t*‐test.

The distribution of reads from distinct tRNA isotypes reveals that a large proportion of tDRs in human plasma Exs are derived from tRNA‐Glu, tRNA‐Gly, or tRNA‐Pro (Figure 5B), similar to our findings from cell culture (Figure S2A, Supporting Information). More than 60% of plasma tDRs are 31–35 nts in length, and most of them are tRNA halves from either 5′ end or 3′ end of tRNA genes, which end at position 32 (anticodon loop) for the 5′ end, 72 (before the last nucleotide of 3′ end) or 74 (after the first nucleotide of 3′ CCA tail) (Figure 5C–E). These plasma tDR fragmentation profiles are consistent with the extracellular tDR fragmentation profile from cell culture (Figure 2). Although a proportion of tDRs, which were 16–18 nts in length and were generated by dual cleavages at T‐loop and position 72, were only found in plasma Exs but not in the Exs from our cell culture systems, our findings still indicates that extracellular tDRs present in the cell culture systems and plasma may share pathways of biogenesis.

PCA analysis based on tDR abundance profiles showed modest resolution for distinguishing pre‐CPB surgery patients from post‐CPB surgery patients based on tDR signatures, while the PCA analysis based on miRNA expression profiles showed limited resolution to distinguish the two populations (Figure 5F,G). This suggests that extracellular tDRs may have potential as markers of the stress response. Strikingly, we identified 122 significantly changed plasma tDRs following CPB, with 41 of them being upregulated (Figure 5H). Next, we selected tDRs that were significantly changed during CPB and assessed any overlap with our three common‐stress‐specific extracellular tDRs signatures. 25 out of 122 DE tDRs after 73 min of CPB surgery were found in the nutritional deprivation‐specific extracellular tDR signatures and 13 of them overlapped with both nutritional deprivation‐specific and oxidative stress‐specific extracellular tDR signatures; none of them were represented in the hypoxia‐specific extracellular tDR signatures (Figure 5H). tDR‐1:32‐Gly‐CCC‐1‐M4, tDR‐39:72‐Glu‐TTC‐2, and tDR‐39:55‐Glu‐CTC‐1‐M4 were significantly downregulated following CPB, in common with exposure to nutritional deprivation or oxidative stress in our cell culture systems (Figure 5I). Notably, among the other 94 DE plasma tDRs that did not overlap with our cell culture models, tDR‐38:74‐Arg‐TCT‐1 can only be detected in patients after CPB and tDR‐37:60‐Ala‐AGG‐4‐A1G dramatically decreased after completion of CPB (Figure 5I). Overall, these results support prior data suggesting that cells experience oxidative stress and nutritional deprivation during CPB and provide a novel circulating RNA signature for these cellular processes.

### 2.11 ANG and RNASE1 Critically Contribute to the Stress‐Modulated Cellular and Extracellular tDR Signatures

Recent small RNA sequencing data have uncovered a vast array of tDRs; however, mechanisms dictating their biogenesis and expression still remain largely unclear. Present knowledge suggests that tDR production depends on several ribonucleases, including ANG, RNASE1, ELAC2, and DICER.^[^ ^20^ ^]^ However, their roles in the biogenesis of cellular and extracellular tDRs during stress response have rarely been studied. To further investigate the mechanisms of biogenesis and expression of cellular and extracellular tDRs, we first examined the expression levels of these ribonucleases in HEK cells subjected to different stressors. Interestingly, in hypoxia, ANG is most significantly increased, and RNASE1 is dramatically increased after H_2_O_2_ treatment (**Figure** **6**A). To explore their functional roles in tDR biogenesis in response to hypoxia and oxidative stress, respectively, ANG and RNASE1 were knocked out individually using CRISPR/Cas9 tools with paired gRNAs in HEK cells and the resulting monoclonal cell lines were selected for further study. Genomic DNA PCR results (Figure S16A,B, Supporting Information) and western blot results (Figure 6B,C) clearly demonstrated the successful and complete knockout of ANG and RNASE1. However, there was still a minor amount of RNASE1 protein in the RNASE1‐knockout cells, which could be attributed to either the presence of RNASE1 in cell culture medium or to the antibody cross reactivity with other RNases. 

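HEK293 is a human embryonic kidney cell line, and ARM-seq is small RNA sequencing in which the RNA is first treated with the demethylase AlkB so that reverse transcription can pass methylated tRNA bases. Exs were isolated with exoRNeasy columns from the conditioned medium of the same cultures. The libraries analysed here cover ANG-knockout (ANGKO) cells without treatment and under hypoxia, and RNASE1-knockout (RNASE1KO) cells without treatment and with H2O2, each as cells and as Exs, with 3 replicate libraries per group. The paper gives 0.1% oxygen and 0.8 mM H2O2 for 24 h, while the sample labels give 0.2% and 0.7 mM. The paper's values are used here. The wild-type HEK libraries of the stress experiment were not analysed here. The authors trimmed and merged the reads with SeqPrep, aligned them to the tRAX hg38 tRNA reference with Bowtie2 allowing up to 100 alignments per read, named each tDR with tDRnamer by its start and end position and its parent tRNA, and divided the read counts by DESeq2 size factors. The deposited table lists 26018 tDR names, of which 11424 (43.9%) carry a mismatch to the tRNA. Within each library every value above 0 was a whole multiple of the value of 1 read and the lowest was 11 reads, so that 10 or fewer reads are listed as 0. Undoing that scaling gives the reads on the listed tDRs, which are part of each library and not its full depth. They ranged from 505247 to 993395 per library in cells. Their median was 935056 in untreated ANGKO cells, 550597 in ANGKO cells under hypoxia, 830556 in untreated RNASE1KO cells and 595216 in RNASE1KO cells with H2O2. In Exs the medians were 2096692, 3120998, 4140262 and 946361 in the same order.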

Next, ANG‐knockout cells were exposed to hypoxia treatment, and RNASE1‐knockout cells were treated with H_2_O_2_ for 24 h. The cellular RNAs and exRNAs from these cells with or without treatments were then isolated and sequenced using ARM‐seq. 

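Values are the deposited reads divided by the authors' size factors, called normalized reads here. Each comparison used only its 2 groups of 3 libraries and the tDRs with a mean of at least 5 normalized reads over them. The log2 of the value plus a pseudocount of 1 was tested with limma, and a tDR was counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on that scale, which understates the change of tDRs with low values. The totals of the values were not equal between groups. In Exs they ranged from 535408 to 5636736 per library, so a shift shared by all tDRs stays in the values. Each count was therefore repeated with every library scaled to the same total. The ANG and RNASE1 transcripts are outside a table of tDRs, so the labels could not be checked on them. All 30 pairs of replicate libraries, those of the AGO2 experiment included, differed by more than the sampling noise (chi-square per degree of freedom from 2.75 to 236.85), and no library was counted with another as 1. Across tDRs, which are not independent replicates, Pearson's r of the log2 values within these pairs was 0.881 to 0.98. One sequence can match several tRNA genes, and names that differ by a mismatch can share their source, so tDRs of one tRNA family are not independent.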

Interestingly, both ANG and RNASE1 knockout significantly increased the overall extracellular tRNA/tDR reads at both baseline and stress conditions with minor influences on the total cellular tRNA/tDR reads (Figure 6D; Figure S16C, Supporting Information), suggesting ANG and RNASE1 may play critical roles in regulating the stability of subpopulations of extracellular tDRs by subjecting them to degradation; silencing of these RNAses would then be expected to increase the expression of these tDRs. The composition of tRNA isotypes within the exRNA samples were also changed after ANG or RNASE1 knockout, especially with regards to tRNA‐Gly, tRNA‐Pro, and tRNA‐Ser (Figure S16D, Supporting Information).

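For each of the extracellular libraries the share of all normalized reads on each tRNA isotype was computed, which does not depend on the size factor. In ANGKO Exs, tRNA-Gly fell from 23.3% ± 7.38 (SD, n = 3) without treatment to 6.39% ± 2.51 (SD, n = 3) under hypoxia, and tRNA-Pro rose from 32.9% ± 9.71 to 65.7% ± 5.56. The share of tRNA-Ser was 3.22% ± 1.31 without treatment and 2.82% ± 0.308 under hypoxia (exact permutation test, two-sided, p = 0.7). That difference was within the replicate spread, and without untreated replicate 1 it changed sign, to 0.193 points higher under hypoxia. In RNASE1KO Exs, tRNA-Gly rose from 7.42% ± 4.46 without treatment to 56.4% ± 5.35 with H2O2, tRNA-Pro fell from 57.1% ± 12.9 to 15.0% ± 2.39, and tRNA-Ser fell from 4.57% ± 1.35 to 1.91% ± 0.463 (SD, n = 3 in each group). For these 3 isotypes in RNASE1KO and for tRNA-Gly and tRNA-Pro in ANGKO, every treated library lay on 1 side of every untreated library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Adjusted over the 7 isotypes compared in ANGKO, the p of tRNA-Gly and tRNA-Pro was 0.175. Adjusted over the 6 isotypes compared in RNASE1KO, the p of the 3 isotypes was 0.15. The comparison with wild-type Exs of the same experiment was not analysed here.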

**Figure 6:**
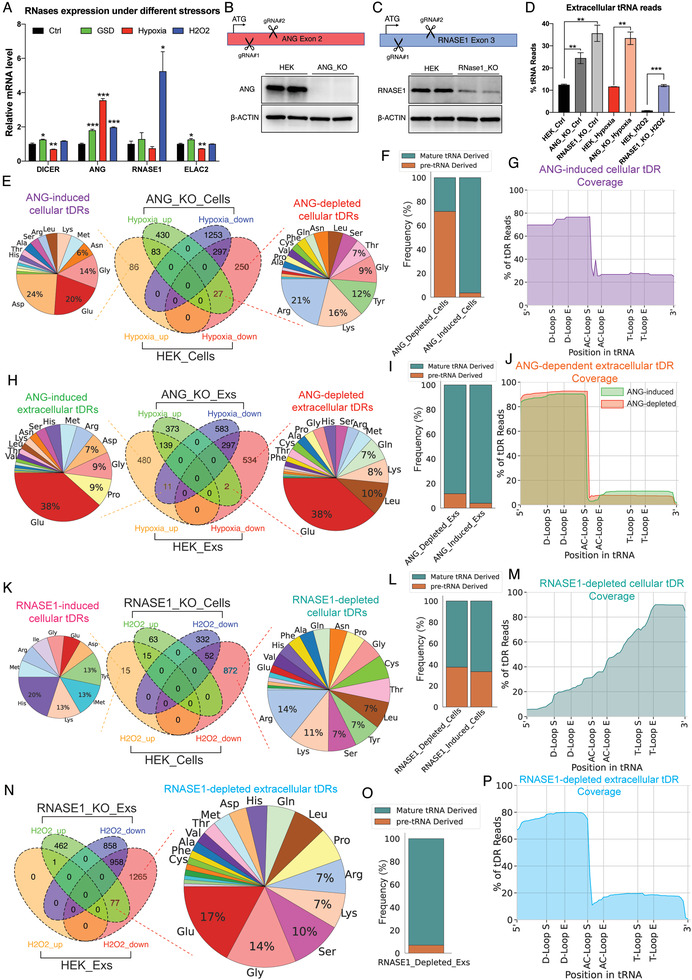
ANG and RNASE1 critically contribute to the stress‐modulated cellular and extracellular tDR signatures. A) The expression levels of four ribonucleases after the treatment of three different stressors in HEK cells. B) The strategy and western blot validation of ANG knockout in HEK cells using CRISPR/Cas9 with paired gRNAs. C) The strategy and western blot validation of RNASE1 knockout in HEK cells using CRISPR/Cas9 with paired gRNAs. D) Both ANG and RNASE1 knockout significantly increase the tRNA reads in exRNA samples. E) Numbers and parent tRNA isotype distribution of the ANG‐dependent cellular tDRs. F) ANG‐induced cellular tDRs are dominantly derived from mature tRNAs while ANG‐depleted cellular tDRs are mainly derived from pre‐tRNAs. G) ANG‐induced cellular tDRs are mainly tRNA halves. H) Numbers and parent tRNA isotype distribution of the ANG‐dependent extracellular tDRs. I) Both ANG‐induced and ANG‐depleted extracellular tDRs are mainly derived from mature tRNAs. J) ANG‐depleted extracellular tDRs are 1 nucleotide longer than ANG‐induced extracellular tDRs. K) Numbers and parent tRNA isotype distribution of the RNASE1‐dependent cellular tDRs. L) More than 60% of RNASE1‐depleted cellular tDRs are derived from mature tRNAs. M) Coverage plot of RNASE1‐depleted cellular tDRs. N) Numbers and parent tRNA isotype distribution of the RNASE1‐depleted extracellular tDRs. O) Most of the RNASE1‐depleted extracellular tDRs are derived from mature tRNAs. P) Coverage plot of RNASE1‐depleted extracellular tDRs.

To identify the cellular and extracellular tDRs that are targeted by ANG in response to hypoxia, differential expression analysis was performed. In the ANG‐knockout HEK cells, 540 cellular tDRs were significantly increased, and 1550 cellular tDRs were significantly decreased after hypoxia treatment (Figure 6E). 

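Of 6469 tDRs tested in ANGKO cells, 463 were higher and 1731 lower under hypoxia (limma, adjusted p under 0.05). The 2 groups of libraries did not overlap for 54.0% of the tested tDRs, where chance gives 10%. Most values were lower under hypoxia, with a median log2 ratio of -0.49 over the 3795 tDRs above 0 in all 6 libraries. With each library scaled to the same total, 772 tDRs were higher and 757 lower, so the share of higher tDRs among the changed ones moved from 21.1% to 50.5%. All of these 757 were among the 1731. Scaled by the median of the tDR ratios, a setting chosen after the data were examined, 713 were higher and 789 lower. Without untreated replicate 2 the count of lower tDRs was 924, and without untreated replicate 1 it was 1029. The tDR with the highest mean among those that rose was tDR-1:32-Asp-GTC-2, at 7599 ± 899 normalized reads (SD, n = 3) under hypoxia and 1046 ± 161 (SD, n = 3) without it, a log2 fold change of 2.86 (standard error 0.166, limma adjusted p = 3.1e-05). Among those that fell it was tDR-1:32-Pro-AGG-1-M5, at 1747 ± 246 against 6113 ± 998 (log2 fold change -1.80, standard error 0.182, limma adjusted p = 0.000272). The next by mean were tDR-1:32-Gly-GCC-1, which rose by 1.78 on the log2 scale, and tDR-1:35-Asp-GTC-2, which fell by 0.75. With equal totals the change of tDR-1:35-Asp-GTC-2 was -0.21 and no longer past the threshold.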

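The paper's supplementary table lists 862 tDRs as changed by hypoxia in wild-type HEK cells, which is more than the paper's text counts. It lists 236 tDRs as increased. Of these, 205 were tested in ANGKO cells, 29 were under the minimum mean and 2 were not in the table of the knockout libraries. In ANGKO cells, 85 of the tested tDRs were also higher under hypoxia at an adjusted p under 0.05 (limma), 6 were lower and 114 did not pass the threshold. This left 151 listed tDRs without a significant increase in ANGKO cells, 120 of them tested. With equal totals it left 113. Across the fits that each left out 1 library, their number was 149 to 163. As a set, the 205 tested tDRs rose relative to the other tDRs in ANGKO cells (camera adjusted p = 3.75e-30 over the 6 lists compared), and they rose against no change (fry adjusted p = 0.000864). Here and below, camera used a preset correlation between tDRs and did not estimate it. Names of one tRNA family are not independent, so the camera p can be far too small. Of the 205, 135 (65.9%) had a positive log2 fold change. The difference between wild-type and ANGKO cells was not tested, since the wild-type libraries were not analysed here.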

After overlapping with the hypoxia‐shaped cellular tDR signatures from HEK wild type cells, we identified 86 hypoxia‐upregulated tDRs whose expression levels were no longer significantly increased in ANG‐knockout cells (Figure 6E), suggesting these 86 cellular tDRs are induced by ANG in response to hypoxia. Notably, these 86 ANG‐induced cellular tDRs were mainly derived from mature tRNAs, including tRNA‐Asp, tRNA‐Glu, and tRNA‐Gly, and most of them are tRNA halves with lengths of 32/33, 36, and 41 nts, and the cleavage sites at position 33 or 36 (Figure 6E–G; Figure S16E,F, Supporting Information). These results are consistent with previous studies that demonstrate ANG is actively involved in cellular tDR biogenesis through the cleavage of the anticodon loop of a subset of tRNAs.^[^ ^50^ ^]^ In addition, 277 cellular tDRs that were significantly downregulated during hypoxia in wild type cells were not found to be significantly altered under hypoxic conditions in ANG‐knockout cells (Figure 6E), which suggests that they are targeted by ANG for degradation during hypoxic response. 

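Of the 120 tested tDRs on the wild-type list without a significant increase in ANGKO cells, 119 (99.2%) were named from mature tRNAs, against 77.2% of all tested tDRs. By number, 20 (16.7%) came from tRNA-Glu, 17 (14.2%) from tRNA-Ser, 13 (10.8%) from tRNA-Asp and 11 (9.2%) each from tRNA-Asn and tRNA-Gly. Among the 119 mature names, 59 (49.6%) ended at position 76, 10 (8.4%) at position 33, 10 at position 32 and 7 (5.9%) at position 36. Weighted by their normalized reads, end position 76 held 65.0%, position 33 held 14.5%, position 36 held 5.5% and position 32 held 1.7%. Fragments that start at position 1 and end from position 32 to 38, which covers the anticodon loop, were 22 of the 120 (18.3%), against 4.3% of all tested tDRs. Lengths in nucleotides were not computed, because the names give positions of the tRNA numbering and the sequences were not used here.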

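Among the 626 tDRs that the paper's supplementary table lists as decreased by hypoxia in wild-type cells, 423 were tested in ANGKO cells, 106 were under the minimum mean and 97 were not in the table. Of the 423, 303 were also lower in ANGKO cells (limma, adjusted p under 0.05), 22 were higher and 98 did not pass the threshold. This left 323 without a significant decrease, 120 of them tested. With equal totals it left 403, and with 1 library left out 304 to 403. As a set the 423 fell relative to the other tDRs in ANGKO cells (camera adjusted p = 4.81e-12), with 90.5% of them at a negative log2 fold change, where 81.3% of all tested tDRs were. From the tDRs that changed in wild-type cells and no longer changed significantly in ANGKO cells, the paper reasons that ANG takes part in the generation of some tDRs, and proposes that it degrades others during the hypoxic response.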

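The 120 tested tDRs on the wild-type list of decreased tDRs without a significant decrease in ANGKO cells included 83 (69.2%) named from pre-tRNAs, that is, reaching into the leader, the trailer or an intron, or named to a single gene copy. Pre-tRNAs gave 22.8% of all tDRs tested in these libraries. They held 68.6% of the normalized reads of the 120 tDRs. By parent tRNA, 25 of the 120 (20.8%) came from tRNA-Lys, 19 (15.8%) from tRNA-Gly, 17 (14.2%) from tRNA-Arg, 11 (9.2%) from tRNA-Ser and 8 (6.7%) from tRNA-Tyr. Pre-tRNAs also gave 306 of the 463 tDRs (66.1%) that rose under hypoxia in ANGKO cells.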

Unexpectedly, these 277 ANG‐depleted cellular tDRs are mainly derived from tRNA precursors (pre‐tRNAs), including tRNA‐Arg, tRNA‐Lys, tRNA‐Tyr, and tRNA‐Gly (Figure 6E,F), which indicates that ANG could be involved in tRNA maturation. The top four ANG‐induced, ANG‐depleted, and ANG‐independent cellular tDRs in the setting of hypoxic stress are shown in Figure S16G, Supporting Information.

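In ANGKO cells, 3 of the 4 ANG-induced tDRs of Figure S16G did not change significantly under hypoxia. The log2 fold change was 0.17 for tDR-1:33-Gly-GCC-1 (limma adjusted p = 0.509), -0.04 for tDR-1:33-Gly-CCC-1-M4 (adjusted p = 0.909) and 0.41 for tDR-1:33-Asp-GTC-2 (adjusted p = 0.0577). The other, tDR-1:33-Glu-TTC-2, rose by 0.67 on the log2 scale (adjusted p = 0.0494), and passed the threshold in 1 of the 6 fits that each left out 1 library. With each library scaled to the same total, tDR-1:33-Gly-GCC-1 and tDR-1:33-Asp-GTC-2 also passed the threshold, at log2 fold changes of 0.71 and 0.94. Of the ANG-depleted tDRs, 3 of 4 were in the table and all 3 were lower under hypoxia. Of these, tDR-L4:T12-Arg-CCT-4-1 passed the threshold, with a log2 fold change of -0.88 (adjusted p = 0.0116). With equal totals it was at -0.34 (adjusted p = 0.398), and the other 2, tDR-L7:T18-Gln-CTG-9-1 and tDR-T1:T16-Gly-GCC-1-1, were higher without passing the threshold (0.30 and 0.32). All 4 ANG-independent tDRs passed the threshold, with log2 fold changes from -2.07 to 2.86.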

Similarly, we uncovered 491 ANG‐induced extracellular tDRs whose expression levels are upregulated during the hypoxic response in wild‐type cells but not ANG‐knockout cells and 536 ANG‐depleted extracellular tDRs that are only downregulated in wild type HEK cells after hypoxia treatment (Figure 6H). They are both primarily derived from mature tRNAs, with a similar tRNA isodecoder composition (Figure 6H,I). 

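In ANGKO Exs, 595 of 4686 tested tDRs were higher and 779 lower under hypoxia (limma, adjusted p under 0.05), and the 2 groups did not overlap for 50.7% of them (10% by chance). The count of higher tDRs depended on single libraries. It was 329 without untreated replicate 2, 363 without untreated replicate 1, 1010 without untreated replicate 3, 342 without hypoxia replicate 1 and 376 without hypoxia replicate 3. With equal totals 437 tDRs were higher and 1416 lower, which moved the share of higher tDRs from 43.3% to 23.6%. The paper's supplementary table lists 698 tDRs as increased and 853 as decreased by hypoxia in wild-type Exs. These are 1551 in all, which is more than the paper's text counts. Of the increased ones, 542 were tested in ANGKO Exs. Of these 542, 176 were also higher there, 12 were lower and 354 did not pass the threshold, which left 522 of the 698 without a significant increase. This number was 655 without untreated replicate 2 and 425 without untreated replicate 3. Of the decreased ones, 636 were tested. Of these 636, 258 were also lower, 5 were higher and 373 did not pass the threshold, which left 595 of the 853 without a significant decrease, and 426 with equal totals. Both lists moved in the wild-type direction as a set in ANGKO Exs (camera adjusted p = 1.5e-12 for the increased and 6.98e-18 for the decreased tDRs, fry adjusted p = 0.0287 and 0.000243), with 81.2% and 83.2% of their tested tDRs on that side of 0.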

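Of the 366 tested tDRs of the wild-type list of increased tDRs without a significant increase in ANGKO Exs, 349 (95.4%) were named from mature tRNAs, and of the 378 without a significant decrease 345 (91.3%) were. Mature tRNAs gave 95.2% of all tDRs tested in these Exs and 99.5% of their normalized reads. The 366 came from tRNA-Glu in 139 cases (38.0%), from tRNA-Pro in 47 (12.8%) and from tRNA-Gly in 41 (11.2%). The 378 came from tRNA-Glu in 187 cases (49.5%), from tRNA-Leu in 27 (7.1%), from tRNA-Gly in 19 (5.0%) and from tRNA-Pro in 11 (2.9%).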

Strikingly, most of the ANG‐depleted extracellular tDRs are 33 nts long with cleavage at position 33, which is one nucleotide longer than the ANG‐induced extracellular tDRs (Figure 6H–J; Figure S16H,I, Supporting Information). For example, upon hypoxia treatment, extracellular tDR‐1:33‐Glu‐CTC‐1‐M2‐D5G is significantly decreased and extracellular tDR‐1:32‐Glu‐CTC‐1‐M2‐D5G is dramatically increased, while they both remain constant when ANG is knocked out (Figure S16J, Supporting Information). These results suggest that the presence of ANG may be necessary to transform the 33 nts tDRs to generate the 32 nts tDRs in the extracellular environment.

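Among the 345 mature names without a significant decrease in ANGKO Exs, 167 (48.4%) ended at position 33, 55 (15.9%) at position 74, 32 (9.3%) at position 34 and 3 (0.9%) at position 32. Among the 349 mature names without a significant increase, 128 (36.7%) ended at position 32, 86 (24.6%) at position 74 and 38 (10.9%) at position 33. Weighted by normalized reads, end position 33 held 58.0% of the first set and 8.1% of the second, and end position 32 held 40.1% of the second. End position 34 held 13.8% of the first set by normalized reads and 27.3% of the second, where it was 2.3% of the names.

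**Figure D1:**
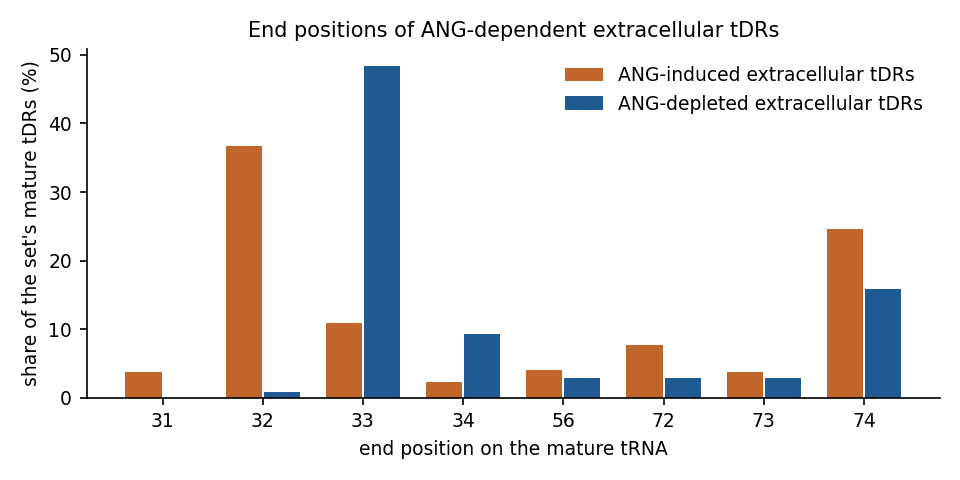
Share of each set's mature tDR names (vertical axis, percent) at 8 end positions on the mature tRNA (horizontal axis), for tDRs listed by the paper as increased (ANG-induced, orange bars) or decreased (ANG-depleted, blue bars) by hypoxia in wild-type Exs, and tested without a significant change that way in ANGKO Exs. End position 33 holds 48.4% of the ANG-depleted names and end position 32 holds 36.7% of the ANG-induced names.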

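In ANGKO Exs, tDR-1:33-Glu-CTC-1-M2-D5G had 49560 ± 5557 normalized reads (SD, n = 3) under hypoxia and 51978 ± 14440 (SD, n = 3) without it, a log2 fold change of -0.04 (standard error 0.252, limma adjusted p = 0.931). The form ending 1 position earlier, tDR-1:32-Glu-CTC-1-M2-D5G, had 26690 ± 6687 under hypoxia and 14602 ± 5072 without it, a log2 fold change of 0.90 (standard error 0.33, limma adjusted p = 0.0997), which did not pass the threshold. With equal totals the log2 fold change was -0.98 for the form ending at position 33 (adjusted p = 0.00342) and -0.05 for the form ending at position 32. Scaled by the median of the tDR ratios, a setting chosen after the data were examined, the shorter form passed the threshold (0.70, limma adjusted p = 0.0312). The longer form did not (-0.24). Leaving out 1 library at a time gave -0.24 to 0.16 for the longer form and 0.67 to 1.16 for the shorter form. The shorter form passed the threshold in 1 of these 6 fits. The longer form was positive without untreated replicate 3 (0.16) and without hypoxia replicate 3 (0.06). By mean value, the highest tDRs past the threshold were tDR-1:33-Pro-AGG-1-M5 (log2 fold change 2.19, adjusted p = 0.0335) and tDR-1:32-Pro-AGG-1-M5 (2.00, adjusted p = 0.025) among those that rose, and tDR-1:33-Gly-GCC-1 (-2.48, adjusted p = 0.00573) and tDR-1:31-Gly-GCC-1 (-1.11) among those that fell. With 1 library left out, each of the 2 from tRNA-Pro passed the threshold in 1 of 6 fits, and tDR-1:31-Gly-GCC-1 in 2 of 6.

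**Figure D2:**
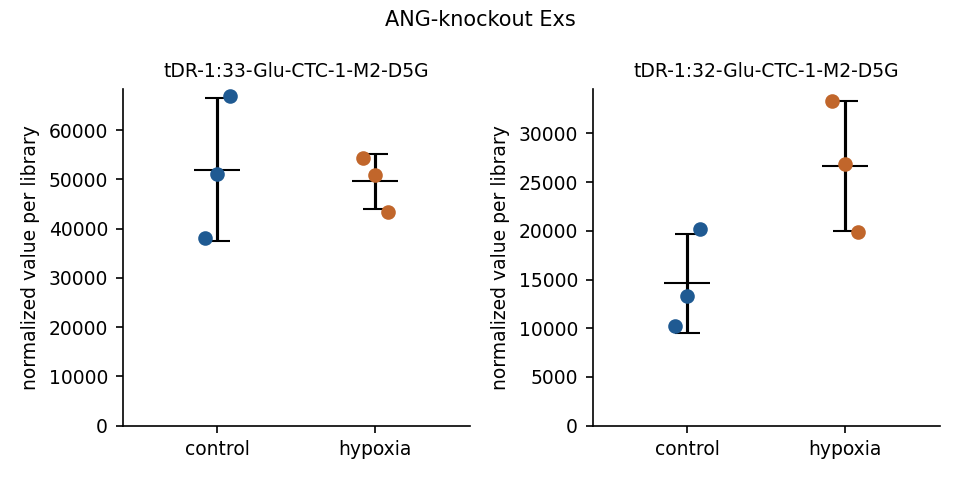
Normalized reads per library (vertical axes, each from 0 and with its own scale) of tDR-1:33-Glu-CTC-1-M2-D5G (left) and tDR-1:32-Glu-CTC-1-M2-D5G (right) in the 3 untreated (control) and 3 hypoxia libraries of ANGKO Exs, with points for libraries, horizontal marks for means and error bars for the SD. The groups overlap for both forms. The means are 51978 and 49560 for the longer form, and 14602 and 26690 for the shorter form.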

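The ratio of both forms within a library does not depend on the size factor. This ratio was chosen after the data were examined. In ANGKO Exs the log2 ratio of tDR-1:32-Glu-CTC-1-M2-D5G to tDR-1:33-Glu-CTC-1-M2-D5G was -0.918 ± 0.209 (SD, n = 3) under hypoxia and -1.85 ± 0.108 (SD, n = 3) without it. The difference was 0.932, larger than the replicate spread (exact permutation test, two-sided, p = 0.1, the smallest p possible), and 0.826 to 1.036 with 1 library left out. Over all mature fragments from position 1 in ANGKO Exs, end position 32 held 34.0% ± 2.57 (SD, n = 3) of the normalized reads without hypoxia and 32.1% ± 2.74 (SD, n = 3) with it, a difference within the replicate spread. End position 33 held 44.4% ± 1.52 and 50.0% ± 3.40, with no overlap between the groups. The paper proposes that ANG may be necessary to turn the longer into the shorter form outside the cell. It reasons from the whole sets, in which most ANG-depleted extracellular tDRs were 1 nucleotide longer than the ANG-induced ones. This pair is its example, with the longer form decreased and the shorter increased in wild-type Exs, and both described as constant without ANG.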

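In RNASE1KO cells, 49 of 6841 tested tDRs were higher and 1744 lower with H2O2 than without treatment (limma, adjusted p under 0.05), and the 2 groups did not overlap for 52.6% of the tested tDRs (10% by chance). The median log2 ratio was -0.80 over the 4239 tDRs above 0 in all 6 libraries. With each library scaled to the same total 55 tDRs were higher and 8 lower, which moved the share of higher tDRs from 2.7% to 87.3%. No tDR passed the threshold in either direction without H2O2 replicate 1 or without H2O2 replicate 3. At an unadjusted p under 0.05 the number was 2334 and 2507 in these fits, and 3030 with all 6 libraries. The higher and lower tDRs numbered 16 and 191 without untreated replicate 1, and 22 and 512 without untreated replicate 3. The lower ones numbered 1136 without untreated replicate 2 and 2776 without H2O2 replicate 2. Among the lower tDRs, tDR-1:35-Glu-CTC-1-M2 had the highest mean (log2 fold change -0.98, limma adjusted p = 0.0279), followed by tDR-1:32-Pro-AGG-1-M5 (-1.03, adjusted p = 0.025), and neither passed the threshold with equal totals. Among the higher ones it was tDR-1:32-Asp-GTC-2 (1.14, adjusted p = 0.0379), followed by tDR-38:T3-Tyr-GTA-5-4 (0.77), a pre-tRNA fragment. The log2 fold change of tDR-1:32-Asp-GTC-2 was 0.74 without H2O2 replicate 2. With 1 library left out, tDR-1:35-Glu-CTC-1-M2 and tDR-1:32-Asp-GTC-2 passed the threshold in 2 of 6 fits each, tDR-1:32-Pro-AGG-1-M5 in 4 and tDR-38:T3-Tyr-GTA-5-4 in 0.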

Distinct from ANG, RNASE1 is rarely involved in tDR biogenesis but predominantly contributes to targeting tDRs for degradation in response to H_2_O_2_ treatment (Figure 6K). 

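The paper's supplementary table lists 30 tDRs as increased and 924 as decreased by H2O2 in wild-type HEK cells. Of the 30, 23 were tested in RNASE1KO cells, where 11 were also higher (limma, adjusted p under 0.05) and 12 did not pass the threshold. With 2 under the minimum mean and 5 not in the table, 19 were left without a significant increase, and 30 without H2O2 replicate 1 or without H2O2 replicate 3. Of the 924, 490 were tested, 357 were under the minimum mean and 77 were not in the table. In RNASE1KO cells 174 of the 490 were also lower and 316 did not pass the threshold, which left 750 of the 924 without a significant decrease. This number was 921 with equal totals, and all 924 without H2O2 replicate 1 or without H2O2 replicate 3. Of the 490, 97.6% had a negative log2 fold change in RNASE1KO cells, where most tDRs fell. Relative to the other tDRs both lists moved in the wild-type direction as a set (camera adjusted p = 3.48e-32 for the 23 and 0.000224 for the 490). These camera values can be far too small, because names of one tRNA family are not independent.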

Only 15 RNASE1‐induced cellular tDRs were identified, while 872 RNASE1‐depleted cellular tDRs were observed (Figure 6K). These RNASE1‐depleted cellular tDRs are derived from various tRNA molecules, including both mature tRNAs and pre‐tRNAs, with a wide range of lengths and cleavage sites (Figure 6K–M; Figure S16K–M, Supporting Information). Similarly, no RNASE1‐induced extracellular tDR is found, whereas 1342 extracellular tDRs are degraded by RNASE1 during H_2_O_2_ treatment (Figure 6N). These RNASE1‐depleted extracellular tDRs are mainly tRNA halves with 31/32 nts long and are derived from mature tRNAs (Figure 6N–P; Figure S16N–P, Supporting Information), which is the main population of extracellular tDRs in the HEK‐derived Exs at baseline (Figure 3A,E,I). 

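Of the 316 tested tDRs of the wild-type list without a significant decrease in RNASE1KO cells, 184 (58.2%) were named from mature tRNAs and 132 (41.8%) from pre-tRNAs, which gave 22.0% of all tDRs tested in these libraries. Weighted by normalized reads, mature tRNAs held 43.5%. The parent tRNAs with the most names were tRNA-Arg with 38 (12.0%) and tRNA-Lys with 37 (11.7%). Among the mature names, 121 (65.8%) ended at position 76 and 19 (10.3%) at position 75.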

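In RNASE1KO Exs, 507 of 4501 tested tDRs were higher and 2049 lower with H2O2 (limma, adjusted p under 0.05), and the 2 groups did not overlap for 64.1% of the tested tDRs (10% by chance). The median log2 ratio was -0.99 over the 1465 tDRs above 0 in all 6 libraries. With equal totals 1142 tDRs were higher and 1316 lower, which moved the share of higher tDRs from 19.8% to 46.5%. Scaled by the median of the tDR ratios, 845 were higher and 1646 lower (33.9% higher), and with the lowest values also raised to a floor shared by all 6 libraries 763 were higher and 884 lower. Both settings were chosen after the data were examined. The paper reports 2301 tDRs changed by H2O2 in wild-type Exs. The copy of that list at hand holds 1999, so no overlap with it was computed. Among the tDRs past the threshold, tDR-1:33-Pro-AGG-1-M5 (log2 fold change -4.20, limma adjusted p = 0.000177) and tDR-1:32-Pro-AGG-1-M5 (-3.78, adjusted p = 7.99e-05) had the highest mean among those that fell. Among those that rose they were tDR-1:32-Gly-GCC-1, at 147580 ± 18040 normalized reads (SD, n = 3) with H2O2 and 71216 ± 32630 (SD, n = 3) without it (1.16, adjusted p = 0.0395, past the threshold in 2 of the 6 fits that each left out 1 library), and tDR-3:32-Gly-GCC-1 (1.79, adjusted p = 0.000803). Of the 6 RNASE1-depleted tDRs of Figure S16P, 1 rose, 3 fell and 2 did not pass the threshold, with log2 fold changes from -1.33 to 1.16. The 4 past the threshold passed it in 1 to 5 of the 6 fits that each left out 1 library. With equal totals all 3 that fell were higher, and of these tDR-1:33-Leu-AAG-1-M4 passed the threshold (1.17, adjusted p = 0.0131), while tDR-1:32-Lys-CTT-2-M2 (0.94) and tDR-34:74-Met-CAT-2-M2 (1.11) did not. The 6 RNASE1-independent tDRs all fell, with log2 fold changes from -3.92 to -2.39. With equal totals 5 of these 6 passed the threshold as lower.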

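Among the mature names that fell with H2O2 in RNASE1KO Exs, which were 93.7% of the 2049, 18.2% ended at position 74, 16.6% at position 33 and 11.7% at position 32. Weighted by normalized reads, end position 33 held 46.7% and position 32 held 18.9%. Over all mature fragments that start at position 1, the share of normalized reads ending at position 31 was 5.73% ± 0.632 (SD, n = 3) in untreated RNASE1KO Exs and 18.3% ± 1.20 (SD, n = 3) with H2O2. The share ending at position 32 was 23.4% ± 1.10 and 50.4% ± 2.22, and the share ending at position 33 was 54.8% ± 1.41 and 21.3% ± 2.14. At each of these 3 positions the difference was larger than the spread between replicates, with no overlap between treated and untreated libraries. The paper proposes that RNASE1 degrades a large population of tDRs under oxidative stress. It reasons from the tDRs that changed with H2O2 in wild-type but not in knockout libraries. It also draws on the total of extracellular tRNA reads, which was not computed here.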

We also noticed that the overall extracellular tRNA reads are dramatically decreased from 12% to 0.8% after H_2_O_2_ treatment but are restored to a normal level through RNASE1 knockout (Figure 6D). Together, these findings suggest that RNASE1 is targeting a large population of cellular and extracellular tDRs for degradation under oxidative stress.

### 2.12 Identification of AGO2‐Dependent Extracellular tDRs

Emerging evidence has shown that exRNAs include abundant, full‐length tRNAs and tDRs while the underlying mechanism by which these tRNAs/tDRs are released to the extracellular environment remains poorly understood.^[^ ^25^ ^]^ Of note, AGO2 has been shown to extensively export miRNAs from cells to extracellular environments as either free AGO2 complex or embedded in EVs.^[^ ^51^ ^]^ To elucidate whether AGO2 is involved in the transportation of extracellular tDRs, we built AGO2‐knockout HEK monoclonal cell lines using CRISPR/Cas9 (**Figure** **7**A). 

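For the AGO2 experiment, Exs of untreated AGO2-knockout (AGO2KO) and wild-type HEK293 cells were sequenced with ARM-seq in 3 libraries per group, and the values were made by the authors in the same way and in the same table as those of the ANG and RNASE1 knockouts. The 3 wild-type libraries carry AGO2 in the name of the cells and wild type as their genotype. They were taken as wild type. The reads on the listed tDRs were 352626 to 406068 per wild-type library (median 393048) and 1430135 to 1610005 per AGO2KO library (median 1440250). Because 10 or fewer reads are listed as 0, the lowest value above 0 was 15.66 to 16.7 normalized reads in wild type and 10.62 to 11.44 in AGO2KO. Between 1705 and 1848 tDRs were above 0 in the wild-type libraries and between 3149 and 3423 in the AGO2KO libraries. A tDR can therefore be listed at 0 in wild type at a level that is listed above 0 in AGO2KO. The AGO2 transcript is outside a table of tDRs, so the genotype could not be checked on it. The same test, minimum mean and threshold were used as for the other knockouts.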

After validating the successful knockout of AGO2 using genotyping and western blot (Figure 7B,C), we collected their conditional medium together with those from wild‐type HEK cells and sequenced the Exs using ARM‐seq. 

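As shares of all normalized reads, tRNA-Glu held 23.4% ± 4.42 (SD, n = 3) of AGO2KO Exs and 59.5% ± 0.658 (SD, n = 3) of wild-type Exs. The share of tRNA-Gly was 35.4% ± 11.8 in AGO2KO and 7.42% ± 0.759 in wild type, and that of tRNA-Pro was 24.9% ± 7.84 and 11.5% ± 0.743. For each of these isotypes the AGO2KO libraries lay apart from the wild-type libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow, and 0.1 after adjustment over the 9 isotypes compared).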

The extracellular tRNA composition differs between AGO2‐knockout and wild‐type cells, especially the tRNA‐Glu, tRNA‐Gly, and tRNA‐Pro (Figure 7D). Differential expression analysis identified 854 extracellular tDRs that are significantly decreased upon AGO2 knockout (Figure 7E), suggesting the transportation or stability of these extracellular tDRs depend on AGO2. These AGO2‐dependent extracellular tDRs are mainly tRNA halves derived from tRNA‐Glu, tRNA‐Arg, tRNA‐Pro, tRNA‐Asp, and tRNA‐Ser (Figure 7F–H). 

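Of 3889 tDRs tested, 806 were lower and 2038 higher in AGO2KO Exs than in wild-type Exs (limma, adjusted p under 0.05), and the 2 groups did not overlap for 75.4% of the tested tDRs (10% by chance). With equal totals 1012 were lower and 1730 higher. Scaled by the median of the tDR ratios with a common floor for all 6 libraries, which was chosen after the data were examined, 717 were lower and 836 higher. All 3 AGO2KO libraries were listed at 0 for 585 of the lower tDRs (72.6%), and all 3 wild-type libraries for 1572 of the higher ones (77.1%), so that their fold changes depend on the pseudocount. With a minimum mean of 20 normalized reads, 503 were lower and 1136 higher. Over the 662 tDRs above 0 in all 6 libraries the median log2 ratio was 0.65. Of the 854 tDRs that the paper's supplementary table lists as decreased, 849 were in the table, and 771 of these (90.8%) were lower at the threshold used here. Of the 806 lower tDRs, 740 (91.8%) were also lower, against the same wild-type libraries, in the untreated Exs of ANGKO or RNASE1KO cells, where AGO2 was not targeted. From the decrease upon AGO2 knockout the paper proposes that the transport or stability of these tDRs depends on AGO2.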

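The 806 tDRs lower in AGO2KO Exs included 767 (95.2%) named from mature tRNAs, against 95.0% of all tested tDRs. By parent tRNA, 253 (31.4%) came from tRNA-Glu, 86 (10.7%) from tRNA-Arg, 69 (8.6%) from tRNA-Pro, 67 (8.3%) from tRNA-Asp and 56 (6.9%) from tRNA-Ser. Fragments starting at position 1 and ending from position 32 to 38 were 97 of the 806 (12.0%), against 23.5% of all tested tDRs.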

Notably, these AGO2‐dependent extracellular tDRs have a wide length distribution with peaks at 27, 31, 34, and 35 nts and various termination sites at positions 28, 33, 35, 36, 70, 74, and 75, on tRNA molecules (Figure 7G–J), while the main population of extracellular tDRs in the HEK‐derived Exs at baseline are 31–33 nts long and end at positions 33 and 74 (Figure 3A,E,I). For instance, tDR‐1:36‐Glu‐TTC and tDR‐1:36‐Glu‐CTC are AGO2‐dependent, whereas the expression levels of their 33nt forms, including tDR‐1:33‐Glu‐TTC and tDR‐1:33‐Glu‐CTC, did not change after AGO2 knockout (Figure 7J, Table S7, Supporting Information). These results suggest that AGO2 is necessary for transporting or stabilizing a sub‐population of extracellular tDRs.

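Among the 767 mature names lower in AGO2KO Exs, 13.8% ended at position 75, 10.6% at position 74, 9.9% at position 35, 8.9% at position 36, 7.2% at position 33, 4.6% at position 70 and 2.7% at position 28. Weighted by normalized reads, the end positions with the largest shares were 35 with 19.6%, 33 with 18.2% and 36 with 12.3%, and positions 28, 75, 74 and 70 held 7.9%, 7.0%, 5.6% and 4.9%. Over all mature fragments starting at position 1, those ending at position 28, 35 and 36 held 6.31% ± 0.256, 13.2% ± 2.00 and 7.93% ± 1.02 of the normalized reads in wild-type Exs (SD, n = 3), and 0.138% ± 0.023, 0.404% ± 0.031 and 0.296% ± 0.022 in AGO2KO Exs (SD, n = 3). Position 33 held 49.0% ± 2.27 in wild type and 42.6% ± 3.65 in AGO2KO, and position 32 held 4.41% ± 0.585 and 40.0% ± 5.82. The untreated Exs of ANGKO and RNASE1KO cells, where AGO2 was not targeted, also differed from wild type in this way. There position 28 held 0.139% and 0.111%, position 35 held 0.362% and 0.568%, and position 32 held 34.0% and 23.4%. These differences from wild type can therefore not be assigned to the loss of AGO2.

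**Figure D3:**
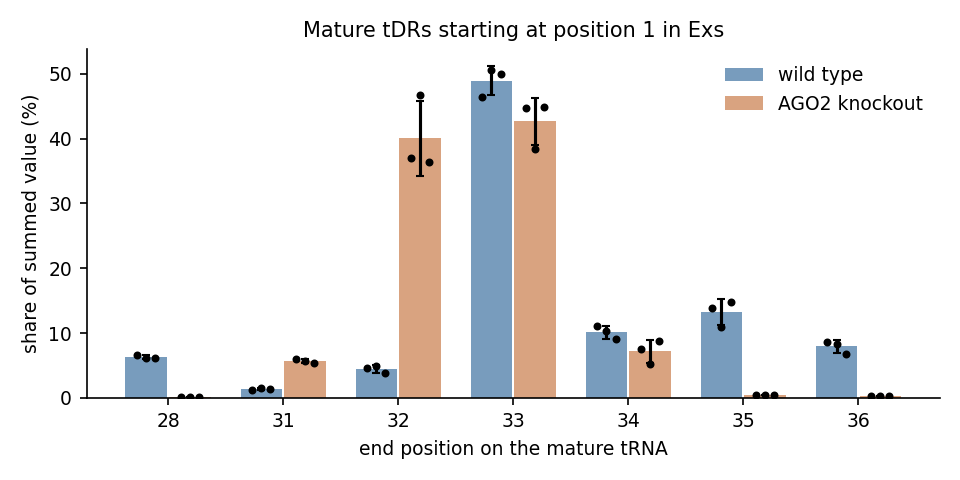
Share of normalized reads (vertical axis, percent) of mature tDRs starting at position 1, by end position on the tRNA (horizontal axis), at 7 end positions in untreated Exs of wild-type (blue) and AGO2KO (orange) cells. Bars are means, error bars the SD and points the 3 libraries per group, and end position 35 holds 13.2% in wild type and 0.404% in AGO2KO. In untreated Exs of ANGKO and RNASE1KO cells, which are not drawn, end position 35 holds 0.362% and 0.568%.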

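The 3 names of tRNA-Glu ending at position 36 in Figure 7J were lower in AGO2KO Exs. tDR-1:36-Glu-TTC-3-M3 had 184.65 ± 45.5 normalized reads (SD, n = 3) in AGO2KO and 2816 ± 392 (SD, n = 3) in wild type, a log2 fold change of -3.94 (limma adjusted p = 1.42e-05), and tDR-1:36-Glu-CTC-1-M2 had 484 ± 130 and 13402 ± 2237, a log2 fold change of -4.81. The log2 fold change of tDR-1:36-Glu-CTC-1-M2-D5G was -5.10 (limma adjusted p = 3.39e-06). All 10 tDRs of Figure 7J were lower, with log2 fold changes from -6.97 to -2.68. Of tRNA-Glu-TTC, tDR-1:36-Glu-TTC-1 and tDR-1:36-Glu-TTC-2, were higher in AGO2KO, by 2.38 and 1.96 on the log2 scale (limma adjusted p = 0.000222 and 0.000248). With equal totals these were 0.96 (adjusted p = 0.0232) and 0.54 (adjusted p = 0.0689, not past the threshold). Of the forms ending at position 33, tDR-1:33-Glu-CTC-1-M2 had 88781 ± 28830 in AGO2KO and 92280 ± 2071 in wild type, a log2 fold change of -0.11 (limma adjusted p = 0.708). With equal totals it was lower by the threshold, at -1.53, and without AGO2KO replicate 2 its log2 fold change was 0.17. tDR-1:33-Glu-CTC-1-M2-D5G did not pass the threshold either (-0.31, adjusted p = 0.371), and with equal totals it was lower, at -1.73 (adjusted p = 0.001). tDR-1:33-Glu-TTC-3-M3 was higher in AGO2KO by 1.05 on the log2 scale (adjusted p = 0.00826) and lower with equal totals, at -0.37. tDR-1:33-Glu-TTC-1 and tDR-1:33-Glu-TTC-2 were higher by 5.17 and 5.45, and by 3.77 and 4.04 with equal totals. By mean value, tDR-1:35-Glu-CTC-1-M2 (-5.31) and tDR-1:28-Pro-AGG-1-M6 (-4.58) were the highest among the lower tDRs, and tDR-1:32-Gly-GCC-1, at 174730 ± 47650 against 4133 ± 455 (5.38), and tDR-1:33-Pro-AGG-1-M5 (4.13) among the higher.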

**Figure 7:**
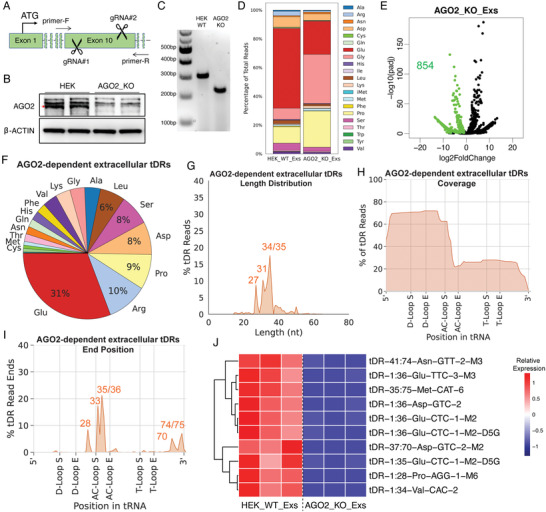
Identification of the AGO2‐dependent extracellular tDRs. A) The Strategy of AGO2 knockout in HEK cells using CRISPR/Cas9 with paired gRNAs. B) Western blot validation of AGO2 knockout cells. C) Genomic DNA PCR validation of AGO2 knockout cells. D) The tRNA isotype types of the Exs derived from wild type or AGO2‐knockout cells. E) Volcano plot identified 854 extracellular tDRs that were significantly downregulated after AGO2 knockout as AGO2‐dependent extracellular tDRs. F) The parent tRNA isotype distribution of the AGO2‐dependent extracellular tDRs. G) The length distribution of AGO2‐dependent extracellular tDRs. H) Coverage plot of AGO2‐dependent extracellular tDRs. I) The end positions of AGO2‐dependent extracellular tDRs. J) Heatmap shows the top ten most significant AGO2‐dependent extracellular tDRs.

## 3 Discussion

The expanding use of RNA sequencing technology has led to an explosion in the discovery of novel RNA species. Recently, considerable advances have been made with regards to our understanding of the non‐coding transcriptome and its derivatives. tDRs, which were initially described in bacteria as the 3D structure of tRNA was being solved, hinted at non‐canonical functions through interaction with other cellular systems.^[^ ^52^, ^53^ ^]^ A range of subsequent studies demonstrated that these fragments were generated through a regimented process and implicated several ribonucleases important in their biogenesis.^[^ ^16^, ^20^, ^45^ ^]^ tRNA fragments are classified based on their position relative to the parental molecule and include 5′‐tRNA halves or fragments, 3′‐tRNA halves or fragments, and internal fragments; together, we refer to them as tDRs. Notably, several studies have suggested key functional roles for tDRs in the cellular response to stress, affecting fundamental processes such as mRNA stability, silencing, ribosomal function, and stress granule formation.^[^ ^16^, ^20^ ^]^ Finally, tDRs appear to constitute a significant proportion of RNAs found in the Exs across different biofluids, and their export from cells has been shown to affect cellular phenotypes or mediate intercellular signaling.^[^ ^54^ ^]^ However, the presence of modifications on tRNA bases (that may prevent consistent reverse transcription), and the rapidly evolving algorithms for mapping and naming tDRs has been an obstacle in generating a comprehensive atlas of cellular and extracellular tDRs in response to different cellular stressors.

We have previously described a methodology that leverages the activity of enzymes that demethylate commonly modified bases in tRNA to better identify previously unreported tDRs.^[^ ^19^ ^]^ Here we systematically use ARM‐seq to comprehensively profile the cellular and extracellular tDR landscape in four different cell types under different cellular perturbations. Our study provides for the first time, a comprehensive atlas of tDR signatures for cellular stress, and surprisingly demonstrates the dynamic changes in extracellular tDRs in response to stress. In a small pilot study, we demonstrate the possible application of these signatures to human studies; in patients undergoing CPB, a model of oxidative stress and nutritional deprivation, we note the dynamic changes in key tDRs previously identified in our cellular studies. More importantly, we explore the functional roles of ANG and RNASE1 in the biogenesis and stability regulation of both cellular and extracellular tDRs by leveraging ARM‐seq and CRISPR/Cas9 technologies. Finally, we identify a specific sub‐population of extracellular tDRs which are transported or stabilized by AGO2. In addition to providing a comprehensive tDR signature for different cellular stressors, our data provide an initial mechanistic understanding of the roles of RNases and RNA binding proteins in the expression of extracellular tDRs.

### 3.1 ARM‐seq to Identify Cellular and Extracellular tDRs

As expected from our prior work, ARM‐seq led to a dramatic improvement in the detection of tDRs, with a significant increase in both the proportion of reads mapping to tRNA genes, as well as longer reads that spanned known methylation sites. Most notable was the robust detection of key tDRs in response to cellular stress that were not detected by conventional small RNA sequencing (Figure S1G,H, Supporting Information). Therefore, this study represents a far more accurate and comprehensive atlas of the tDR signatures of cellular stress.

This study represents the first use of ARM‐seq to detect the profile of extracellular tDRs in response to cellular stress. We chose to examine these profiles across a diverse set of cell lines from two different species (rodent and human) to define whether there are “common” signatures to different cellular stressors. At the same time, we found interesting differences in the proportion of tDRs (both cellular and extracellular) in the cells. For example, CMs appear to have higher tDR expression at baseline and both CMs and CFs show a robust up‐regulation of extracellular tDRs upon ReO_2_. Whether different tissues have significant variance in the overall tDR expression at baseline (in the absence of stress) is unclear; furthermore, any functional implication of this finding warrants future investigation. A general theme that emerged when examining the tDRs across the different cells was that the extracellular profile of tDRs in terms of abundance and type diverged significantly from the cellular tDRs. For example, higher proportions of tDRs derived from tRNA‐Glu and tRNA‐Pro were observed in the Exs. Our findings complement other published studies,^[^ ^29^, ^30^ ^]^ notably the presence of 5′ halves from tRNA‐Glu‐TTC, tRNA‐Glu‐CTC, tRNA‐Gly‐GCC, and tRNA‐Gly‐CCC. However, the use of ARM‐seq has allowed for the detection of species other than 5′‐halves that have been previously described in the aforementioned studies, such as the 3′‐halves derived from tRNA‐Asp‐GTC, tRNA‐Glu‐CTC, and tRNA‐Asn‐GTT, 3′ fragments derived from tRNA‐Ser‐GCT and tRNA‐Pro‐AGG, and those without conventional names, especially those tDRs derived from pre‐tRNAs. Like the previously mentioned studies, our work also confirmed the preponderance of 5′‐tRNA halves ending in the anticodon loop, but also demonstrated the presence of 3′‐halves and intracellular tDRs that have not been previously recognized in the Exs. Interestingly, the extracellular tDRs derived from the 3′ halves had distinct ends (at position 74) compared to their cellular counterparts. Importantly, we complement and extend our ARM‐seq results with northern blots, validating the dynamic changes of key ARM‐seq‐identified stress‐regulated cellular and extracellular tDRs in HEK cells treated with three different stressors. While the sheer number of DE tDRs across the different cell types and stressors preclude the possibility of validating every single DE tDR in all the profiled samples, the northern blotting data we have are a sufficient sample size to corroborate the reliability of ARM‐seq data to identify DE tDRs in response to stress.

### 3.2 Extracellular tDRs as Unique Signatures of Cellular Stress

Our results demonstrated that extracellular tDRs had distinct non‐overlapping signatures in response to the different stressors and improved discrimination between the different stressors compared to miRNAs. Interestingly while cellular tDRs changed with stress, as has been previously demonstrated, the pattern of expression changes showed considerable more overlap between the different stressors than the extracellular tDRs. This pattern was seen in all four cell types examined, suggesting that extracellular tDRs may provide better discrimination in measuring cellular stress than extracellular miRNAs or cellular tDRs. We systematically tracked cellular and extracellular tDRs that were altered in response to each of the stressors (nutrient deprivation, hypoxia, or oxidative stress) in each cell line to determine if there were signatures that were common to all cell lines, and if there were tDRs that were unique to individual cell types. When examining nutrient deprivation in the human cell lines, we found far more extracellular tDRs (1058 total) that were regulated in the same direction in both HEK and BeWo cells. The top upregulated tDRs were derived from the 5′ halves of tRNA‐Gly (which has been previously shown to be a significant contributor to EV‐contained tDRs^[^ ^30^ ^]^). In contrast, the top down‐regulated tDRs were derived from tRNA‐Glu. Similar to the human cell lines, a large number of extracellular tDRs were altered in the rodent CM and CF cells. Importantly, we found a set of extracellular tDRs (Figure S11, Supporting Information) that were commonly upregulated (≈46 tDRs) or down‐regulated (≈97 tDRs) in both species. If validated in multiple other cell types, these may serve as a “universal marker” for nutrient deprivation or metabolic stress.

Similar findings were noted with hypoxic stress, although it appeared that most cellular and extracellular tDRs were decreased with hypoxic stress. Interestingly, the cancer BeWo cell line showed less pronounced changes than HEK cells in this regard. Whether cancer cells are more resistant to hypoxia would be of interest to address in the future. Compared to these cell lines, the cardiac primary rodent cells had a far higher number of altered extracellular tDRs, with a number of these being common between all the cell types. The generation of tDRs in response to oxidative stress has been shown to be a conserved response in eukaryotic cells. Interestingly, we found some marked differences between the human cell lines (most cellular and extracellular tDRs were decreased) and the primary cardiac cells (where ReO_2_ increased most extracellular tDRs). These data suggested that the cellular context was influential in the biogenesis, export, or stability of extracellular tDRs in response to oxidative stress. Together our findings suggest that extracellular tDRs have distinct signatures and sequences that do not simply reflect the stoichiometry of cellular tDRs.

### 3.3 Extracellular tDRs as Biomarkers for Human Diseases

The potential of tDRs to serve as biomarkers to diagnose disease or monitor disease progression has been studied to some extent in cancer patients.^[^ ^55^ ^]^ However, our findings that extracellular tDRs do not necessarily mirror the stoichiometry of cellular tDRs should caution investigators about extrapolating altered levels of tDRs in tissues (such as cancer cells) and expecting similar changes in plasma. Our finding that extracellular tDRs are readily altered with cellular stress led us to query whether similar changes may happen in human subjects and whether some of the signatures we observed in our cell models were translatable to a clinical context. We examined the plasma tDRs in a pilot study of patients undergoing CPB, a model of oxidative stress and nutrient deprivation in human subjects. By measuring tDRs at the initiation (pre‐stress) and average 73 min after CPB (peak stress), we could compare the levels of individual tDRs. Interestingly, we found that similar to our cellular experiments, we detected both 5′ and 3′ tRNA halves in plasma with ARM‐seq and that the cleavage pattern was similar to what was noted in the extracellular tDRs in the cell culture system. We again found that plasma tDRs could modestly discriminate between pre‐stress and peak‐stress samples while miRNAs failed to do so. Interestingly, 25 out of 122 DE tDRs after average 73 min of CPB were common with our cellular models of nutrient deprivation, while 16 of these overlapped with signatures of oxidative stress. One of them, tDR‐38:74‐Arg‐TCT‐1, could only be detected 73 min after CPB.

It should be noted that this was a preliminary pilot study with a small sample size; however, we were encouraged by our results that some of the tDR signatures of cellular stress we have identified could be readily translated into a clinical context. Whether the presence of these signatures or degree of change is associated with clinical outcomes would be of paramount importance in future studies.

### 3.4 New Insights of the Biogenesis, Stability Regulation, and Transportation of tDRs

Notwithstanding emerging studies focusing on the functions of tDRs in different pathophysiological processes, the biogenesis of these tDRs, especially the extracellular tDRs, still remains unclear. We leveraged the technologies of ARM‐seq and CRISPR/Cas9 to study the roles of ANG and RNASE1 in tDR biogenesis in response to hypoxia and oxidative stress, respectively, since ANG is most significantly induced upon hypoxia and RNASE1 is dramatically activated by oxidative stress in HEK cells. Consistent with previous studies, we found that ANG mainly induces cleavage of the anticodon loop of tRNA‐Asp, tRNA‐Glu, and tRNA‐Gly to generate tRNA halves in response to hypoxia. Strikingly, we also, for the first time, demonstrated that ANG is involved in the stability regulation of a population of cellular tDRs that derived from pre‐tRNAs. The function of ANG in the biogenesis of extracellular tDRs has not been reported previously. We demonstrated that ANG is involved in the biogenesis of 491 extracellular tDRs and the stability of 536 extracellular tDRs. Interestingly, ANG‐depleted extracellular tDRs are one nucleotide longer than ANG‐induced extracellular tDRs, and some of them share the same parent tRNAs, such as tRNA‐Glu‐CTC, which highlights the possibility that ANG may be implicated in trimming some of ANG‐depleted tDRs to generate the ANG‐induced tDRs. Another evidence of ANG‐mediated tDR degradation is the overall extracellular tRNA reads from ANG knockout groups are significantly higher than wild‐type groups.

Unlike ANG, RNASE1 is primarily involved in the stability regulation of cellular and extracellular tDRs as only 15 RNASE1‐induced cellular tDRs were identified. RNASE1 knockout increased the overall extracellular tRNA reads under oxidative stress. Furthermore, we identified 872 cellular tDRs and 1352 extracellular tDRs potentially targeted by RNASE1 for degradation in response to oxidative stress. RNASE1‐depleted cellular tDRs are derived from a wide range of tRNAs, including both mature and pre‐tRNAs, indicating that RNASE1 has a wide range of cellular targets. The RNASE1‐depleted extracellular tDRs also have broad origins, and these are distinct from ANG‐depleted extracellular tDRs, which suggests that the RNases secreted from cells have unique specificity in targeting extracellular tDRs for degradation in response to different stressors. Our data are consistent with other studies that suggests that the stability (from degradation) may be important in the expression of extracellular tDRs.^[^ ^26^, ^56^ ^]^ However, we additionally demonstrate the active roles of ANG in the biogenesis of both cellular and extracellular tDRs and provide detailed characterization of the populations of tDRs for which ANG and RNASE1 are critically involved in the stability control in response to cellular stress.

As a key partner associated with extracellular miRNAs, AGO2 has been extensively reported to export miRNAs from cells and protect miRNAs from degradation in circulation.^[^ ^51^ ^]^ tDRs are small RNAs with sizes reminiscent of miRNAs, which raised the possibility that tDR exportation/protection is AGO2‐dependent. To address this question, we generated AGO2‐knockout cells and profiled their extracellular tDR expression. Although 854 AGO2‐dependent extracellular tDRs are identified, these do not constitute the primary population of extracellular tDRs with the read lengths of 31–33 nts, demonstrating AGO2 only associates with a subset of extracellular tDRs. These results may also be in line with previous studies suggesting that cellular tDRs mainly associate with AGO1, AGO3, and AGO4, but not AGO2.^[^ ^57^ ^]^ Of note, our results suggest that AGO2 may be responsible for either the transportation of these AGO2‐dependent extracellular tDRs from cells or protection of them from RNase‐mediated degradation thereby increasing their stability and relative expression levels.

### 3.5 Limitations

We recognize that we did not make a concerted effort to separate different exRNA carriers (e.g., riboproteins, EVs, of different size or density) in these studies, as this would have been technically difficult to conduct ARM‐seq on different carriers due to sample size constraints. As previously noted, the tDRs we describe may be associated both with EVs or with non‐EV carriers as has been previously shown.^[^ ^58^ ^]^ While several studies have reported that a significant majority of extracellular tDRs are carried in association with riboproteins, other studies have demonstrated the presence of tDRs within EVs,^[^ ^30^ ^]^ and importantly, a functional role of EV‐contained tDRs.^[^ ^59^ ^]^ Future studies would be needed to explicitly study the export and packaging of extracellular tDRs. Additionally, there has been recognition that exogenous tDRs or RNases from bovine serum used for cell culture may confound analysis of extracellular tDRs; while we have used bovine serum depleted of EVs by ultracentrifugation, we cannot exclude the presence of these confounders. Our RNASE1 knockout experiments confirm that endogenous RNASE1 plays an important role in the stability of ex‐tDRs in response to stress. Additionally, for most of our stressors, the same medium was also used for the stress conditions, making it unlikely that the changes we observed in tDRs could be attributed to such confounders. For those experiments that necessitated the use of different media for the stress conditions (such as GSD or OGSD), it should be noted that serum deprivation in these models leads to both up‐regulation and down‐regulation of key tDRs, arguing against exogenous RNases (contained in serum) being the sole factor in generation of our tDR signatures. Nonetheless, it remains a possibility that exogenous RNases may be a confounder for a subset of the extracellular tDRs noted.

Furthermore, we did not explore the functional implications of these findings. Whether extrusion of tDRs in response to particular stressors leads to changes in cellular phenotypes as has been shown for T‐cell activation,^[^ ^60^ ^]^ or whether cellular stress leads to an upregulation of extracellular tDR biogenesis would of great interest to determine in future studies. Whether these findings reflect distinct biogenesis, selective export, or differential stability for extracellular tDRs cannot be directly inferred from our study. It remains possible that the abundance of certain tDRs may reflect not selective biogenesis but increased stability of these fragments in the Exs compared to others,^[^ ^61^ ^]^ and support the findings of others that the biogenesis of extracellular tDRs may be distinct from cellular tDRs.^[^ ^24^, ^25^, ^32^ ^]^ These prior studies have demonstrated the export of full‐length tRNAs into the extracellular non‐EV fraction and subsequent processing by RNases to form tRNA halves.^[^ ^26^, ^32^ ^]^ ARM‐seq methodology was not designed to detect full‐length tRNAs, and it is therefore not surprising that we did not detect the parental tRNAs for the abundant tDRs that were detected. Other technologies such as DM‐tRNA‐seq together with the use of northern blot may have the ability to tackle this question. In terms of the translation of using extracellular tDRs as biomarkers for human diseases, stem‐loop‐based RT‐qPCR technology has been widely used to detect tDR expression, and the results are consistent with the high‐throughput sequencing data. However, this method is yet not possible to distinguish tDRs with only a few nucleotides difference. Emerging technologies are being developed to simplify the detection of the tRNA/tDR expression levels, including YAMAT‐seq,^[^ ^62^ ^]^ QuantM‐tRNAseq,^[^ ^63^ ^]^ mim‐tRNAseq,^[^ ^64^ ^]^ and Nanopore sequencing,^[^ ^65^ ^]^ which may ultimately lead to the clinical translation of these findings.

## 4 Conclusion

Using ARM‐seq, we have provided a comprehensive profile of cellular and extracellular tDRs in response to various cellular stressors in several different cell types. Our studies demonstrate that the profile of extracellular tDRs and their biogenesis may differ from cellular tDRs and that the response to stress leads to robust changes in the extracellular tDRs. Notably, extracellular tDRs provide far better discrimination between different types of cellular stressors than miRNAs. In a pilot study, we demonstrate the applicability of our findings in a human subject model of nutrient deprivation/oxidative stress. We explored the functional roles of stress‐induced RNases, ANG and RNASE1, in the biogenesis and stability regulation of cellular and extracellular tDRs and identified a sub‐population of AGO2‐transported/protected extracellular tDRs. We expect that our data may be of use to investigators in this field who wish to investigate extracellular tDRs as biomarkers for disease processes or examine their functional role in the context of cellular stress.

## 5 Experimental Section

### Generation of ANG, RNASE1, and AGO2 knockout HEK Cells

The knockout of ANG, RNASE1, and AGO2 was performed using CRISPR/Cas9 tools with paired gRNAs as previously described.^[^ ^66^ ^]^ Briefly, paired gRNAs targeting ANG exon2, RNASE1 exon3, and AGO2 exon10 were cloned into eSpCas9‐2A‐puro and eSpCas9‐2A‐GFP vectors (GenScript) respectively. HEK cells were transfected with paired gRNAs and selected with puromycin for 6 days. Serial diluted HEK cells were then seeded into 96 well plates and the resulted monoclonal cell lines were screened by genotyping and validated using western blots. The complete knockout monoclonal cell lines were then chosen for further experiments. gRNA sequences are listed in Table S8, Supporting Information.

### Cellular Small RNA and Extracellular RNA Isolation

Cells were immediately lysed by adding TRIzol (Thermo Fisher, Cat# A33251) after treatment and total RNAs were then isolated by following the manual. 40 µg total RNAs were subjected to small RNA isolation by using mirVana miRNA Isolation Kit (Thermo Fisher, Cat# AM1560). The cell culture medium was collected immediately after treatment and spun twice at 2000 g for 10 min to remove cell debris, followed by filtering through 0.8 µm filter. Next, 10–12 mL cell culture medium was subjected to extracellular RNA isolation using the exoRNeasy Maxi kit (Qiagen, Cat# 77164) with minor modifications. 20 µg mL^−1^ Glycogen was added into the upper aqueous phase before adding 2 volumes of 100% ethanol and the aqueous phase/ethanol mixture was incubated at −20 ℃ overnight to facilitate with small RNA precipitation. The exRNAs from 1 mL CPB patient plasma samples were isolated using the exoRNeasy Midi kit (Qiagen, Cat# 77044).

### Northern Blotting

Northern blotting was performed by following previous report,^[^ ^67^ ^]^ with significant modifications. Briefly, denatured 10–15 µg cellular total RNAs or 200–500 ng extracellular total RNAs were separated by 15% Criterion TBE‐Urea PreCast Gels (Bio‐Rad). The gels were stained with SYBR‐Gold (ThermoFisher Scientific) and transferred onto positively charged Nylon membrane (Sigma Aldrich) using Trans‐Blot Turbo Transfer System (Bio‐Rad). The membranes were then crosslinked with EDC at 60 ℃ for 1–2 h and prehybridized with ULTRAhyb Ultrasensitive Hybridization Buffer (Ambion). 50 pmol mL^−1^ Biotin‐labeled Locked Nucleic Acid‐modified DNA probes (designed and synthesized by Qiagen) were used for hybridization at 37 ℃ overnight. After washing sequentially with high stringent buffer, low stringent buffer, and 1× SSC, the blots were then processed and developed using Chemiluminescent Nucleic Acid Detection Module Kit (ThermoFisher Scientific).

### RNA Sample Pre‐Treatment and Small RNA Library Preparation for ARM‐Seq

Cellular small RNAs and exRNAs were successively treated with DNase I (Zymo Research, Cat# R1014), T4 Polynucleotide Kinase (New England Biolab, Cat# M0201L), and His‐AlkB. After each treatment, the RNA was cleaned to remove enzyme and buffer components using the RNA Clean & Concentrator‐5 kit (Zymo Research, Cat# R1014) before the next treatment, with the following minor modifications. 20 µg mL^−1^ Glycogen was added into sample/RNA Binding Buffer mixture before adding an equal volume of 100% ethanol and then the mixture incubated at −20 ℃ overnight to facilitate small RNA precipitation. Due to the presence of high dose heparin (250 units kg^−1^) in CPB patients undergoing cardiac surgery, the CPB patient plasma RNAs were pretreated with Heparinase I (New England Biolab, Cat# P0735L) at 30 ℃ for 3 h before DNase I treatment. Then, 100–500 ng His‐AlkB treated RNAs were used as input into the NEBNext Multiplex Small RNA Library construction kit (New England Biolab, Cat# E7300S) and instructions were followed with the exception of 60 ℃ temperature used for reverse transcription step. Size selection was performed by isolating the bands from 140 to 240 bp to remove the contamination of primer adaptors (around 127 bp) and longer RNAs. The quality of libraries was confirmed by High Sensitivity DNA ScreenTape Analysis (TapeStation, Agilent) and qPCR. Multiplexed libraries were sequenced on an Illumina HiSeq 2000 system with paired‐end 75 bp sequencing. About seven million read pairs were generated from each library.

### Mapping and tDR Naming

The accession numbers for the raw sequence data of in vitro stress response platforms reported in this paper are GEO: GSE173806 and GSE196072. Paired‐end sequencing reads were trimmed to remove their adapter sequences and merged using SeqPrep with the following parameters: ‐L 15 ‐A AGATCGGAAGAGCACACGTC ‐B GATCGTCGGACTGTAGAACTC. Reads were aligned to the pre‐built tRAX [http://trna.ucsc.edu/tRAX/] hg38 or rn6 reference database using Bowtie2 in very‐sensitive mode with the following parameters to allow for a maximum of 100 alignments per read: ‐‐very‐sensitive ‐‐ignore‐quals ‐‐np 5 ‐k 100. Utilizing the tRAX pipeline [https://github.com/UCSC‐LoweLab/tRAX], ENSEMBL (release 96) small ncRNA annotations were used to count the number of small RNA transcripts using only primary alignments to prevent double counting. For tDRs, tDRnamer [http://trna.ucsc.edu/tDRnamer/] was used to generate unique identifiers for each of the transcripts based on the isodecoder(s) they mapped to and positions of any misincorporations. The naming conventions for tDRnamer can be found at http://trna.ucsc.edu/tDRnamer/docs/naming/, and are based on the full‐length tRNA names derived from the Genomic tRNA Database.^[^ ^68^ ^]^ Raw counts were normalized using the DESeq2 package and utilized for downstream analyses.

### Read Length Distribution

To determine the read length distribution for different small RNA types reads were extracted that either aligned to a tRNA feature or another small RNA feature deemed “other.” The proportion of read lengths was then calculated by taking the number of reads corresponding to each length and dividing that by the total number of reads for that category (tRNA or other).

### tDR Abundance and End Distribution

To determine the abundance distribution for tDRs across a consensus tRNA transcript, tDR normalized read counts were extracted. For each of these transcripts, tRNA mapping information was used to determine which positions in the mature tRNA transcript these tDRs were derived from. Using this information, all tRNAs were collapsed into a “consensus” tRNA and the proportion of total abundance at each position was calculated by dividing the total abundance at each position in the consensus tRNA by the total number of tDR reads.

To determine the read end distribution for these tDRs across a consensus tRNA transcript, abundance values were attributed to only the final position the tDR mapped within the mature tRNA transcript. The end frequency was then calculated by dividing the total abundance at each position in the consensus tRNA by the total number of tDR reads.

### Dimensionality Reduction and Correlations

Using DESeq2 normalized values, dimensionality reduction was performed to assess the reproducibility of biological replicates. These analyses were performed for all tDRs and miRNAs, as annotated by ENSEMBL (release 96) by first extracting read counts for those transcripts prior to dimensionality reduction. PCA was performed using the Python package sklearn v0.23.2 and the first two components were used to generate scatter plots. UMAP projections for each of the small RNA types were generated using the Python package umap‐learn v0.5.0. Spearman correlation coefficients were calculated using the pandas v1.2.1 “corr” function with parameters: method = “spearman.”

### Tracking Plots

Tracking plots were generated to track the abundance of specific tDRs and miRNAs across different cellular conditions and/or environments using DESeq2 normalized values. Initially, tDRs were filtered to remove potential sequencing artifacts and degradation products by setting a cutoff threshold across all replicates. For miRNAs, all transcripts with >5 reads were retained. Biological replicates were merged and log2 values were calculated for all transcript types.

### Statistical Analysis

Statistical analyses of qPCR and patient sequencing data were performed using GraphPad Prism software (version 9). qPCR data are expressed as mean ± SEM and the statistical significance was assessed by two‐tailed unpaired Student's *t*‐test; for CPB patient ARM‐seq data, two‐tailed paired Student's *t*‐test was used; for all other ARM‐seq data, differential expression analysis was performed using DESeq2 to generate Benjamini–Hochberg‐corrected *p* values (*p*adj) to assess the statistical significance. The criterion for statistical significance was *p* < 0.05 (*p < 0.05, **p < 0.01, and ***p < 0.001).

### Animal and Human Statement

All animal studies were approved by the Massachusetts General Hospital Animal Care and Use Committee and under the guidelines on the use and care of laboratory animals for biomedical research published by National Institutes of Health (No. 85‐23, revised 1996). All human patient related studies were approved by the Partners Healthcare Institutional Review Board (Boston, MA) and included in the clinical trial NCT00985049 (https://clinicaltrials.gov/ct2/show/study/NCT00985049).

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

Supplemental Table 2 Click here for additional data file.

Supplemental Table 3 Click here for additional data file.

Supplemental Table 4 Click here for additional data file.

Supplemental Table 5 Click here for additional data file.

Supplemental Table 6 Click here for additional data file.

Supplemental Table 7 Click here for additional data file.

Supplemental Table 8 Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in NIH_GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173806, reference number 173806.

# Supplementary material for: Distinct Stress‐Dependent Signatures of Cellular and Extracellular tRNA‐Derived Small RNAs
**Source:** Adv Sci (Weinh). 2022 Apr 4;9(17):2200829. doi: 10.1002/advs.202200829
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202200829

Distinct Stress-Dependent Signatures of Cellular and Extracellular tRNA-Derived Small RNAs

*Guoping Li, Aidan C. Manning, Alex Bagi, Xinyu Yang, Priyanka Gokulnath, Michail Spanos, Jonathan Howard, Patricia P. Chan, Thadryan Sweeney, Robert Kitchen, Haobo Li, Brice D. Laurent, Sary F. Aranki, Maria I. Kontaridis, Louise C. Laurent, Kendall Van Keuren-Jensen, Jochen Muehlschlegel, Todd M. Lowe and Saumya Das\**

## **SUPPLEMENTAL INFORMATION**

### **Distinct stress-dependent signatures of cellular and extracellular tRNA-derived small RNAs (tDRs)**

Guoping Li, Aidan C. Manning, Alex Bagi, Xinyu Yang, Priyanka Gokulnath, Michail Spanos, Jonathan Howard, Patricia P. Chan, Thadryan Sweeney, Robert Kitchen, Haobo Li, Brice D. Laurent, Sary F. Aranki, Maria I. Kontaridis, Louise C. Laurent, Kendall Van Keuren-Jensen, Jochen Muehlschlegel, Todd M. Lowe, and Saumya Das.

## SUPPLEMENTAL METHODS

### Recombinant His-AlkB Expression and Purification

The expression and purification of recombinant His-AlkB were performed as previously described with modifications <sup>1</sup>. Briefly, the His-AlkB-AVA421 plasmid was transformed into *E. coli* BL21(DE3)pLysS competent cells (Promega, Cat# L1191) and cultured in Overnight Express™ Instant TB Medium (Sigma, Cat# 71491) at 37 °C to OD<sup>600</sup> 1.2. The cell pellet was resuspended and lysed by sonication and the cell debris was removed by centrifugation. Then, the clarified supernatant from the crude extract was carefully collected and mixed with TALON Metal Affinity Resin (Takara Bio, Cat# 635502) for 1 hour to allow for the binding of His-tagged AlkB protein to resin. After several washing steps, the resin-bound proteins were eluted and separated by Econo-Column® Chromatography Columns (BioRad, Cat# 7371512). The protein concentration of eight collected fractions was measured and the three protein-enriched fractions were pooled and dialyzed successively in Dialysis Buffer and Storage Buffer. The dialyzed protein supernatant containing recombinant His-AlkB protein was validated by Coomassie Blue staining and western blotting, and used for ARM-seq.

### Human Cell Line Culture and Stress Treatment

HEK293 cells were purchased from ATCC (ATCC, CRL-1573) and cultured in DMEM medium, which consisted of DMEM with high glucose and pyruvate (Thermo Fisher, Cat# 11995073) supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher, Cat# 10437028) and 1% Penicillin/Streptomycin (Thermo Fisher, Cat# 15140122). BeWo cells (ATCC, CCL-98), were cultured in F-12K Medium (ATCC, Cat# 30-2004) containing 10% FBS and 1% Penicillin/Streptomycin. For the glucose and serum deprivation (GSD) treatment, HEK293 and BeWo cells were cultured in glucose-free DMEM basal medium for 24 hours. For the hypoxia treatment, HEK293 and BeWo cells were fed with complete medium and maintained in hypoxia chamber with 0.1% oxygen for 24 hours. For the oxidative stress treatment, HEK293 and BeWo cells were treated with 0.8 mM hydrogen peroxide (H<sub>2</sub>O<sub>2</sub>) and 1.7 mM H<sub>2</sub>O<sub>2</sub> separately in complete medium for 24 hours. FBS used for control, hypoxia and H<sub>2</sub>O<sub>2</sub> treatments was filtered through 0.2 µm filter and followed by 24 h ultracentrifugation at 120,000 g to deplete extracellular vesicles (EVs) before use.

## **Neonatal Rat Ventricular Cardiomyocytes (CMs) and Cardiac Fibroblast (CFs) Isolation and Stress Treatment**

All animal procedures conformed to the animal welfare regulations of the Massachusetts General Hospital Subcommittee on Research Animal Care (SRAC). Neonatal rat ventricular CMs and CFs were isolated as previously described <sup>2</sup>. Briefly, the ventricular heart tissues were carefully dissected from 1-day old Sprague Dawley rat neonates and minced using a sterile sharp razor blade, followed by 8 rounds of digestion in the ADS buffer (NaCl 116 mM, HEPES 20 mM, NaH<sub>2</sub>PO<sub>4</sub> 1 mM, KCl 5.4 mM, MgSO<sub>4</sub> 0.8 mM, and Glucose 5.5 mM) containing 0.05 mg/ml collagenase type II (Worthington, Cat# LS004177) and 1 mg/ml pancreatin (Sigma, Cat# P3292). Then the single cell suspensions were pooled and plated onto 10 cm tissue culture dishes with CM medium [DMEM medium supplemented with 10% horse serum (Thermo fisher, Cat# 26050-088), 5% FBS and 1% Penicillin/Streptomycin] for 1 hour. The attached cells were considered to be CFs and maintained in D10 medium. The floating cells were then purified via Percoll (GE Healthcare, Cat# 17-0891-01) gradient; the cells in the middle layer, which were considered as CMs, were collected and maintained in CM medium.

For the GSD treatment, CF and CM cells were exposed to glucose-free DMEM basal medium for 5 hours. For the hypoxia treatment, CF and CM cells were fed with glucose free DMEM basal medium and maintained in hypoxia chamber with 0.2% oxygen for 5 hours. For the reoxygenation (ReO<sub>2</sub>) treatment, CF and CM cells were exposed to hypoxia treatment for 5 hours and then fed with complete medium and cultured in normoxia for an additional 24 hours. FBS and horse serum used for control and ReO<sub>2</sub> treatment were also EV-depleted by filtration and ultracentrifugation.

## **CPB Patient Plasma Sample Collection**

Plasma samples were prospectively collected from six patients undergoing elective aortic valve replacement surgery with cardiopulmonary bypass by a single surgeon at a single institution in 2020 (<https://clinicaltrials.gov/ct2/show/NCT00985049>). Written informed consent approved by the Partners Healthcare Institutional Review Board (Boston, MA) was provided. Baseline plasma samples were obtained from venous blood immediately after commencement of cardiopulmonary bypass, which included intermittent cold blood cardioplegia for myocardial protection. Post-ischemic samples were obtained immediately before removal of the aortic cross-clamp at the end of the de-airing procedure. Plasma samples were collected using K2EDTA tubes and stored at -80°C

before RNA isolation. Median ischemic time was 73 minutes (Inter-quartile range [IQR] 68-121). Of the six patients included in this analysis, 3 (50%) were female and the median age was 73 years (IQR 66-75).

### **Quantitative Polymerase Chain Reaction (qPCR)**

qPCR was performed as previously described<sup>3</sup>. Briefly, 1 µg of cellular total RNA was reverse transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, Cat# 4368813). qPCR was then performed using a QuantStudio 6 Flex Real-Time PCR Systems (Thermo Fisher) with SsoAdvanced™ Universal SYBR® Green Supermix (BioRad, Cat# 1725275). The sequences of qPCR primers used are listed in Table S8.

### **Western Blot**

Western blotting was performed as previously described<sup>3</sup>. Briefly, cell pellets were resuspended in RIPA buffer (Thermo Fisher, Cat# 89900) containing Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher, Cat# 78441), and PMSF, and lysed via sonication. The protein concentration of clarified cell lysate was then measured using the BCA protein assay kit (Thermo Fisher, Cat# 23227). 5 ~ 20 µg of total protein per lane was separated by SDS-PAGE gel and transferred to PVDF membrane. 5% BSA in TBST was used for blocking and primary antibody incubation. HRP conjugated secondary antibodies were then applied and the blots were developed using SuperSignal® West Femto Maximum Sensitivity Chemiluminescent Substrate (Thermo Fisher, Cat# 34094). The antibodies used were the following: HIF1a (Cell Signaling Technology, Cat# 14179S), DDIT3 (Cell Signaling Technology, Cat# 2895), DDIT4 (Proteintech, Cat# 10638-1-AP), r-H2AX (Cell Signaling Technology, Cat# 80312), LC3B (Cell Signaling Technology, Cat# 3868S), β-Actin (Sigma, Cat# A5316), ANG (R&D Systems, Cat# AF265), RNASE1 (ThermoFisher, Cat# PA5-28278), AGO2 (Abcam, Cat# ab57113), Goat Anti-Mouse Immunoglobulins/HRP (Dako, Cat# P0447), Goat Anti-Rabbit Immunoglobulins/HRP (Dako, Cat# P0448), and Rabbit anti-Goat Immunoglobulins/HRP (Aglient, Cat#P044801-2).

### **Standardized tDR naming system**

tDRnamer (<http://trna.ucsc.edu/tDRnamer/>) was used for the standardized tDR naming in this study, which consists of five parts as shown in the example below:

### tDR-4:33-Val-AAC-1-M7-A10U

① ② ③ ④ ⑤

The instruction manual for tDRnamer can be found at <http://trna.ucsc.edu/tDRnamer/docs/naming/>. Briefly, ①. Prefix - "tDR" stands for "tRNA Derived RNA". ②. Position – This includes the start and end positions of the tDR relative to the source tRNA. If the position is located at the leader or trailer sequence of the precursor tRNA gene, the numbering will be preceded with a letter "L" or "T" respectively. ③. Source tRNA - This is the name of the tRNA from which the tDR is derived. tRNA names from Genomic tRNA Database are used. ④. Matching tRNA transcripts – If a tDR is mapped to multiple tRNA genes, an optional component with prefix "M" and the number of matching tRNAs will be added to the tDR name. ⑤. Variations – For a substitution, the annotation will include the base in tDR, the position of the substitution relative to the tDR, and the substituted base in the source tRNA. For an insertion, the annotation will include a prefix "I", followed by the position of the insertion relative to the tDR and the inserted base. For a deletion, the annotation will include a prefix "D", followed by the position before the deletion relative to the tDR and the deleted base from the source tRNA.

### **Reference:**

- 1 Hrabeta-Robinson, E., Marcus, E., Cozen, A. E., Phizicky, E. M. & Lowe, T. M. High-Throughput Small RNA Sequencing Enhanced by AlkB-Facilitated RNA de-Methylation (ARM-Seq). *Methods Mol Biol* **1562**, 231-243, doi:10.1007/978-1-4939-6807-7\_15 (2017).
- 2 Li, J. *et al.* Mir-30d Regulates Cardiac Remodeling by Intracellular and Paracrine Signaling. *Circ Res* **128**, e1-e23, doi:10.1161/CIRCRESAHA.120.317244 (2021).
- 3 Li, G. *et al.* Dysregulation of the SIRT1/OCT6 Axis Contributes to Environmental Stress-Induced Neural Induction Defects. *Stem Cell Reports* **8**, 1270-1286, doi:10.1016/j.stemcr.2017.03.017 (2017).

## SUPPLEMENTAL FIGURES

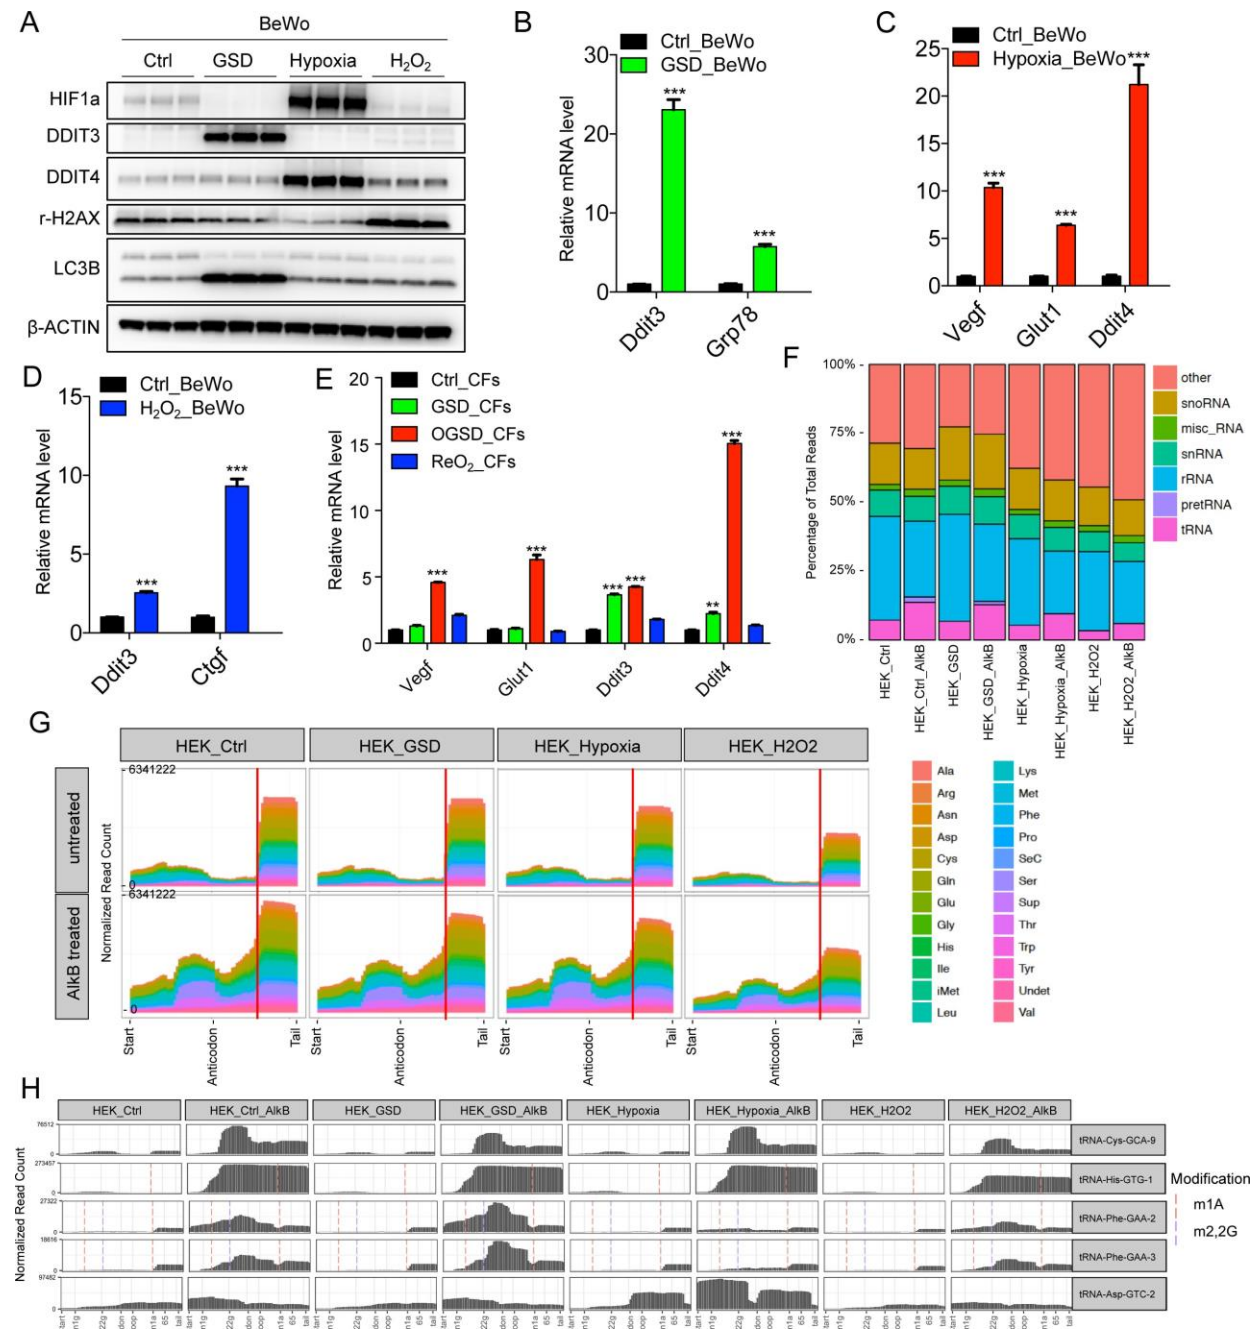

**Figure S1. The validations of in vitro stress response platforms and the advantages of ARM- seq**

**A.** Western blot validation of stress response in BeWo cells.

**B.** GSD induces Ddit3 and Grp78 expression in BeWo cells.

**C.** Hypoxia activates the expression of Ddit4 and angiogenesis-related genes, including Vegf and Glut1, in BeWo cells.

**D.** H<sub>2</sub>O<sub>2</sub> treatment increases the expression levels of Ddit4 and Ctgf in BeWo cells.

**E.** QPCR validation of different stress responses in CFs: GSD activated the expression level of Ddit3 and Ddit4; OGSD induced the levels of Vegf and Glut1; ReO<sub>2</sub> restored the levels of these genes induced by OGSD

**F.** AlkB treatment dramatically increases the proportion of tRNA reads.

**G.** AlkB treatment significantly elongates the read length of tRNA genes; red line indicates the m<sup>1</sup>A modification at position 58.

**H.** tRNA coverage plots show four representative tRNAs that could only be detected by ARM-seq but not regular small RNA-seq.

Data are shown as means  $\pm$  SEM of at least three independent experiments. The unpaired two-tailed Student's t test was used in (B) - (E). \*\*p < 0.01, \*\*\*p < 0.001 versus the control group.

A

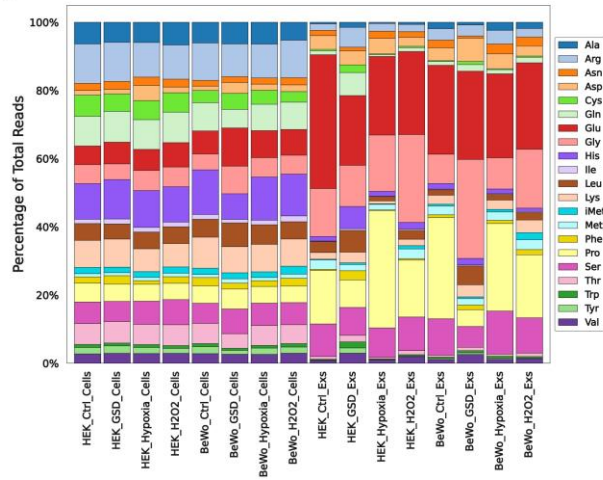

B

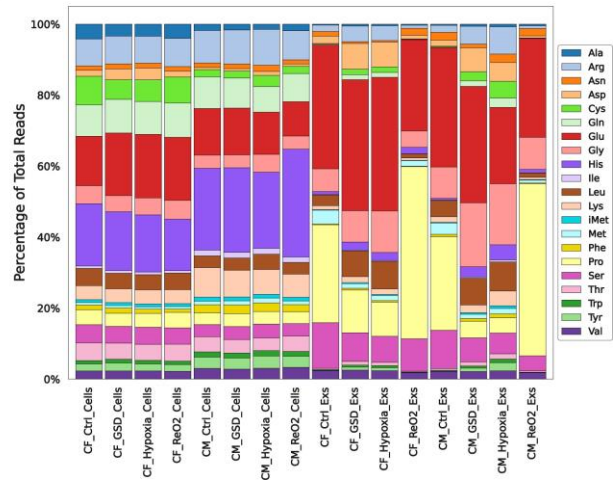

**Figure S2. The tRNA isotype compositions of all the profiled samples.**

Extracellular tDRs have isotype preferences from tRNA-Glu, tRNA-Gly and tRNA-Pro that are distinct from intracellular tDRs in both human (A) and rat (B) samples.

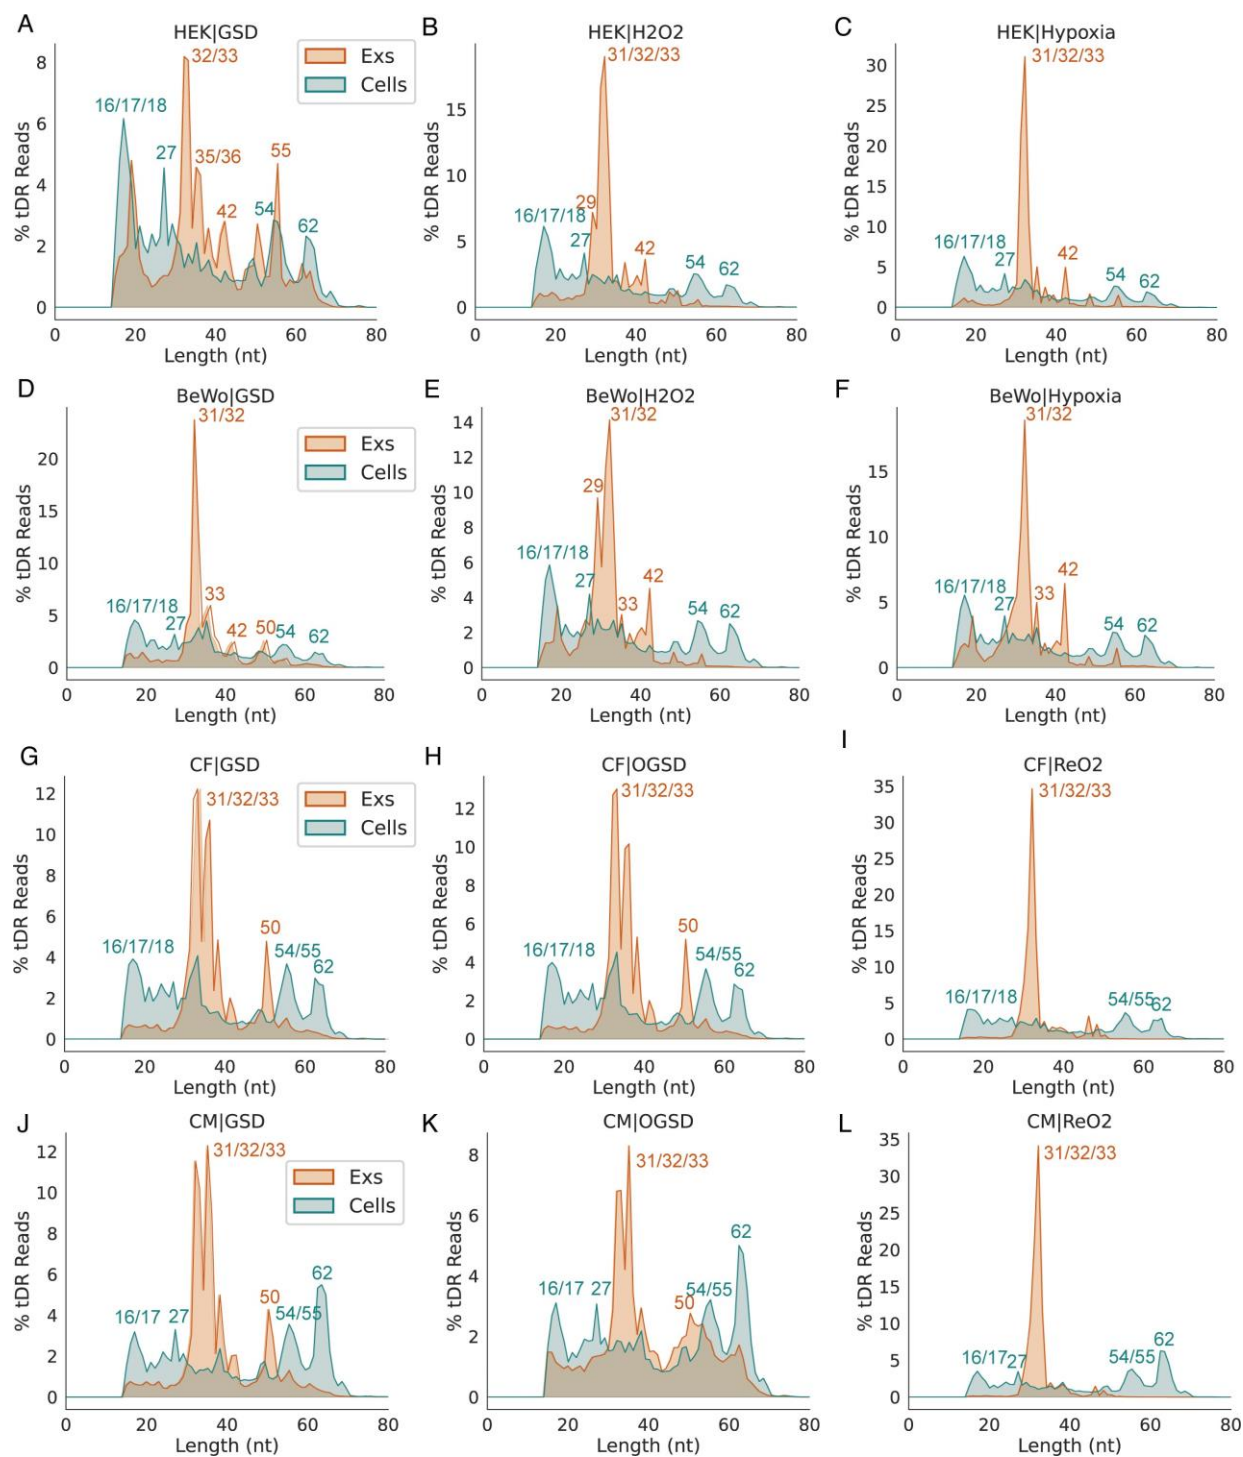

**Figure S3. Extracellular tDRs are predominantly 31-35 nts length in both human and rat samples upon different stress treatments.**

**A-C.** The length distribution plots of intracellular tDRs and extracellular tDRs during GSD (A), hypoxia (B) and H<sub>2</sub>O<sub>2</sub> (C) treatment in HEK cells.

**D-F.** The length distribution plots of intracellular tDRs and extracellular tDRs during GSD (D),

hypoxia (E) and  $\text{H}_2\text{O}_2$  (F) treatment in BeWo cells.

**G-I.** The length distribution plots of intracellular tDRs and extracellular tDRs during GSD (G), hypoxia (H) and  $\text{ReO}_2$  (I) treatment in CF cells.

**J-L.** The length distribution plots of intracellular tDRs and extracellular tDRs during GSD (J), hypoxia (K) and  $\text{ReO}_2$  (L) treatment in CM cells.

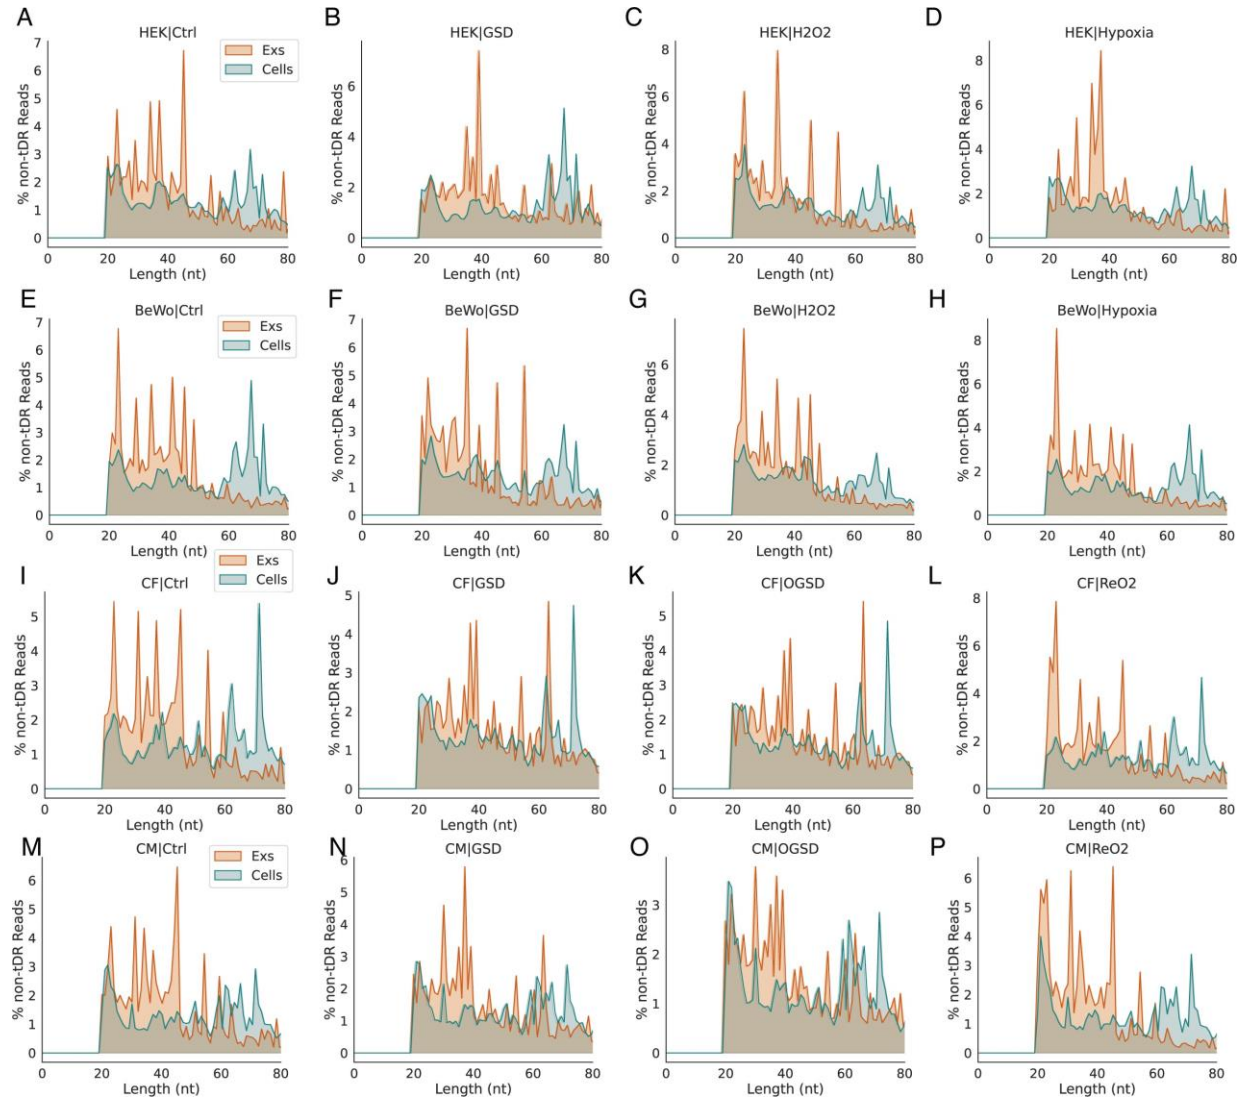

**Figure S4. Other extracellular small RNA species do not have obvious length preference. A-D.** The length distribution plots of intracellular and extracellular other small RNA species at baseline (A) and during GSD (B), hypoxia (C) and H<sub>2</sub>O<sub>2</sub> (D) treatment in HEK cells. **E-H.** The length distribution plots of intracellular and extracellular other small RNA species at baseline (E) and during GSD (F), hypoxia (G) and H<sub>2</sub>O<sub>2</sub> (H) treatment in BeWo cells. **I-L.** The length distribution plots of intracellular and extracellular other small RNA species at baseline (I) and during GSD (J), hypoxia (K) and ReO<sub>2</sub> (L) treatment in CF cells. **M-P.** The length distribution plots of intracellular and extracellular other small RNA species at baseline (M) and during GSD (N), hypoxia (O) and ReO<sub>2</sub> (P) treatment in CM cells.

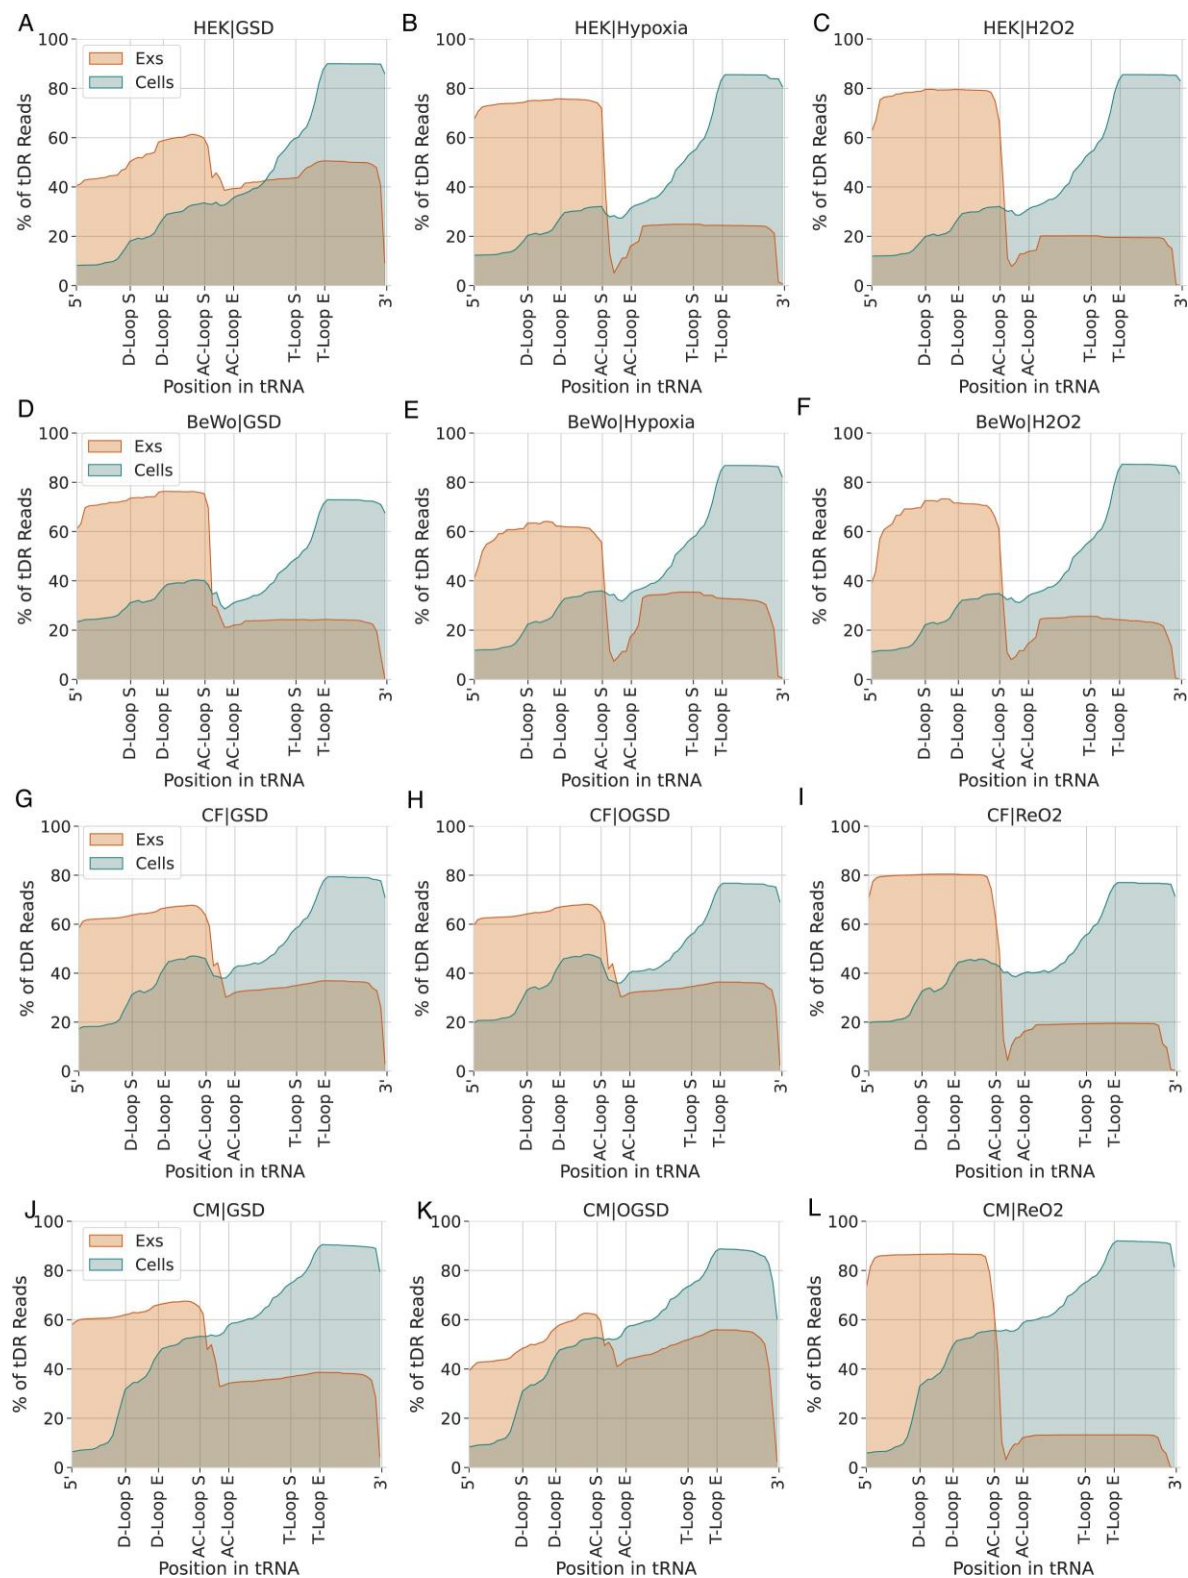

**Figure S5. Extracellular tDRs are mainly tRNA halves while intracellular tDRs are predominantly derived from 3' end of tRNAs with wide range of length.**

A-C. The coverage plots of intracellular tDRs and extracellular tDRs during GSD (A), hypoxia (B)

and  $\text{H}_2\text{O}_2$  (C) treatment in HEK cells.

**D-F.** The coverage plots of intracellular tDRs and extracellular tDRs during GSD (D), hypoxia (E) and  $\text{H}_2\text{O}_2$  (F) treatment in BeWo cells.

**G-I.** The coverage plots of intracellular tDRs and extracellular tDRs during GSD (G), hypoxia (H) and  $\text{ReO}_2$  (I) treatment in CF cells.

**J-L.** The coverage plots of intracellular tDRs and extracellular tDRs during GSD (J), hypoxia (K) and  $\text{ReO}_2$  (L) treatment in CM cells.

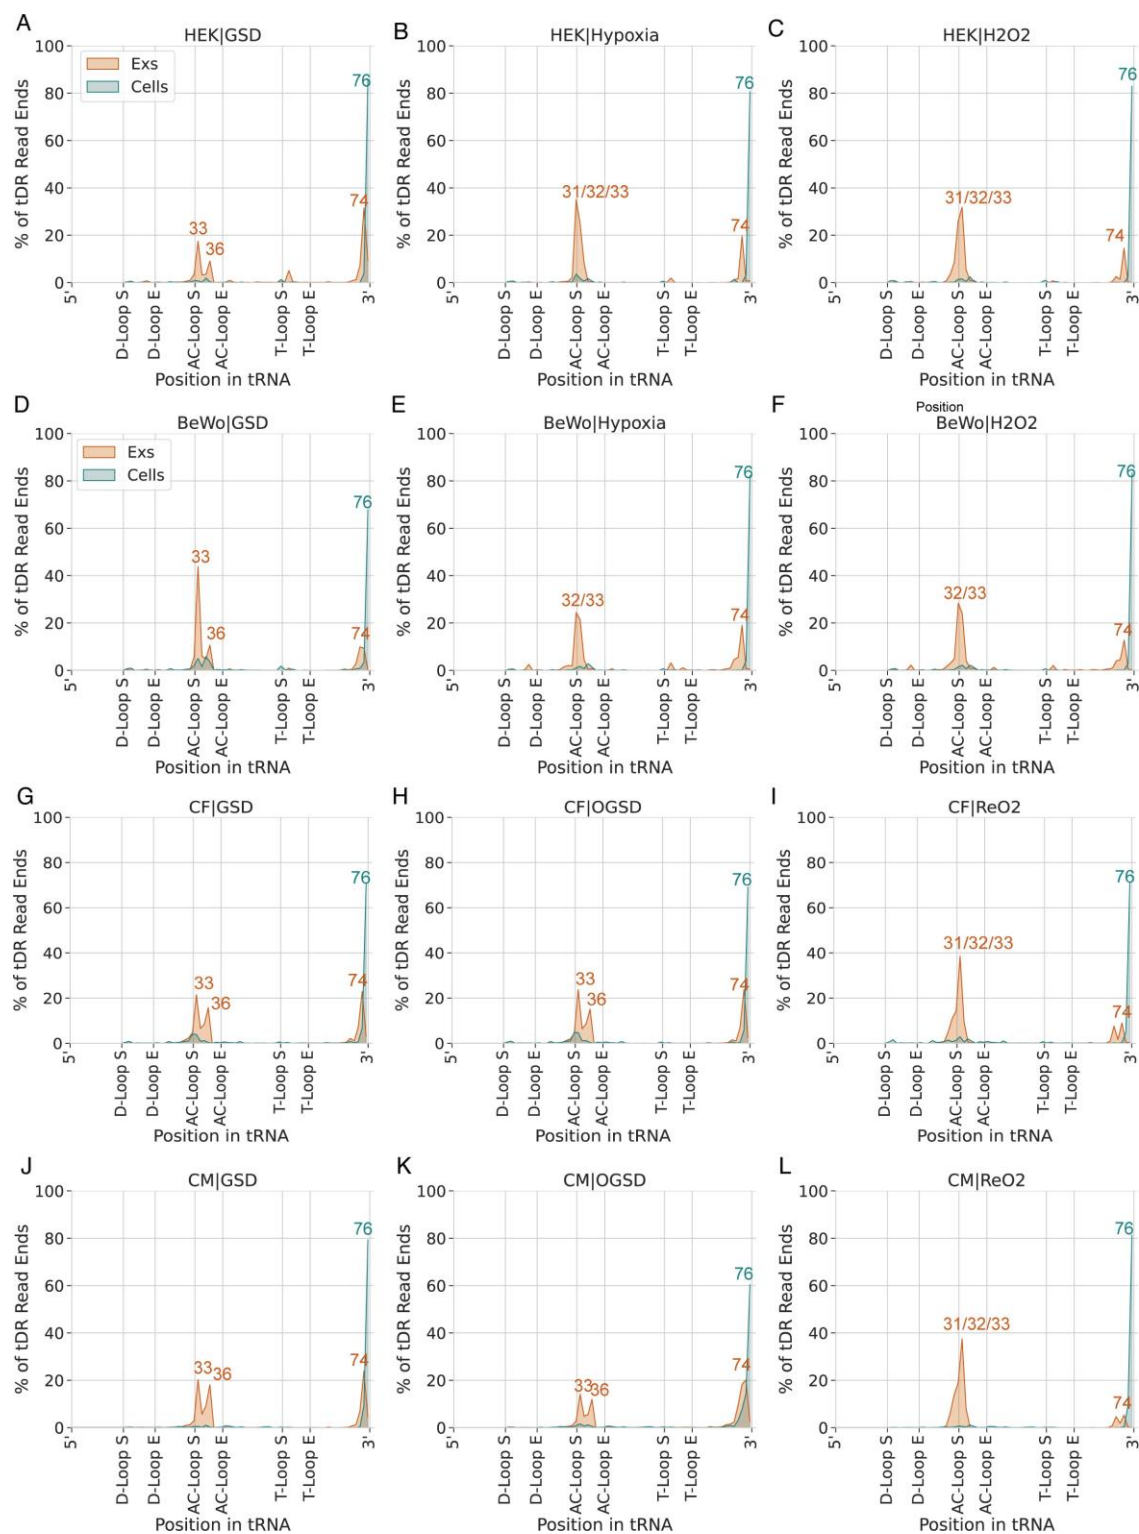

**Figure S6. Extracellular tDRs mainly terminate at either the anticodon loop or position 74 of tRNA genes while intracellular tDRs predominantly terminate at position 76 of tRNA genes.**

**A-C.** The end positions of intracellular tDRs and extracellular tDRs during GSD (A), hypoxia (B)

and  $\text{H}_2\text{O}_2$  (C) treatment in HEK cells.

**D-F.** The end positions of intracellular tDRs and extracellular tDRs during GSD (D), hypoxia (E) and  $\text{H}_2\text{O}_2$  (F) treatment in BeWo cells.

**G-I.** The end positions of intracellular tDRs and extracellular tDRs during GSD (G), hypoxia (H) and  $\text{ReO}_2$  (I) treatment in CF cells.

**J-L.** The end positions of intracellular tDRs and extracellular tDRs during GSD(J), hypoxia (K) and  $\text{ReO}_2$  (L) treatment in CM cells.

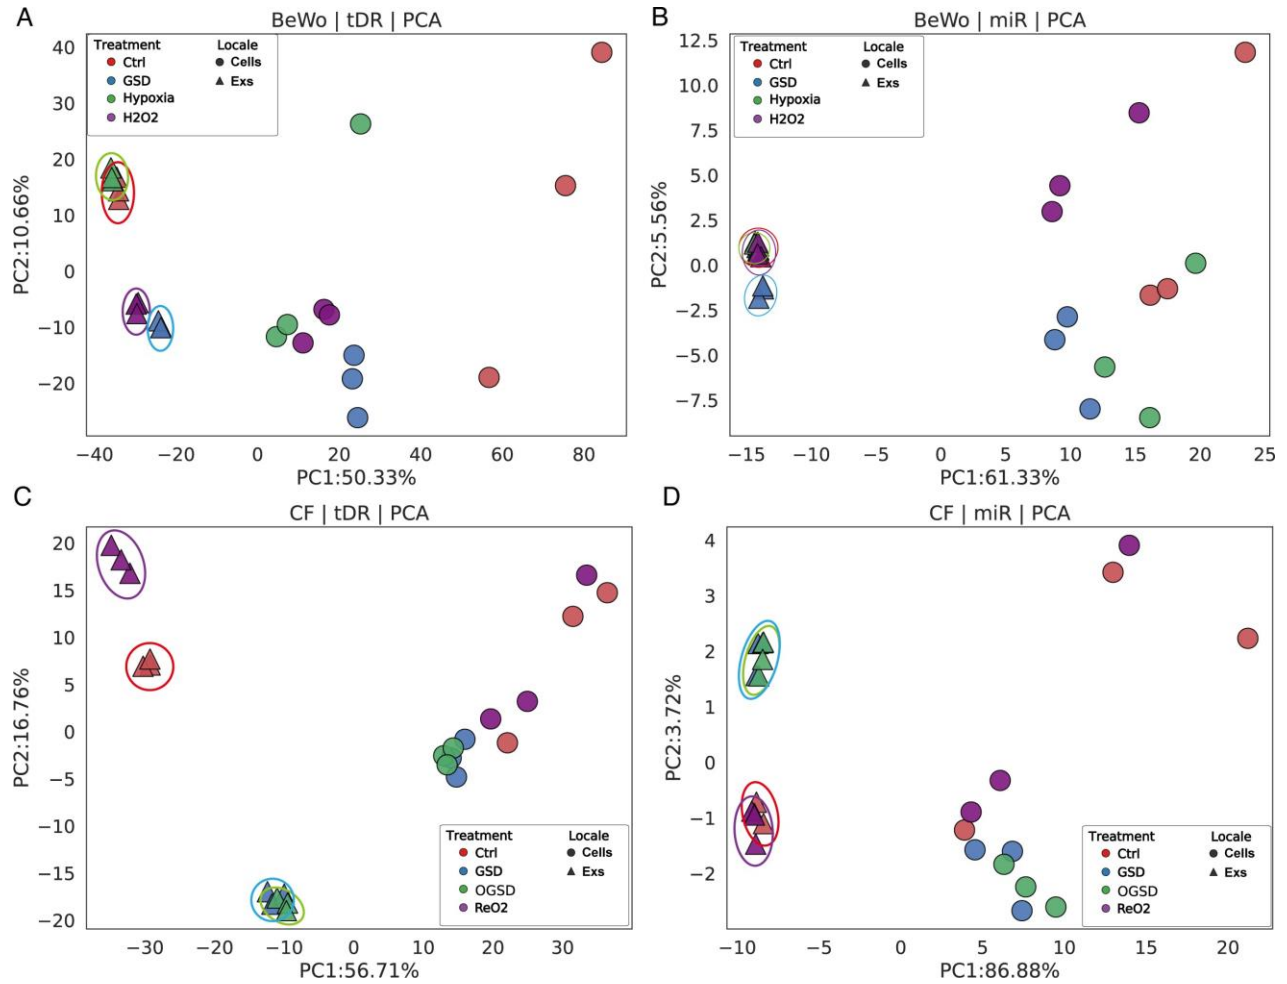

**Figure S7. PCA analyses based on tDR profiles get better resolution to distinguish different stress responses than those based on miRNA expressions.**

**A** and **B**. PCA analysis of expression values for tDR class (A) provides better resolution to distinguish the Exs samples (circled) derived from BeWo cells after different stress treatments than miRNA class (B).

**C** and **D**. PCA analysis of expression values for tDR class (C) provides better resolution to distinguish the Exs samples (circled) derived from CF cells after different stress treatments than miRNA class (D).

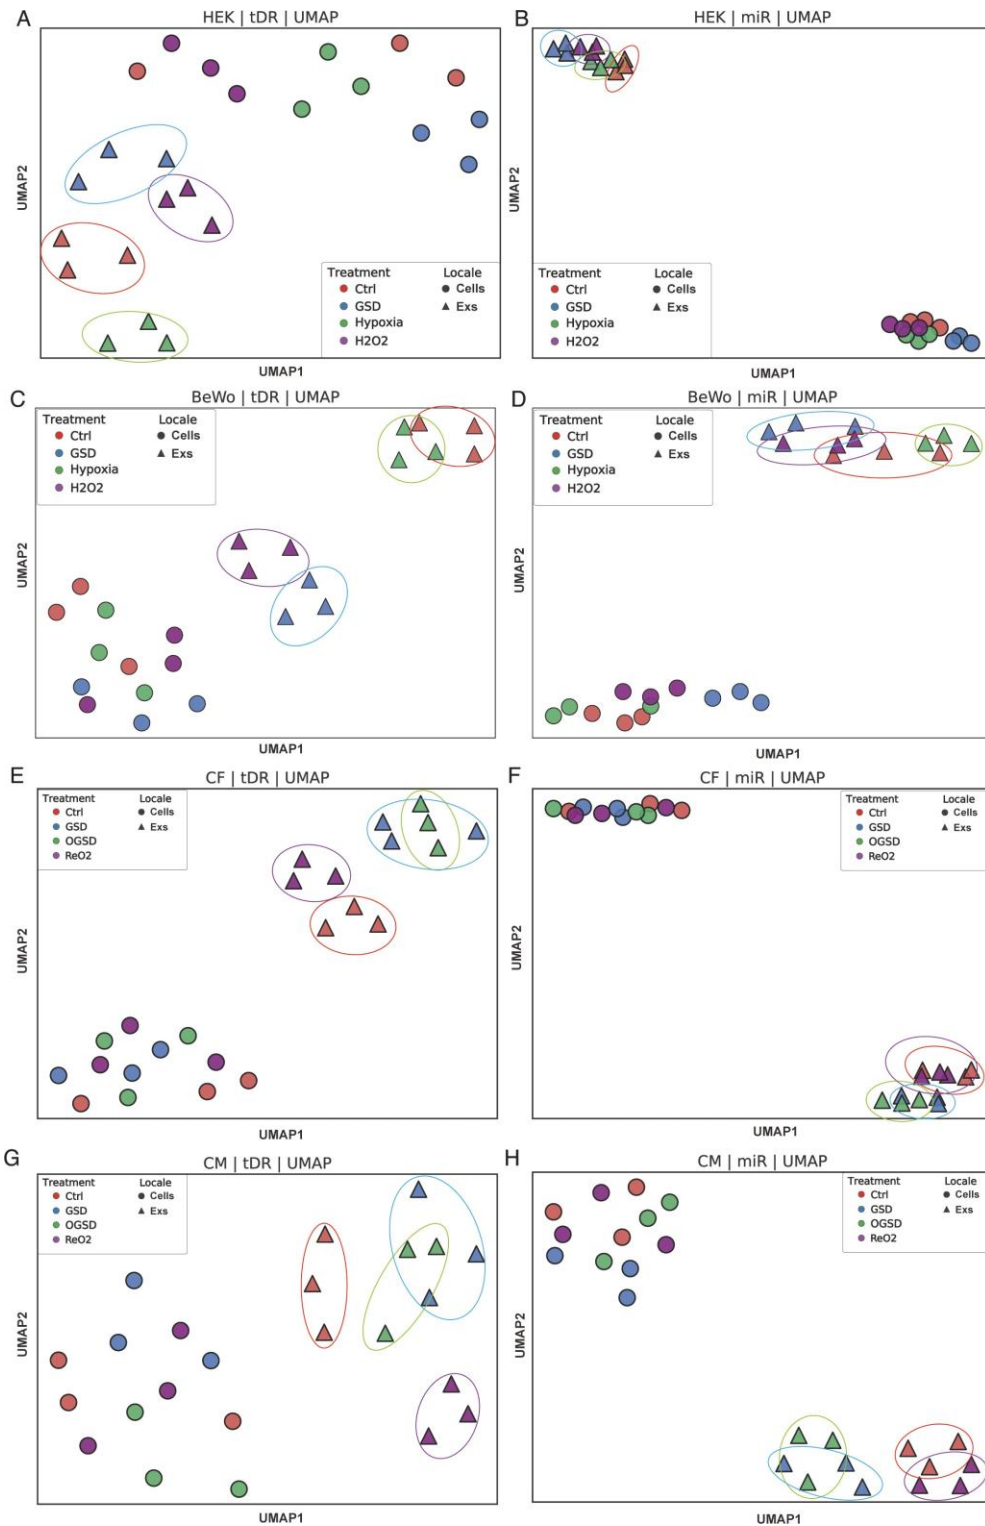

**Figure S8. UMAP projection analyses show that extracellular tDR signatures provide better resolution to distinguish different stress responses than extracellular miRNA signatures**

**A and B.** UMAP projection of expression values for tDR class (A) provides better resolution to distinguish different stress-specific Exs samples (circled) from HEK cells than miRNA class (B). **C and D.** UMAP projection of expression values for tDR class (C) provides better resolution to distinguish different stress-specific Exs samples (circled) from BeWo cells than miRNA class (D). **E and F.** UMAP projection of expression values for tDR class (E) provides better resolution to distinguish different stress-specific Exs samples (circled) from CF cells than miRNA class (F). **G and H.** UMAP projection of expression values for tDR class (G) provides better resolution to distinguish different stress-specific Exs samples (circled) from CM cells than miRNA class (H).

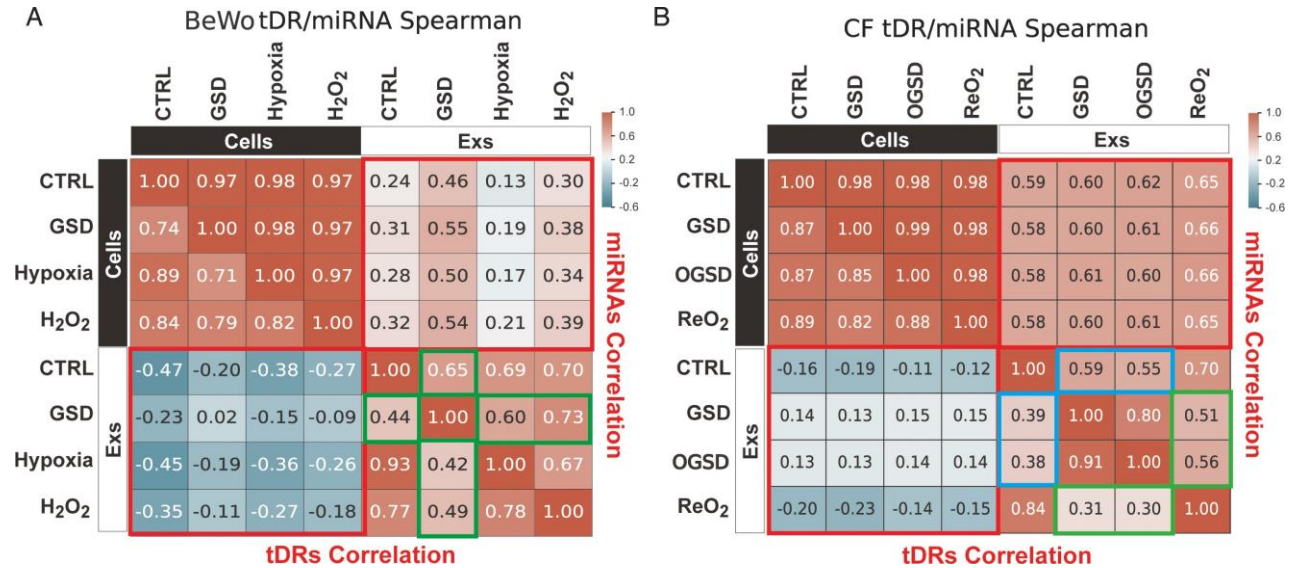

**Figure S9. Extracellular tDR expression landscapes show larger variance among different stress-treated samples than extracellular miRNAs**

**A.** Heatmaps of correlation coefficients (Spearman) for tDR class (left bottom) shows larger variance among different samples than miRNA class (right top) in BeWo cells.

**B.** Heatmaps of correlation coefficients (Spearman) for tDR class (left bottom) shows larger variance among different samples than miRNA class (right top) in CF cells.

Red boxes show the difference between intracellular samples and extracellular samples; blue boxes indicate the difference of extracellular samples between each stressor and control group; green boxes show the difference between different stressors.

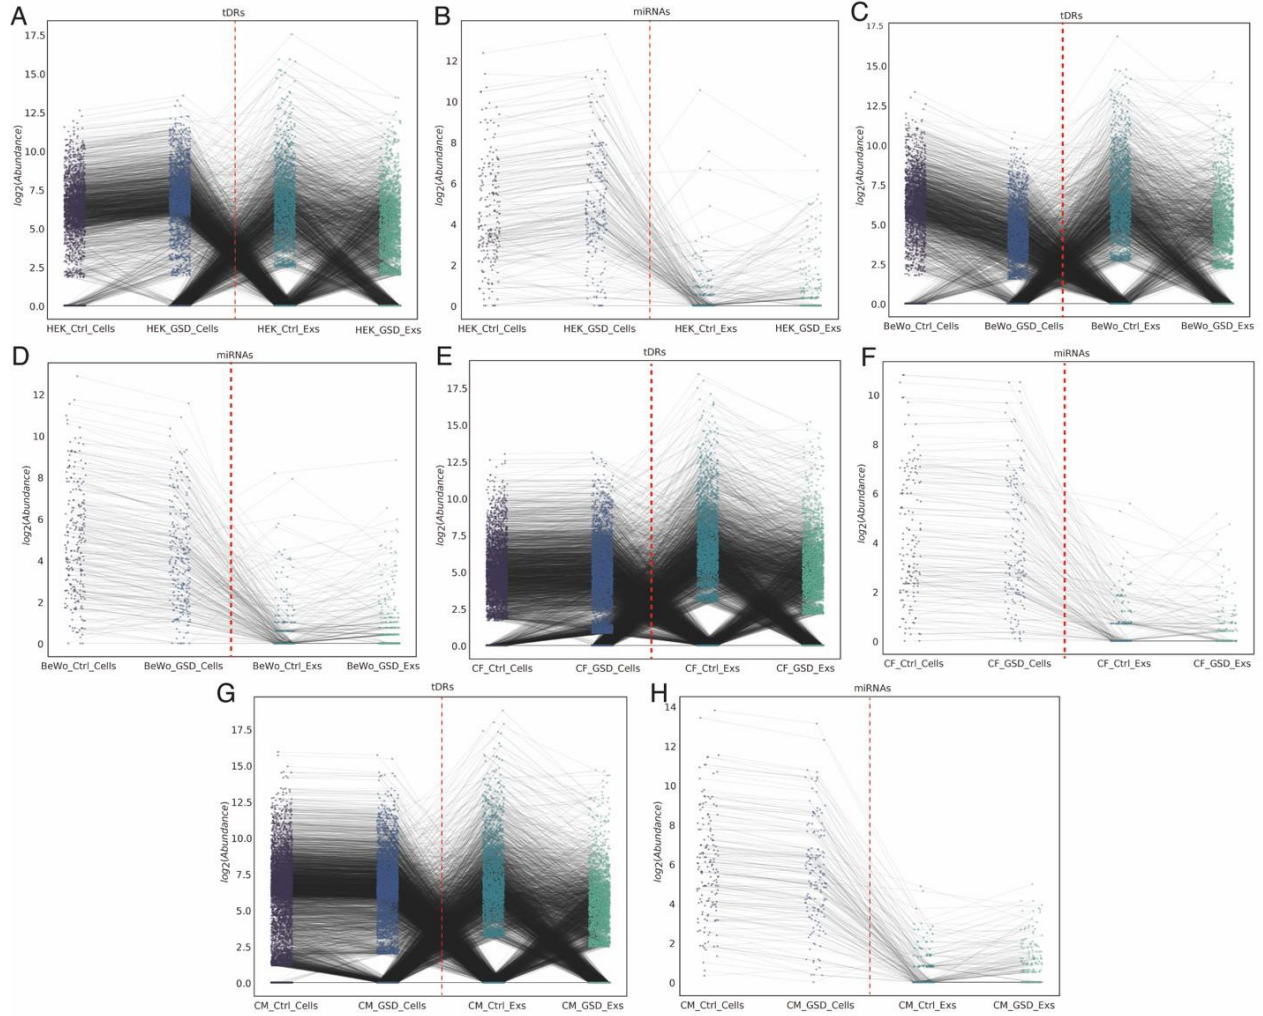

**Figure S10. Nutritional deprivation-shaped dynamic expression of cellular and extracellular tDRs and miRNAs**

**A and B.** Expression tracing plots reveal more robust changes in tDR expression (A) when compared with miRNA expression (B) in HEK cells during GSD treatment;

**C and D.** Expression tracing plots reveal more robust changes in tDR expression (C) when compared with miRNA expression (D) in BeWo cells during GSD treatment;

**E and F.** Expression tracing plots reveal more dynamic changes in tDR expression (E) when compared with miRNA expression (F) in CF cells during GSD treatment.

**G and H.** Expression tracing plots reveal more dynamic changes in tDR expression (G) when compared with miRNA expression (H) in CM cells during GSD treatment.

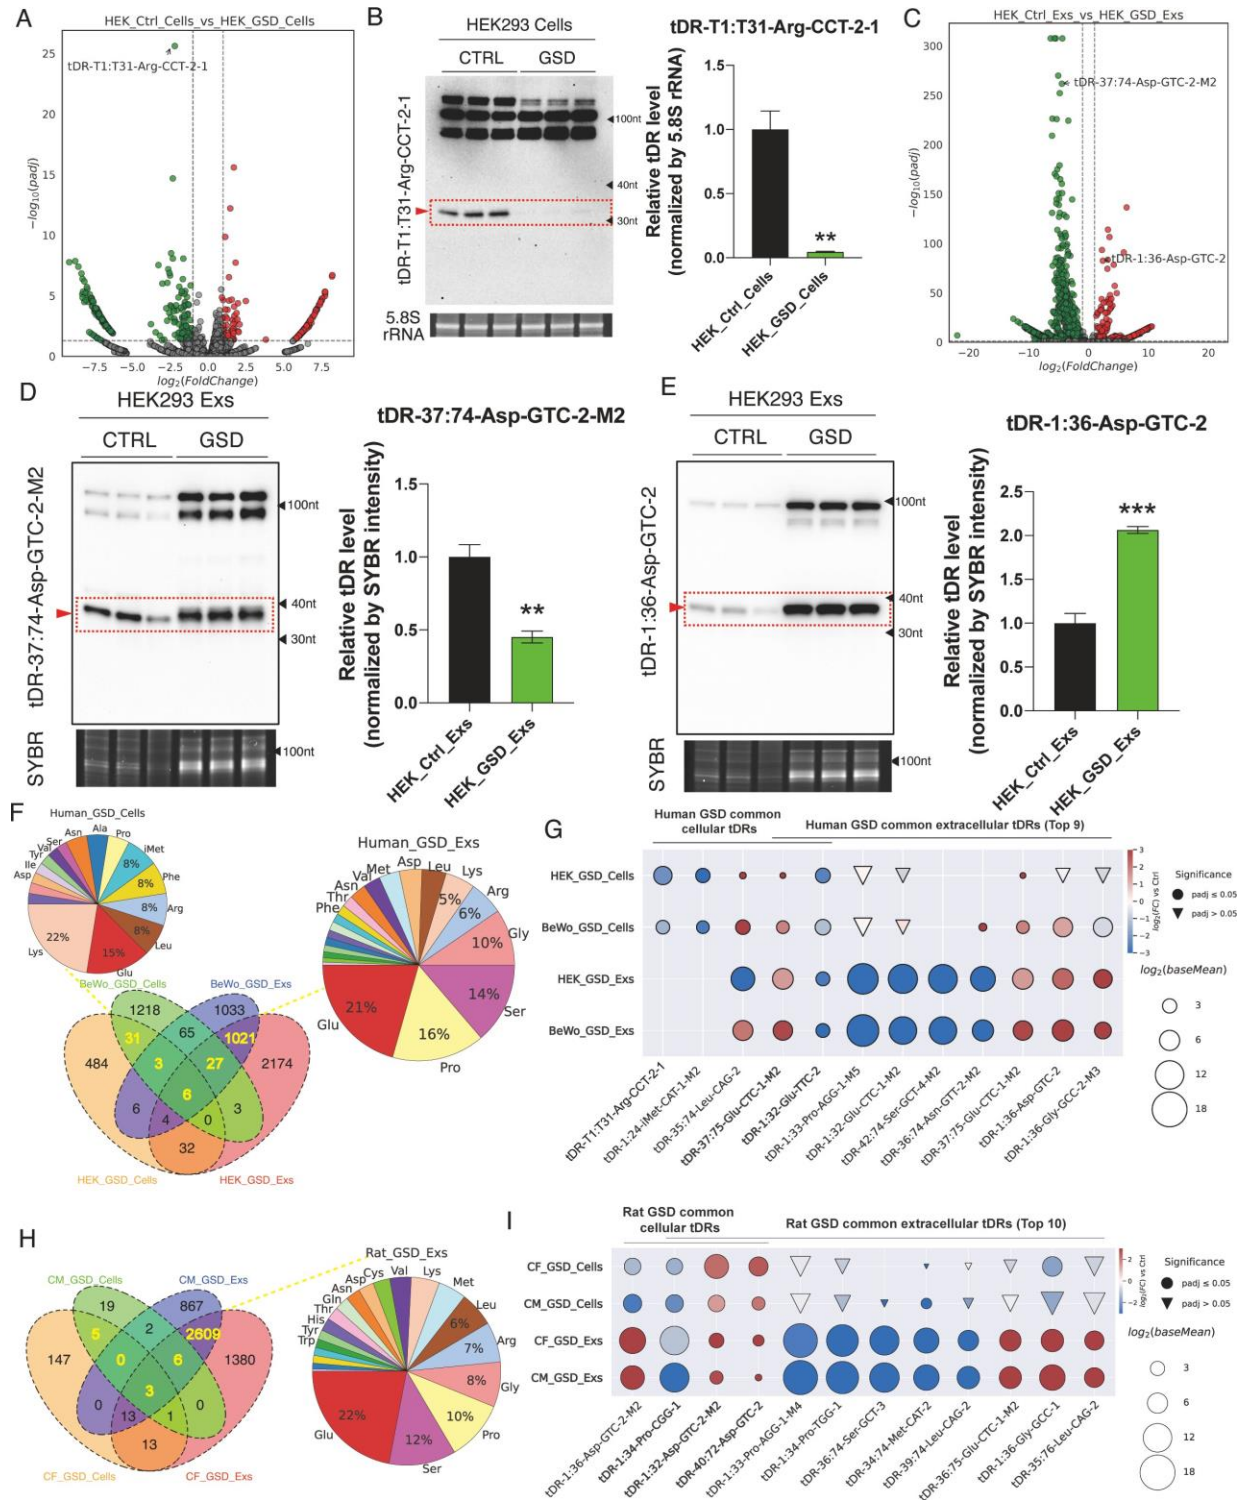

**Figure S11. Nutritional deprivation-shaped cellular and extracellular tDR signatures**

A. Volcano plot shows the differentially expressed tDRs in HEK cells after GSD treatment.

- B.** Northern blot validation of the downregulation of tDR-73i1:T19-Arg-CCT-2-1 after GSD treatment in HEK cells.
- C.** Volcano plot shows the differentially expressed tDRs in the HEK cell-derived Exs after GSD treatment.
- D and E.** Northern blot validation of the downregulation of tDR-37:74-Asp-GTC-2-M2 (D) and the upregulation of tDR-1:36-Asp-GTC-2 in HEK cell-derived Exs after GSD treatment.
- F.** The number and parent tRNA isotype distribution of the cellular and extracellular tDRs that were regulated by GSD in both HEK and BeWo.
- G.** The most significant cellular and extracellular tDRs that were regulated by GSD in both HEK and BeWo.
- H.** The number and parent tRNA isotype distribution of the cellular and extracellular tDRs that were regulated by GSD in both CF and CM.
- I.** The most significant cellular and extracellular tDRs that were regulated by GSD in both CF and CM.

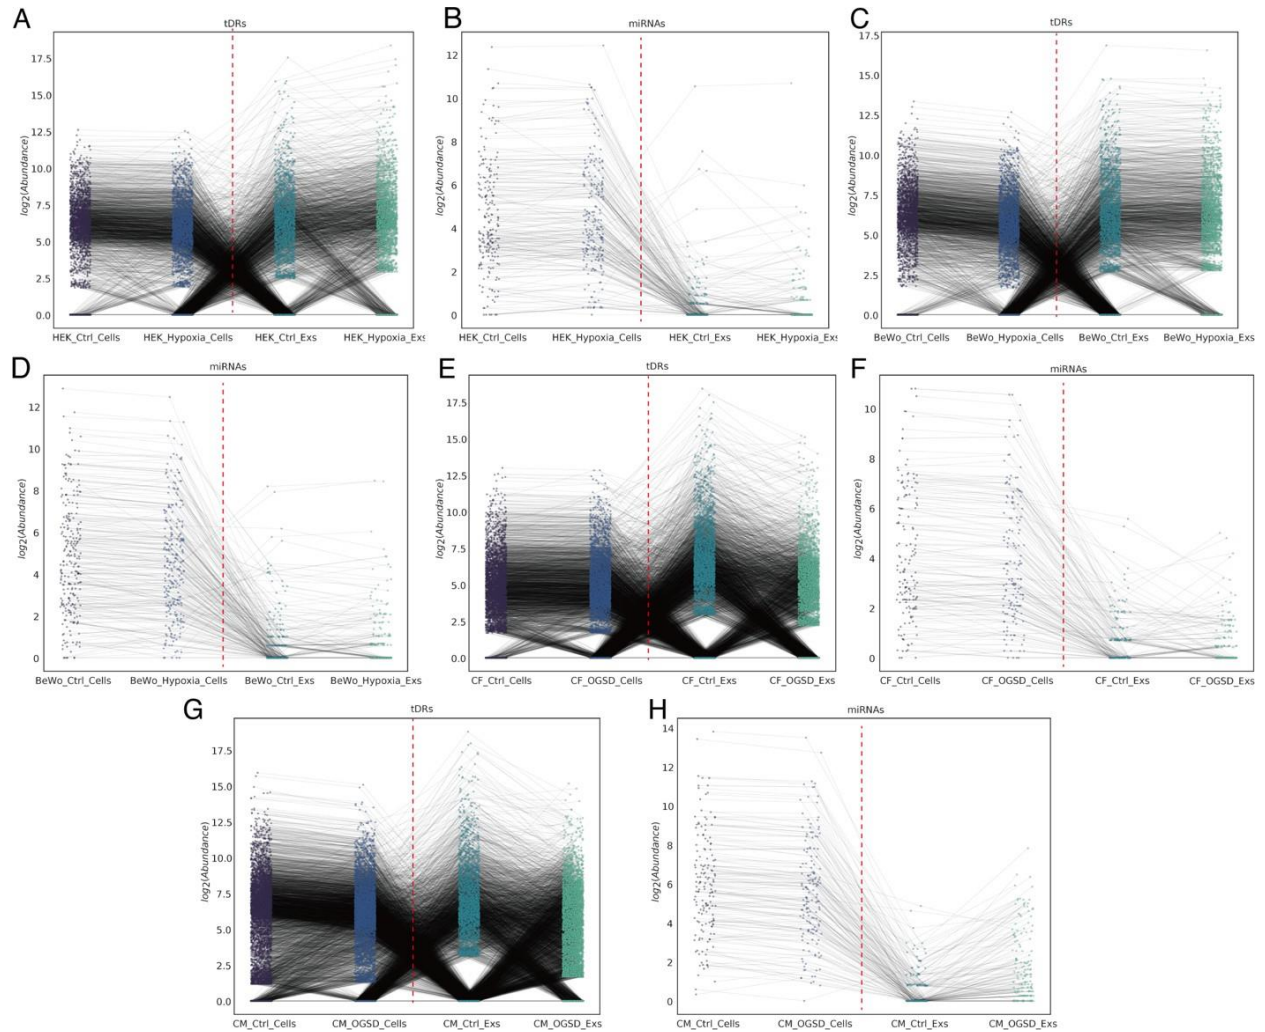

**Figure S12. Hypoxia-shaped dynamic expression of cellular and extracellular tDRs and miRNAs**

**A** and **B**. Expression tracking plots reveal more robust changes in tDR expression (**A**) when compared with miRNA expression (**B**) in HEK cells during hypoxia treatment;

**C** and **D**. Expression tracking plots reveal more robust changes in tDR expression (**C**) when compared with miRNA expression (**D**) in BeWo cells during hypoxia treatment;

**E** and **F**. Expression tracking plots reveal more robust changes in tDR expression (**E**) when compared with miRNA expression (**F**) in CM cells during hypoxia treatment;

**G** and **H**. Expression tracking plots reveal more dynamic changes in tDR expression (**G**) when compared with miRNA expression (**H**) in CF cells during hypoxia treatment.

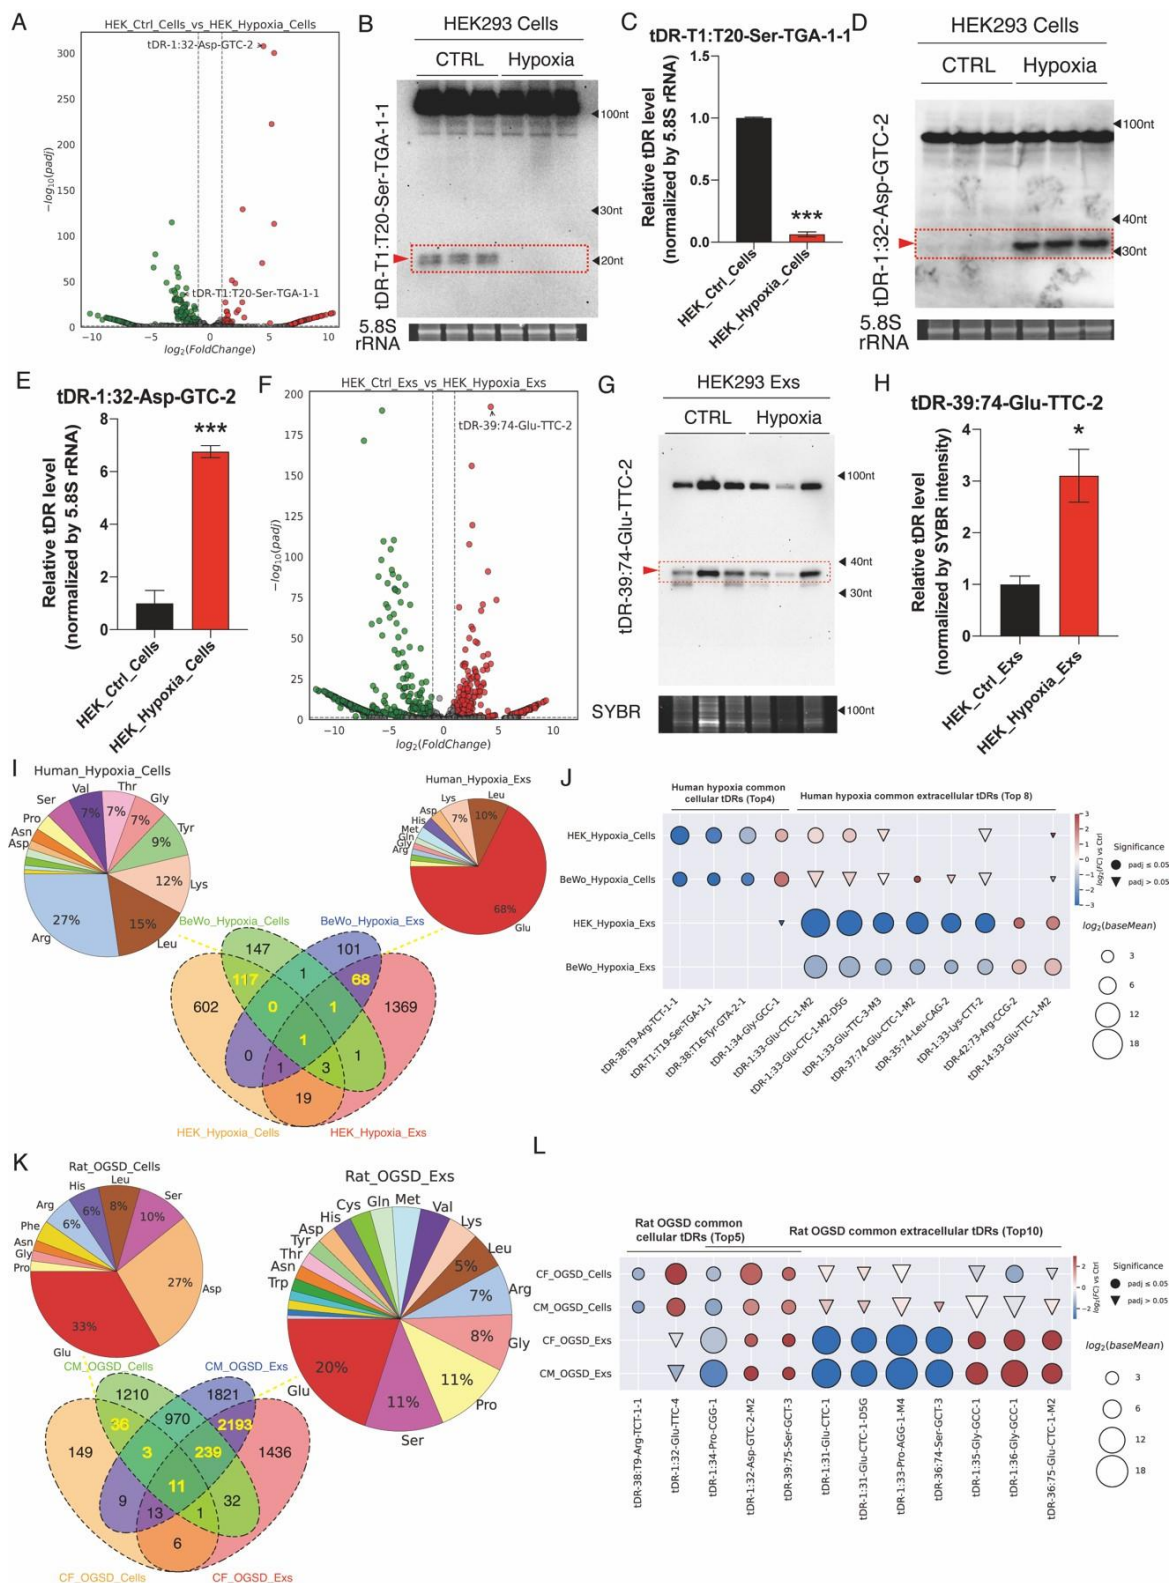

**Figure S13. Hypoxia-shaped cellular and extracellular tDR signatures**

**A.** Volcano plot shows the differentially expressed tDRs in HEK cells after hypoxia treatment.

**B** and **C.** Northern blot validation of the downregulation of tDR-T1:T20-Ser-TGA-1-1 after hypoxia treatment in HEK cells.

**D and E.** Northern blot validation of the upregulation of tDR-1:32-Asp-GTC-2 after hypoxia treatment in HEK cells.

**F.** Volcano plot shows the differentially expressed tDRs in the HEK cell-derived Exs after hypoxia treatment.

**G and H.** Northern blot validation of the upregulation of tDR-39:74-Glu-TTC-2 in the HEK cell-derived Exs after hypoxia treatment.

**I.** The number and parent tRNA isotype distribution of the cellular and extracellular tDRs that were regulated by hypoxia in both HEK and BeWo.

**J.** The most significant cellular and extracellular tDRs that were regulated by hypoxia in both HEK and BeWo.

**K.** The number and parent tRNA isotype distribution of the cellular and extracellular tDRs that were regulated by OGSD in both CF and CM.

**L.** The most significant cellular and extracellular tDRs that were regulated by OGSD in both CF and CM.

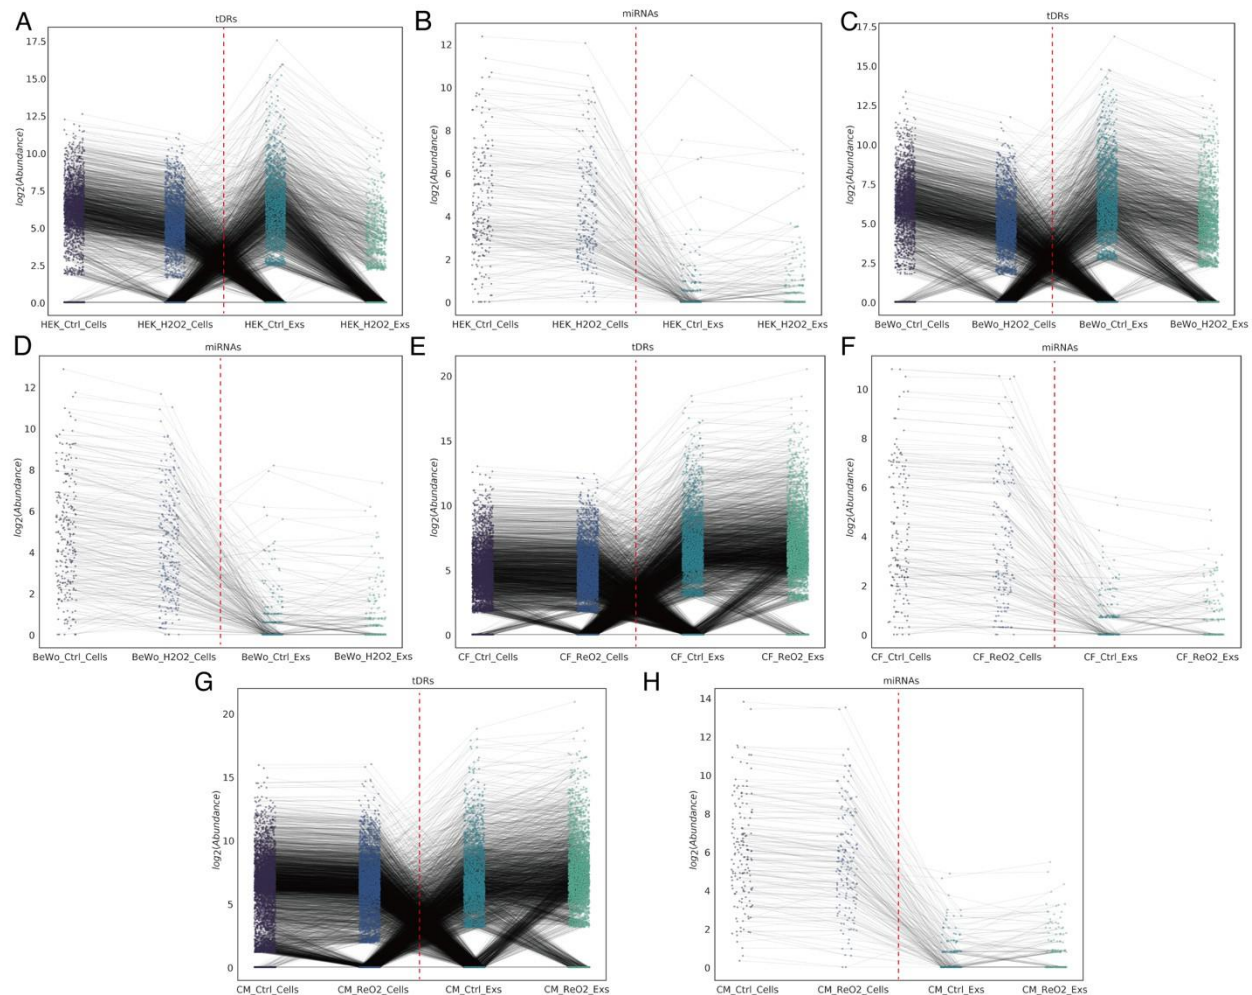

**Figure S14. Oxidative stress-shaped dynamic expression of cellular and extracellular tDRs and miRNAs**

**A and B.** Expression tracking plots reveal more robust changes in tDR expression (A) when compared with miRNA expression (B) in HEK cells during H<sub>2</sub>O<sub>2</sub> treatment;

**C and D.** Expression tracking plots reveal more robust changes in tDR expression (C) when compared with miRNA expression (D) in BeWo cells during H<sub>2</sub>O<sub>2</sub> treatment;

**E and F.** Expression tracking plots reveal more robust changes in tDR expression (E) when compared with miRNA expression (F) in CM cells during ReO<sub>2</sub> treatment;

**G and H.** Expression tracking plots reveal more dynamic changes in tDR expression (G) when compared with miRNA expression (H) in CF cells during ReO<sub>2</sub> treatment.

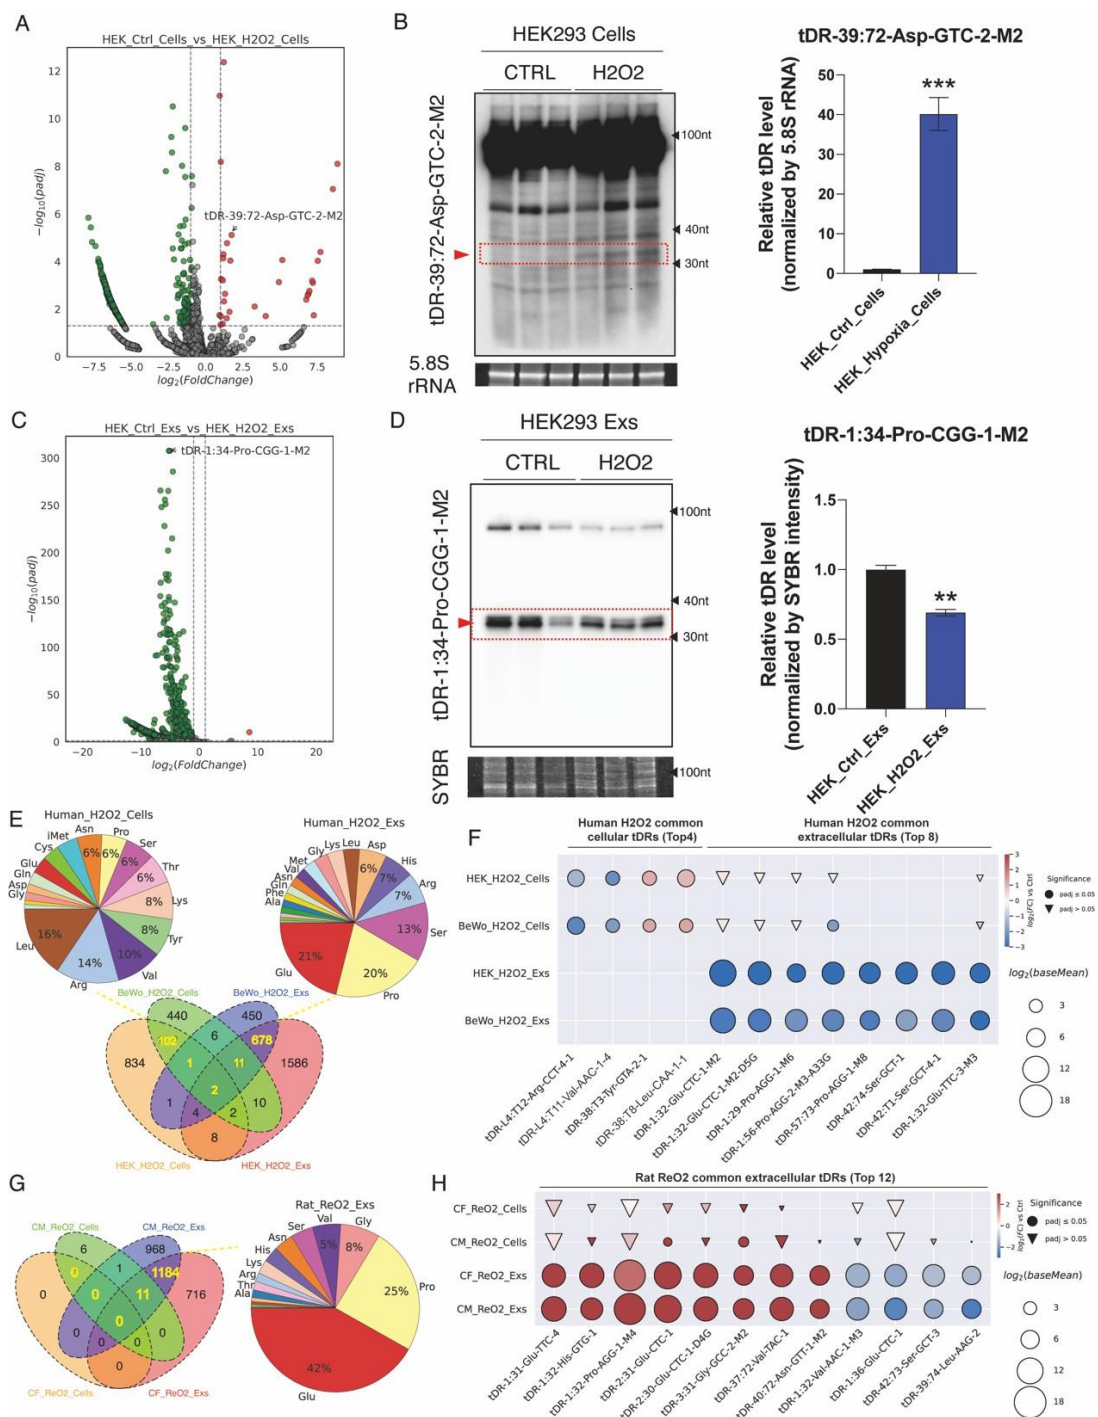

**Figure S15. Oxidative stress-shaped cellular and extracellular tDR signatures**

- A.** Volcano plot shows the differentially expressed tDRs in HEK cells after H<sub>2</sub>O<sub>2</sub> treatment.
- B.** Northern blot validation of the upregulation of tDR-39:72-Asp-GTC-2-M2 after H<sub>2</sub>O<sub>2</sub> treatment in HEK cells.
- C.** Volcano plot shows the differentially expressed tDRs in the HEK cell-derived Exs after H<sub>2</sub>O<sub>2</sub> treatment.

- D.** Northern blot validation of the downregulation of tDR-1:34-Pro-CGG-1-M2 in the HEK cell-derived Exs after H<sub>2</sub>O<sub>2</sub> treatment.
- E.** The number and parent tRNA isotype distribution of the cellular and extracellular tDRs that were regulated by H<sub>2</sub>O<sub>2</sub> in both HEK and BeWo.
- F.** The most significant cellular and extracellular tDRs that were regulated by H<sub>2</sub>O<sub>2</sub> in both HEK and BeWo cells.
- G.** The number and parent tRNA isotype distribution of the cellular and extracellular tDRs that were regulated by ReO<sub>2</sub> in both CF and CM.
- H.** The most significant cellular and extracellular tDRs that were regulated by ReO<sub>2</sub> in both CF and CM.

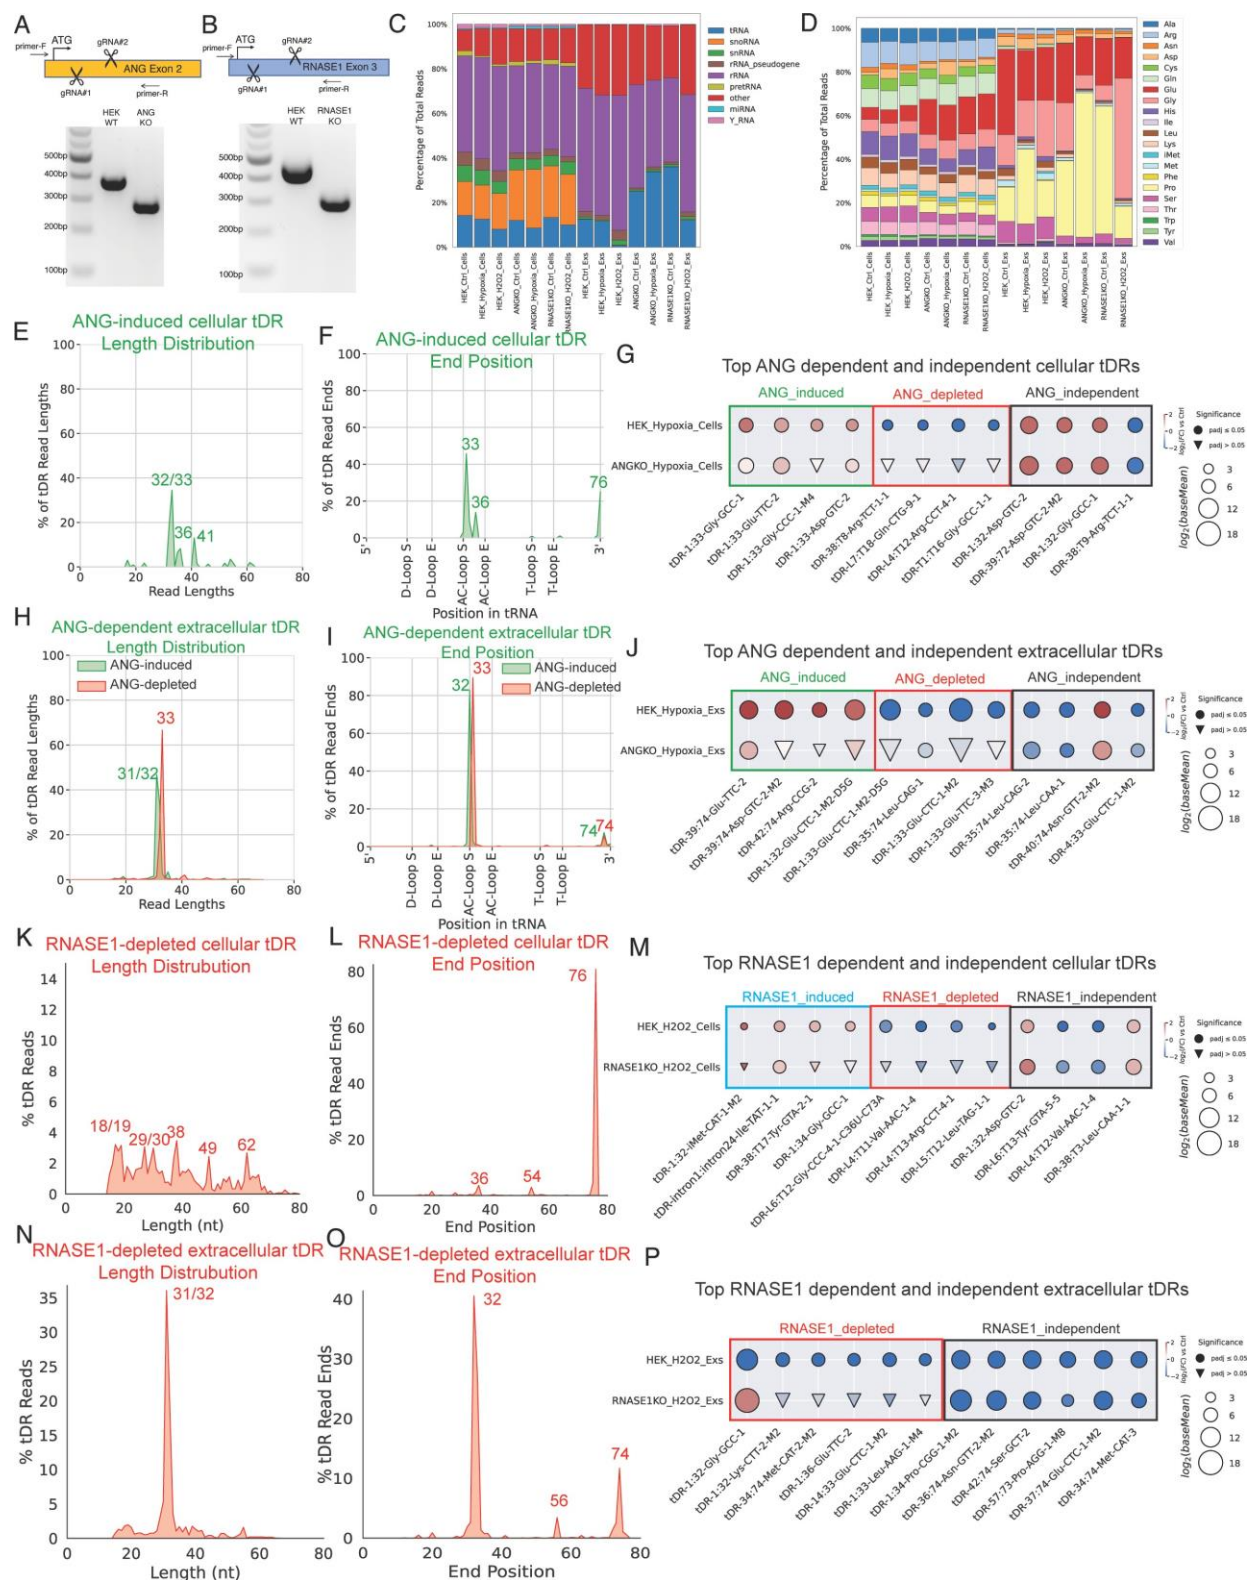

**Figure S16. ANG and RNASE1 are critically involved in stress-modulated cellular and extracellular tDR signatures.**

**A.** Genomic DNA PCR validation of the ANG-knockout monoclonal HEK cells.

**B.** Genomic DNA PCR validation of the RNASE1-knockout monoclonal HEK cells.

- C.** Both ANG and RNASE1 knockout significantly increased the tRNA/tDR reads in the extracellular samples but not in cellular samples.
- D.** ANG and RNASE1 knockout dramatically changed the proportion of tRNA-Gly, tRNA-Pro, and tRNA-Ser in the Exs samples.
- E.** Length distribution of ANG-induced cellular tDRs.
- F.** End positions of ANG-induced cellular tDRs.
- G.** The top 4 most significant hypoxia-regulated cellular tDRs that are generated by ANG (green box), are targeted for degradation by ANG (red box), and are independent of ANG (black box).
- H.** Length distribution of ANG-induced and ANG-depleted extracellular tDRs.
- I.** End positions of ANG-induced and ANG-depleted extracellular tDRs.
- J.** The top 4 most significant hypoxia-regulated extracellular tDRs that are generated by ANG (green box), are targeted for degradation by ANG (red box), and are independent of ANG (black box).
- K.** Length distribution of RNASE1-depleted cellular tDRs.
- L.** End positions of RNASE1-depleted cellular tDRs.
- M.** The top 4 most significant H<sub>2</sub>O<sub>2</sub>-regulated cellular tDRs that are generated by RNASE1 (blue box), are targeted for degradation by RNASE1 (red box), and are independent of RNASE1 (black box).
- N.** Length distribution of RNASE1-depleted extracellular tDRs.
- O.** End positions of RNASE1-depleted extracellular tDRs.
- P.** The top 4 most significant H<sub>2</sub>O<sub>2</sub>-regulated extracellular tDRs that targeted for degradation by RNASE1 (red box), and are independent of RNASE1 (black box).

How the deposited data were processed for this re-analysis (not part of the article)

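Small RNA was sequenced with ARM-seq from HEK293 cells and their Exs in 10 groups of 3 libraries, 30 libraries in all. These are ANGKO cells and Exs without treatment and under hypoxia, RNASE1KO cells and Exs without treatment and with H2O2, and untreated Exs of AGO2KO and wild-type cells. The deposited signal is a table of 26018 tDR names with 1 column of normalized reads per library, made by the authors as follows. Reads were trimmed and merged with SeqPrep, aligned to the tRAX hg38 reference with Bowtie2 with up to 100 alignments per read, and named with tDRnamer. The authors then divided the read counts by size factors of DESeq2. The paper states a filter against sequencing artifacts and degradation products by a cutoff across replicates, and its value was not found in the methods. Versions of these tools were not found in the methods. Every value above 0 is a whole multiple of 1 step per library, and the lowest value in every library is 11 steps, so that 10 or fewer reads are listed as 0. Of the names, 4736 are at 0 in all 30 libraries. All value columns were used.

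The reads on the listed tDRs were 505247 to 993395 per library in cells and 352626 to 4537463 in Exs. These are the depth behind the tDR values and not the full depth of the libraries. The floor of 11 reads corresponds to 5.59 to 8.57 normalized reads in cells and to 9.35 to 16.7 in Exs, and a difference below it was not detectable. The size factors left the totals unequal, from 301946 to 622025 in cells and from 535408 to 5636736 in Exs.

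Samples were grouped by their labels and by the paper, before the data were examined. Each comparison was fitted in limma 3.58.1 under R 4.3.3 (empirical Bayes with trend and robust options) on log2 of the value plus a pseudocount of 1. It used only the 2 groups compared and the tDRs with a mean of at least 5. Adjusted p-values are Benjamini-Hochberg values over the tDRs tested, and the threshold was 0.05, the criterion the paper states. Count tests were planned for the case that whole reads could be recovered, and were not run. Every listed value converts to whole reads (100%), but 10 or fewer reads are listed as 0, so that the reads of low tDRs are not recovered. The size of the effect of this choice was not tested. Lists of tDRs that changed in wild-type libraries were taken from the paper's supplementary tables and followed in the knockouts, counting as left over those not called in the same direction. The lists were tested as sets with camera and fry of limma, adjusted over the 6 lists. The correlation between tDRs in camera was its preset one and was not estimated, so its p can be too small. All 6 calls held under both, but fry tests against no change and not against the other tDRs, so it does not tell a list apart from a shift of all tDRs. Shares of isotypes and end positions were computed as percent of summed normalized reads, and compared with two-sided exact permutation tests in scipy 1.17.1, with numpy 2.4.6, pandas 2.3.3 and python 3.11.15. With 3 libraries against 3 the smallest value such an exact permutation test can give is 0.1.

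Mature and precursor tRNAs were told apart by the name. Positions in the leader, trailer or an intron, or a name that gives a single gene copy, were counted as pre-tRNA. End positions are those of the names, since sequences were not used here. Of the 26018 names, 10934 match more than 1 tRNA, so that the parent tRNA of such a name is not unique, and 43.9% of the names carry a mismatch. The named tDRs are those shown in the paper's text, Figure 7J and Figure S16, and the pair with the highest mean among the tDRs past the threshold in each direction. This rule was written before the data were examined.

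The fits were tested on simulated data with 200 tDRs changed by a factor of 4. With the means and spread of ANGKO cells, 184 of the 200 (92.0%) were recovered among 6677 tDRs, and with those of ANGKO Exs 153 (76.5%) among 3703. For the difference between compartments 183 (91.5%) were recovered among 586. That simulation held only tDRs above 0 in both compartments. Of the tDRs with a different response in the real data, 93.4% in ANGKO and 91.8% in RNASE1KO were at 0 in every library of 1 compartment. The simulation does not cover these. Unchanged tDRs made up 1.6%, 1.3% and 3.2% of the calls.

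The alternatives were equal totals, a pseudocount of 10, no filter, a minimum mean of 20, a spread shared by all groups of a compartment, the replicate number as a block, names with a mismatch summed onto the exact name, an added minimum of 1 in absolute log2 fold change, and leaving out each library. Scaling by the median of the tDR ratios and a floor shared by the compared libraries were added after the data were examined, as were the comparisons of the ANGKO and RNASE1KO controls under leave-one-out and the ratio of end positions 32 and 33. The wild-type libraries of the stress experiment, the other cell types and the plasma samples were not analysed here. The total share of tRNA reads per library was not computed, because it needs reads outside the table.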

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

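Apart from the counts for AGO2KO against wild type and the alternatives fixed before the data were examined, the tests here were post hoc. They were chosen after the results were seen.

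The response to stress differed between cells and Exs, by a test of the interaction of compartment and treatment. The test took all libraries as independent, although a library of cells and one of Exs can come from the same culture. In ANGKO, 3037 of 7844 tDRs had a different response to hypoxia in Exs than in cells (limma, adjusted p under 0.05), 2061 of them higher in Exs and 976 lower. In RNASE1KO, 4073 of 7922 had a different response to H2O2, 2254 higher and 1819 lower. With equal totals the higher and lower tDRs were 912 and 2128 in ANGKO and 1231 and 996 in RNASE1KO, so the balance of directions depends on the scaling. Chance division of the libraries does not account for these counts, since only 1 of 100 splits of the libraries, the real one, gave as many in either knockout. Most of the difference comes from tDRs listed at 0 in every library of 1 compartment, which held 93.4% of the changed tDRs in ANGKO and 91.8% in RNASE1KO. For them the test compares a change in 1 compartment with no measurable value in the other. Among the 681 tDRs above 0 in both compartments of ANGKO, 200 had a different response, 141 of them in opposite directions. In RNASE1KO these numbers were 811, 333 and 133. A response that differs between cells and Exs stays open as a biological explanation for these, and was not tested against a difference in the isolation of both kinds of RNA. Without RNASE1KO H2O2 cells replicate 2, 3107 tDRs of RNASE1KO were higher in Exs, within 1.5 times the full count.

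The tDRs lower in AGO2KO Exs were mostly lower in the other knockouts too, which the paper does not report. Against the same 3 wild-type libraries, 743 of 4656 tDRs were lower in the untreated Exs of ANGKO cells (2691 higher), and 579 of 4654 were lower in those of RNASE1KO cells (2358 higher). With equal totals 1042 were lower in RNASE1KO. Of the 849 tDRs on the paper's AGO2-dependent list that are in the table, 718 (84.6%) were lower in ANGKO and 572 (67.4%) in RNASE1KO, beside 771 in AGO2KO. The loss of AGO2 alone does not account for this, since 740 of the 806 tDRs lower in AGO2KO (91.8%) were also lower in ANGKO or RNASE1KO, 568 (70.5%) in both, and 66 (8.2%) in AGO2KO alone. Comparisons against shared libraries share their chance values. Of the tDRs tested in both, 91.9% of 3351 had the same direction in AGO2KO and RNASE1KO, and 96.2% of 3742 in AGO2KO and ANGKO. The correlation of the log2 fold changes across tDRs, which are not independent replicates, was 0.915 and 0.981. Simulated unchanged groups gave 66.6% on average, 69.3% at most, and a correlation of at most 0.57. They held at most 2301 tDRs, the number above 0 in any wild-type library. A tDR at 0 in all wild-type libraries cannot be lower in a knockout, so neither measure can be set against the simulations. Calls of lower tDRs are not fixed in this way. Of the 806 called lower in AGO2KO, 732 were also called lower in ANGKO and 576 in RNASE1KO. The simulations gave at most 1 lower call and 0 shared calls. Equal totals cannot decide whether a single scaling factor per library accounts for the shared decrease. The mean total was 3894465 in RNASE1KO controls and 562149 in wild type, so this scaling lowers the knockout values. With it 771 of the 849 were lower in RNASE1KO, against 572 without. Without it, 93.8% of the 849 had a log2 fold change under 0 in RNASE1KO, against 23.3% of all tested tDRs. The lower number of reads in the wild-type libraries does not account for the shared decrease, and would rather hide tDRs in wild type. With a floor shared by all compared libraries, 485 of the 849 were still lower in RNASE1KO. Of the 10 splits of the libraries in each of these comparisons with wild type, only 1, the real one, gave as many calls, but 10 splits cannot give a share under 0.1.

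What stays open is a feature that sets these wild-type libraries apart from every knockout. AGO2KO Exs were compared with the ANGKO and RNASE1KO controls together, and 279 of 4628 tDRs were lower and 5 higher in AGO2KO (1305 at an unadjusted p under 0.05). Of the 806 tDRs, 25 were among the lower ones. Only 330 of the 849 listed tDRs reached the minimum mean in these 9 libraries, so most of the list is near or at 0 in all 3 knockouts, and 24 of the 330 (7.3%) were lower in AGO2KO. Yet 314 of the 330 (95.2%) had a log2 fold change under 0 there, with a median of -1.807, against 71.4% and -0.911 for all tested tDRs. With equal totals 75.8% of the 273 then tested were under 0, against 47.1%, and with the common floor 97.9% of the 330, against 76.3%. An extra decrease of the list in AGO2KO is thus not excluded. The list was chosen for low values in these same AGO2KO libraries, which by itself places it lower there, and the 2 were not told apart. Of the 84 splits of the 9 libraries, 3 gave as many calls. The count of 279 rests on single libraries. It was 0 without ANGKO control replicate 3, RNASE1KO control replicate 2 or RNASE1KO control replicate 3 (1162, 1092 and 1182 tDRs at an unadjusted p under 0.05), 748 without ANGKO control replicate 1, 574 without ANGKO control replicate 2, 149 without RNASE1KO control replicate 1, and 10 and 8 without AGO2KO replicates 1 and 2. A technical difference of the wild-type libraries and a biological one shared by all the knockout clones cannot be told apart here. The labels give no library batch, and the wild-type libraries carry AGO2 in the name of the cells, which the paper's text does not explain.

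More tDRs were higher than lower in AGO2KO Exs, 2038 against 806, and the paper reports on the lower ones. Of the 2038, 1389 (68.2%) were also higher in both other knockouts. All wild-type libraries were at 0 for 77.1% of them. Fewer reads in wild type, with the floor of 11 reads, are a candidate explanation for part of these, since 826 of the 2038 were higher after scaling by the median of the tDR ratios with a common floor. Those 826 are not accounted for by the floor or by 1 factor per library. For them, the same open explanations hold as for the lower tDRs.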

How the results depend on the processing

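The alternatives described with the processing were fixed before the data were examined, except scaling by the median of the tDR ratios, the common floor, their combination, the leave-one-out fits of the knockout controls and of the interactions, and those of the ratio of end positions 32 and 33. DESeq2 and edgeR on whole reads were planned for the case that reads could be recovered, and were not run, because 10 or fewer reads are listed as 0 and stay unknown. For 42 results of single tDRs given by name, 630 fits gave 508 with the same direction and side of the threshold, 78 weaker, 18 stronger and 26 reversed. The tDRs of a figure that the text gives only as part of a count are outside these fits. The ratio of end positions 32 and 33 kept its direction and side in all 6 of its fits. For 36 counts and shares, 493 fits gave 403 within 1.5 times the count or within 1 SD of the share, 89 beyond it and 1 reversed. The cause was not tested unless given.

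With equal totals the higher and lower tDRs were 772 and 757 in ANGKO cells, 437 and 1416 in ANGKO Exs, 55 and 8 in RNASE1KO cells, and 1142 and 1316 in RNASE1KO Exs. They were 9 and 68 for AGO2KO against the other knockouts, and 1042 were lower in RNASE1KO controls than in wild type. For the interactions, 912 were higher and 2128 lower in ANGKO, and 1231 and 996 in RNASE1KO. By construction this scaling removes a shift shared by all tDRs. It reversed tDR-1:32-Glu-CTC-1-M2-D5G in ANGKO Exs (-0.05) and tDR-1:33-Glu-TTC-3-M3 in AGO2KO (-0.37). In ANGKO cells it reversed tDR-1:33-Gly-CCC-1-M4 (0.493), tDR-L7:T18-Gln-CTG-9-1 (0.305) and tDR-T1:T16-Gly-GCC-1-1 (0.322), and in RNASE1KO Exs tDR-1:32-Lys-CTT-2-M2 (0.944), tDR-34:74-Met-CAT-2-M2 (1.11) and tDR-1:33-Leu-AAG-1-M4 (1.165).

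With the median of the tDR ratios the counts were 713 and 789 in ANGKO cells, 8 lower in RNASE1KO cells, 845 higher in RNASE1KO Exs, and 12 and 82 for AGO2KO against the other knockouts. With the common floor as well, 761 were lower in ANGKO cells, 7 lower in RNASE1KO cells, 763 and 884 changed in RNASE1KO Exs, and 836, 981 and 783 were higher than in wild type in AGO2KO, ANGKO and RNASE1KO. For AGO2KO against the other knockouts they were 0 and 0 (870 at an unadjusted p under 0.05), and with the common floor alone 0 and 1 (1000). Reversed with the median of the tDR ratios, with or without the common floor, were tDR-1:33-Gly-CCC-1-M4 (0.446), tDR-L7:T18-Gln-CTG-9-1 (0.258) and tDR-T1:T16-Gly-GCC-1-1 (0.275) in ANGKO cells, and tDR-34:74-Met-CAT-2-M2 (0.066) and tDR-1:33-Leu-AAG-1-M4 (0.124) in RNASE1KO Exs.

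With a minimum mean of 20, fewer tDRs were tested, and the higher and lower ones were 177 and 1043 in ANGKO cells, 399 lower in ANGKO Exs, 26 higher in RNASE1KO cells, 291 higher in RNASE1KO Exs, and 1136 and 503 in AGO2KO. The interactions gave 1047 and 460 in ANGKO and 1097 and 991 in RNASE1KO. With mismatches collapsed, which leaves fewer names, they were 280 and 386 in ANGKO Exs, 129 and 1076 in RNASE1KO Exs, and 1028 higher in AGO2KO. With the spread shared by all groups, 905 were higher in ANGKO Exs.

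A pairing of libraries by replicate number was not found, since in no comparison did all pairs with the same number have deviations correlated above 0.1. This check cannot exclude a pairing. In RNASE1KO Exs the correlation was 0.043 to 0.154 for pairs with the same number, against a mean of -0.054 for the other pairs. With the replicate number as a block, 292 tDRs were higher in ANGKO Exs, 0 changed in either direction in RNASE1KO cells (2415 at an unadjusted p under 0.05), 30 was the RNASE1-induced cellular list, and 0 changed in either direction for AGO2KO against the other knockouts (1103).

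Across the fits that each left out 1 library, the lower tDRs in ANGKO cells were 924 to 2055, with 924 without untreated replicate 2 and 1029 without untreated replicate 1. The higher ones in ANGKO Exs were 329 (without untreated replicate 2) to 1010 (without untreated replicate 3), with 363, 342 and 376 without untreated replicate 1 and hypoxia replicates 1 and 3. In RNASE1KO cells the higher ones were 0 to 39 and the lower ones 0 to 2776, with 0 without H2O2 replicate 1 or 3 (2334 and 2507 at an unadjusted p under 0.05). The RNASE1-induced list was 21 to 30, with 30 without those same replicates. For AGO2KO against the other knockouts the higher were 0 to 22 and the lower 0 to 748, the latter without ANGKO control replicate 1. In AGO2KO against wild type they were 1972 to 2101 and 775 to 856. The difference in the share of tRNA-Ser in ANGKO Exs was -1.103 to 0.193 points, reversed without untreated replicate 1. tDR-1:33-Glu-CTC-1-M2-D5G in ANGKO Exs was -0.244 to 0.163, reversed to 0.163 without untreated replicate 3 and 0.055 without hypoxia replicate 3, and tDR-1:33-Glu-CTC-1-M2 in AGO2KO was -0.323 to 0.173, reversed without AGO2KO replicate 2. So was tDR-1:33-Glu-CTC-1-M2-D5G in AGO2KO, -0.542 to 0.013. In ANGKO cells, tDR-1:33-Gly-CCC-1-M4 was -0.239 to 0.116, reversed without untreated replicate 1 (0.116) or 2 (0.001) and without hypoxia replicate 1 (0.001) or 3 (0.11).

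Depth limits the wild-type Exs of the AGO2 experiment most, where 11 reads are 15.66 to 16.7 normalized reads. A tDR below that level in wild type is listed at 0, so its rise in a knockout has no upper bound here.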

Differences from the paper's values

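The paper gives 86 ANG-induced cellular tDRs, while 151 tDRs of its wild-type list had no significant increase in ANGKO cells here. That list holds 862 tDRs over both directions, more than the paper's text counts, and a longer list can leave more tDRs over. The count was 113 with equal totals, which narrows the gap, and 143 to 189 under the other alternatives set before the data were examined.

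Shares of parent tRNAs were read by eye from the paper's charts, and the alternatives were not computed for them. Of the ANG-induced cellular tDRs, the paper shows about 24% from tRNA-Asp and about 14% from tRNA-Gly in Fig. 6E, where 10.8% and 9.2% of the 120 tested tDRs were found. Of the ANG-depleted cellular tDRs, it shows about 12% from tRNA-Tyr and about 9% from tRNA-Gly in Fig. 6E, against 6.7% and 15.8%. Of the ANG-depleted extracellular tDRs, it shows about 8% from tRNA-Lys in Fig. 6H, against 4.8%.

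The paper describes most ANG-induced cellular tDRs, and most AGO2-dependent extracellular tDRs, as fragments cut in or near the anticodon, from either side of the cut. Fragments from position 1 to an end at 32 to 38 were 18.3% by number of the 120 tested ANG-induced cellular tDRs, and 12.0% of the 806 tDRs lower in AGO2KO here. Fragments from the anticodon loop to the other end of the tRNA were not counted in these shares. The paper's coverage plots weight fragments by normalized reads, so these shares by number do not show a difference from the paper. Weighted by normalized reads, the mature names lower in AGO2KO ended at position 35 for 19.6%, 33 for 18.2%, 36 for 12.3% and 34 for 7.1%. Those of the ANG-induced cellular tDRs ended at position 76 for 65.0%, 33 for 14.5% and 36 for 5.5%.

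The paper states that the forms of tRNA-Glu ending at position 33 did not change after AGO2 knockout. tDR-1:33-Glu-TTC-1, tDR-1:33-Glu-TTC-2 and tDR-1:33-Glu-TTC-3-M3 were higher in AGO2KO here (log2 fold changes 5.17, 5.45 and 1.05), and tDR-1:33-Glu-CTC-1-M2 and tDR-1:33-Glu-CTC-1-M2-D5G were not past the threshold. With equal totals tDR-1:33-Glu-TTC-1 and tDR-1:33-Glu-TTC-2 were still higher (3.77 and 4.04), tDR-1:33-Glu-TTC-3-M3 was at -0.37, not past the threshold, and the other 2 were lower (-1.53 and -1.73). The paper states that the form of tRNA-Glu-TTC ending at position 36 depends on AGO2. Of its names, tDR-1:36-Glu-TTC-3-M3 was lower here, and tDR-1:36-Glu-TTC-1 and tDR-1:36-Glu-TTC-2 were higher (2.38 and 1.96). With equal totals they were at 0.96 and 0.54, and only the first passed the threshold.

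In Figure S16, tDRs shown as dependent on a knocked-out RNase passed the threshold here in the knockout in some cases. Of those in the table, these are 1 of 4 ANG-induced and 1 of 3 ANG-depleted cellular tDRs, 1 of 4 ANG-induced extracellular tDRs, 1 of 3 RNASE1-depleted cellular tDRs, and 4 of 6 RNASE1-depleted extracellular tDRs, of which 3 fell and 1 rose. These cases depend on single libraries and on the scaling. With 1 library left out, the ANG-induced cellular and extracellular ones passed the threshold in 1 of 6 fits each, the ANG-depleted cellular one in 5, the RNASE1-depleted cellular one in 3, and the RNASE1-depleted extracellular ones in 1 to 5. With equal totals 3 of 4 ANG-induced (all higher) and 0 of 3 ANG-depleted cellular tDRs passed the threshold, 1 of 4 ANG-induced extracellular tDRs, which was another one and lower, and 0 of 3 RNASE1-depleted cellular tDRs. Of the 6 RNASE1-depleted extracellular tDRs 2 passed, both higher, and all 4 ANG-depleted extracellular tDRs were lower, of which 0 passed without that scaling.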

Other observations

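Apart from the counts of changed tDRs in each knockout and the alternatives fixed before the data were examined, the tests here were post hoc. They were chosen after the results were seen.

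Most of the lower tDRs in RNASE1KO cells with H2O2 depend on the scaling. With equal totals 8 were lower, against 1744 without that scaling, which is consistent with 1 shift shared by the tDRs of a library for most of them. At an unadjusted p under 0.05, 1014 of 6640 tDRs still differed with equal totals, against 3030 of 6841, so the shift need not be the whole response. Such a shift can come from the cells or from the size factors, and these were not told apart. Of 10 splits of these libraries 1, the real one, gave as many changed tDRs, as it did in each of the other comparisons of 3 libraries with 3, where the share cannot be under 0.1. In ANGKO cells 757 tDRs were still lower with equal totals, so a single shift does not account for that response as a whole.

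The tDRs that changed in wild-type cells and not significantly in a knockout need not have lost their response. Of the tested tDRs on the wild-type list without a call, the share on the wild-type side of the median of all tested tDRs was 73.2% for the ANG-induced and 73.7% for the ANG-depleted extracellular tDRs. In 1000 draws of tDRs of similar mean value, without a call and outside the same list, the mean was 52.2% and 42.1% and the highest 62.4% and 49.9%. The draws could include tDRs of the list of the opposite direction. Of those without a call, 72.7% and 74.6% moved in that opposite direction, which can lower the drawn shares. Both shares lie more than 10 points above the highest draw. For the ANG-depleted set this argues against the absence of any response in ANGKO Exs. For the ANG-induced set the margin is too narrow to say, and draws without the opposite list were not made. For the cellular lists the share was 93.9% for ANG-induced, 46.9% for ANG-depleted and 53.5% for RNASE1-depleted tDRs, against a highest draw of 91.2%, 43.9% and 45.3%. They lie above it by less than 10 points. The margin of 10 points was set after these values were seen, and it replaced 2 earlier rules. Under the first, a share over 70%, the ANG-induced cellular list would count as above chance with both extracellular lists. Under the second, a share above the highest draw, all 5 lists would. It was set because names of 1 tRNA are not independent, so draws of single names understate the spread. A response left in knockout cells and its loss cannot be told apart for the cellular lists. Wild-type and knockout responses were not compared in 1 model.

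The ratio of end position 32 to end position 33 rose for most pairs of names in ANGKO Exs under hypoxia, while the pooled share of end position 32 did not rise beyond the replicate spread. For tDR-1:32-Glu-CTC-1-M2-D5G over tDR-1:33-Glu-CTC-1-M2-D5G the change was 0.932 on the log2 scale, and a single scaling factor per library leaves such a ratio unchanged. Of 135 pairs of names that differ only in this end, over 8 isotypes, 82 (60.7%) had a higher ratio under hypoxia, with a median change of 0.264 (0.189 to 0.282 with 1 library left out). The libraries did not overlap for 46.7% of the pairs, 53 with a higher and 10 with a lower ratio, where chance gives 10%. Pooled over all mature fragments from position 1, end position 32 went from 34.0% to 32.1% of the normalized reads and end position 33 from 44.4% to 50.0%. Over all mature names they went from 29.7% to 29.9% and from 33.4% to 41.7%. The share of tRNA-Pro went from 32.9% to 65.7% in these libraries, and the pooled shares are not corrected for such a change in the parent tRNAs. Whether the rise in single pairs is a general one was not tested. In RNASE1KO Exs with H2O2, 58 of 69 pairs (84.1%) had a higher ratio, with a median change of 0.834, and in AGO2KO against wild-type Exs 14 of 14, with a median of 2.095. Pairs of 1 isotype are not independent.

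The wild-type Exs of the AGO2 experiment had other end positions than the Exs of all 3 knockouts. Among mature fragments from position 1, end position 32 held 4.41% of the normalized reads in wild type, 40.0% in AGO2KO, 34.0% in ANGKO controls and 23.4% in RNASE1KO controls. End position 35 held 13.2%, 0.404%, 0.362% and 0.568%, and end position 28 held 6.31%, 0.138%, 0.139% and 0.111%.

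Names with a mismatch made up 58.2% of the changed tDRs in ANGKO Exs, and 60.0% of all tested tDRs there. Where the exact name was tested too, 87.9% of them moved in the direction of the exact name, and 49.9% in that of a random name. Some of these names may copy the change of an abundant exact name, of which they held a median of 0.22%, as sequencing errors or modified bases may give. A plain copy was not shown. The exact name was called the same way for 393 of the 685 names with an exact name tested. The median difference on the log2 scale from the exact name was -0.773. Counts of changed tDRs in Exs may therefore count related names more than once.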
